# Wildtype heterogeneity contributes to clonal variability in genome edited cells

**DOI:** 10.1038/s41598-022-22885-8

**Published:** 2022-10-28

**Authors:** Lukas Westermann, Yong Li, Burulca Göcmen, Matthias Niedermoser, Kilian Rhein, Johannes Jahn, Isabel Cascante, Felix Schöler, Niklas Moser, Björn Neubauer, Alexis Hofherr, Yvonne Lisa Behrens, Gudrun Göhring, Anna Köttgen, Michael Köttgen, Tilman Busch

**Keywords:** Cell biology, Nephrology

## Abstract

Genome editing tools such as CRISPR/Cas9 enable the rapid and precise manipulation of genomes. CRISPR-based genome editing has greatly simplified the study of gene function in cell lines, but its widespread use has also highlighted challenges of reproducibility. Phenotypic variability among different knockout clones of the same gene is a common problem confounding the establishment of robust genotype–phenotype correlations. Optimized genome editing protocols to enhance reproducibility include measures to reduce off-target effects. However, even if current state-of-the-art protocols are applied phenotypic variability is frequently observed. Here we identify heterogeneity of wild-type cells as an important and often neglected confounding factor in genome-editing experiments. We demonstrate that isolation of individual wild-type clones from an apparently homogenous stable cell line uncovers significant phenotypic differences between clones. Strikingly, we observe hundreds of differentially regulated transcripts (477 up- and 306 downregulated) when comparing two populations of wild-type cells. Furthermore, we show a variety of cellular and biochemical alterations in different wild-type clones in a range that is commonly interpreted as biologically relevant in genome-edited cells. Heterogeneity of wild-type cells thus contributes to variability in genome-edited cells when these are generated through isolation of clones. We show that the generation of monoclonal isogenic wild-type cells prior to genomic manipulation reduces phenotypic variability. We therefore propose to generate matched isogenic control cells prior to genome editing to increase reproducibility.

## Introduction

In the last decade, genome editing tools such as CRISPR/Cas9 have transformed the ease and precision of site-specific genome modifications^1–3^. Among many other applications, these molecular tools enable efficient genome editing of somatic cell lines to study effects of loss- or gain-of-function alleles^4^. Cultured cell lines have since been widely used to study gene function and to develop cell-based models of human disease^5,6^. The increasing number of such studies has drawn attention to the difficulty of establishing robust genotype–phenotype correlations and reproducible results using genome-edited cell lines.

The general challenges of achieving reproducible results with cell culture experiments have been well documented^7^. A wide range of factors, among them growth conditions, passage number, genetic drift, undetected contaminations or differing cell line origins, can lead to phenotypic variability and influence reproducibility of results^8–11^. In genome-edited cells, off-target effects have been described as a cause of phenotypic variability among different knockout (KO) clones of the same gene^12^. Therefore, extensive efforts have been devoted to reducing off-target effects in genome-edited cells^13–16^. However, even if current state-of-the-art protocols for genome editing are employed, considerable phenotypic variability can be observed.

We have encountered this problem studying the genes causing Autosomal Dominant Polycystic Kidney Disease (ADPKD), the most common monogenic disorder resulting in kidney failure. Mutations in the genes *Polycystic kidney disease 1* (*PKD1)* and *Polycystic kidney disease 2* (*PKD2*) cause ADPKD. There is an unmet need for robust cell-based models for ADPKD to study pathogenic pathways and to identify drug targets through high-throughput screening. We therefore applied CRISPR/Cas9 to generate KO cells of *Pkd1* and *Pkd2* in different well-established kidney epithelial cell lines^17^. To reduce variability at the gene level, we generated null alleles of both genes by deleting the entire coding region. This eliminates uncertainty about putative residual protein function, which may confound the analysis of alleles harboring small indels^18^.

However, despite strictly adhering to current protocols for cell culture and genome editing, we still observed considerable variability of phenotypes when analyzing multiple KO clones of the same genes. We therefore decided to investigate additional factors contributing to clonal variability. After transfection of CRISPR constructs, standard protocols for the generation of stable genome-edited cell lines usually require clonal isolation of a successfully genome-edited monoclonal cell out of a pool of wild-type (WT) cells^19^. These parental WT cells are typically used as experimental controls, assuming genetically and phenotypically homogeneous WT cell populations. We hypothesized that heterogeneity of WT cells might contribute to the observed phenotypic variability in genome-edited cells.

Here we test this hypothesis by studying the knockout of the *Pkd1* gene in stable kidney epithelial cells as a proof of concept. We demonstrate that WT cells display considerable clonal variability that contributes to phenotypic variability of genome-edited cells. Moreover, we show that the generation of isogenic WT subclones prior to genome editing reduces clonal heterogeneity of genome-edited cells.

## Results

### Genome-edited *Pkd1*-deficient cells show clonal variability

*PKD1* encodes Polycystin-1 (PC-1), a transmembrane protein that has been implicated in the regulation of multiple signaling pathways. Recently, the Hippo pathway effector protein YAP has been identified as a downstream target of PC-1 and modulator of polycystic phenotype severity in murine ADPKD models^20^. Protein levels of YAP were shown to be upregulated in human and murine *Pkd1*-deficient kidneys. Since kidney cysts in ADPKD arise from tubular epithelial cells^21^, we analyzed YAP levels in a murine *Pkd1-*deficient kidney epithelial cell line (mIMCD-3) we had previously established^17^. Surprisingly, YAP levels were decreased in *Pkd1*-deficient cells (clone 1) compared to WT control in contrast to the published data (Fig. 1A). To verify the observed YAP reduction, we analyzed a second *Pkd1*-deficient clone (clone 2) generated in the same genome editing experiment. Yet, YAP levels of the second *Pkd1* KO clone were increased compared to WT control and significantly higher compared to *Pkd1* KO clone 1 (Fig. 1A,B).

**Figure 1:**
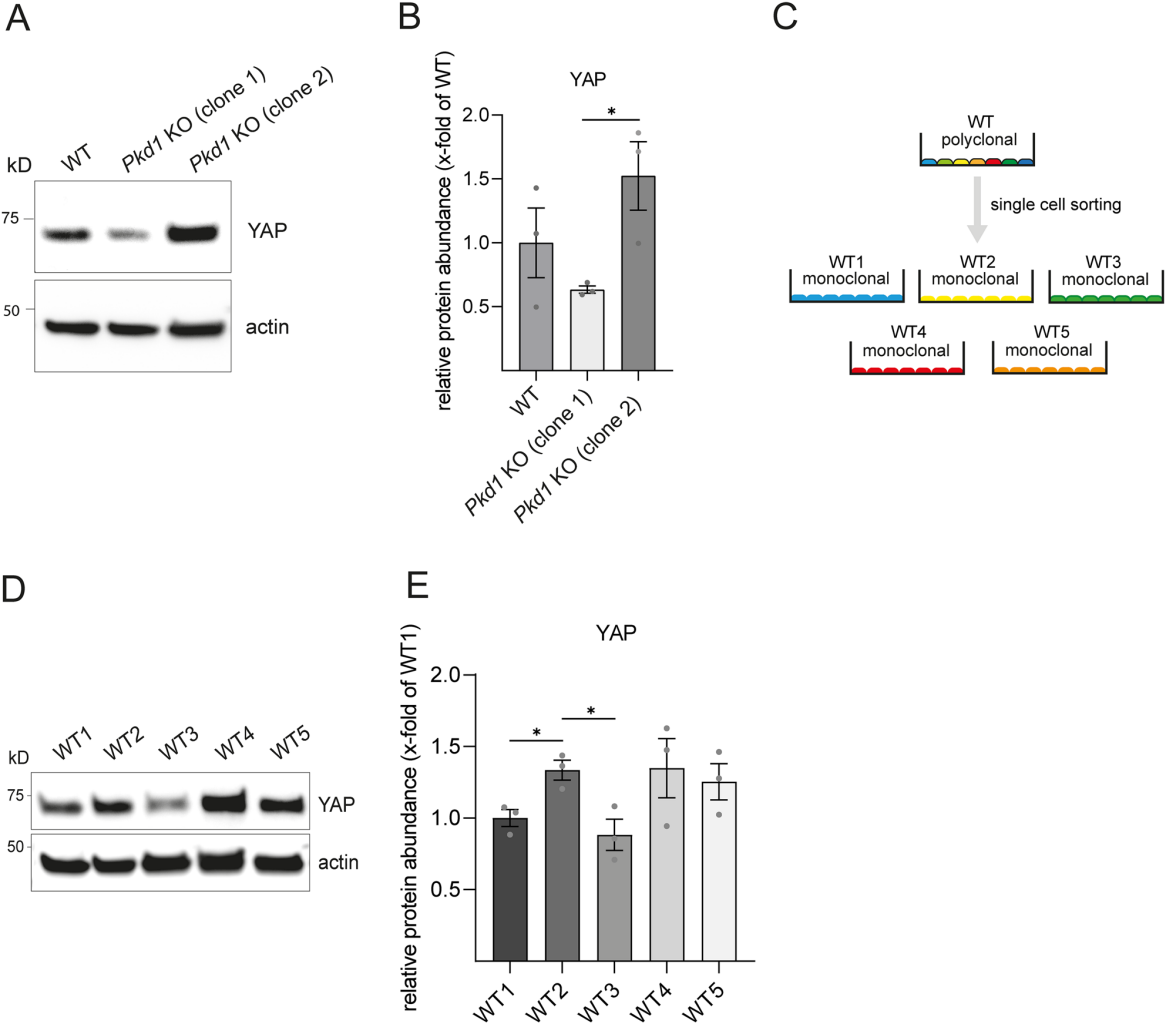
mIMCD-3 *Pkd1* knockout clones and monoclonal mIMCD-3 wild-type clones vary in protein abundance of YAP (**A**) Protein abundance of YAP was analyzed in mIMCD-3 WT cells compared to two different *Pkd1* KO clones after western blotting. (**B**) Densitometry shows significant differences in protein abundance for YAP in both *Pkd1* KO clones. (**C**) WT cells were single cell sorted by FACS generating monoclonal WT cells. Five different monoclonal cell populations were arbitrarily labeled WT1–WT5. (**D**) Protein abundance of YAP was analyzed in monoclonal mIMCD-3 WT cells. (**E**) Densitometry shows varying levels of YAP with significant differences between WT1 and WT2, and WT2 and WT3, respectively. Three independent experiments were included in analysis. Error bars represent SEM. Statistical significance was evaluated using unpaired t-test. *Indicates p < 0.05. Unprocessed blots for (**A** and **D**) are presented in Supplementary Figs. S6 and S7.

One possible and often cited explanation for the observed clonal variability could be the occurrence of CRISPR/Cas9-related off-target events^12^. However, we had taken measures to reduce off-target events including the use of gRNAs with low off-target prediction as well as a Cas9 nickase. In addition, we also observed clonal heterogeneity in several TALEN-generated KO cell lines (data not shown) which are thought to have a lower probability of off-target effects^22^. Furthermore, all *Pkd1* KO clones used in this study are confirmed null alleles. Thus allelic variants with different functional effects (gain*-* versus loss-of-function) and severity (hypomorphic versus complete loss-of-function) can be ruled out. Together this suggested that other factors may contribute to variable results in clonal genome-edited cells. We therefore hypothesized that phenotypic variability in genome-edited cells can be caused by intrinsic heterogeneity of the WT cells from which they arise.

### Monoclonal wild-type mIMCD-3 cells display significant phenotypic variability

To address the potential influence of WT heterogeneity, we decided to perform single cell sorting of mIMCD-3 WT cells in order to generate monoclonal WT cell lines (Fig. 1C). We first screened monoclonal WT cells for the presence of primary cilia since ADPKD is a so-called ciliopathy—a group of disorders characterized by structural or functional defects of primary cilia^23^. Consequently, a cell-based model for ADPKD should incorporate cilia. Surprisingly, immunofluorescence staining for acetylated tubulin as a ciliary marker did not show any signal in some clones (data not shown). For further characterization, we only selected cilia-positive mIMCD-3 cell clones which we labeled WT 1–5. These clones were analyzed for protein abundance of YAP (Fig. 1D). Quantitative analysis showed significant alterations in YAP levels among these clones (Fig. 1E). Notably, the magnitude of differences was comparable to those in genome-edited cells (Fig. 1A). Moreover, alterations of protein levels in different wild-type clones were not restricted to YAP. We also conducted experiments with a set of kinases (pPERK, CaMKII delta and pAMPK) which have been shown to be linked to *Pkd* signaling^24–26^. Quantitative analysis of protein expression demonstrated significant alterations in protein levels for these kinases among monoclonal WT clones (Supplementary Fig. S1). In summary, substantial differences in protein levels were found between WT clones in a range which is often interpreted as biologically relevant.

To test whether clonal variability also manifests in other assays, we investigated cellular survival in the presence of cytotoxic compounds. Drug susceptibility was interrogated by generating dose–response curves for survival with three monoclonal and the parental polyclonal WT cell lines. Dose–response curves were generated for two commonly used nephrotoxic drugs, cisplatin and methotrexate. Drug susceptibility for cisplatin was not significantly altered between WT clones (Supplementary Fig. S2A,B). In contrast, treatment with the dihydrofolate reductase inhibitor methotrexate led to reproducible and significant changes in viability of multiple WT clones (Supplementary Fig. S2C,D).

To study phenotypic variability in more complex biological programs, we analyzed tubulogenesis in 3D cell cultures. 3D cell cultures are increasingly used for disease modelling and dissection of mechanistic biological processes^27^. We and others use kidney tubule organoids to investigate Polycystin signal transduction and the mechanisms of tubulogenesis in vitro. Predominant structures of our 3D cell culture model can be divided into cyst-like epithelial structures (spheroids*)* and tubular epithelial structures (tubules*)* (Fig. 2A). Screening of monoclonal mIMCD-3 WT clones for their tubulogenic potential and proliferative features revealed significant phenotypic differences between distinct mIMCD-3 WT clones (Fig. 2B–D). Consequently, dissecting gene function in 3D cell cultures with polyclonal cell lines can be biased by heterogeneity of WT cells resulting in misinterpretation of gene deletion effects after isolation of subclones.

**Figure 2:**
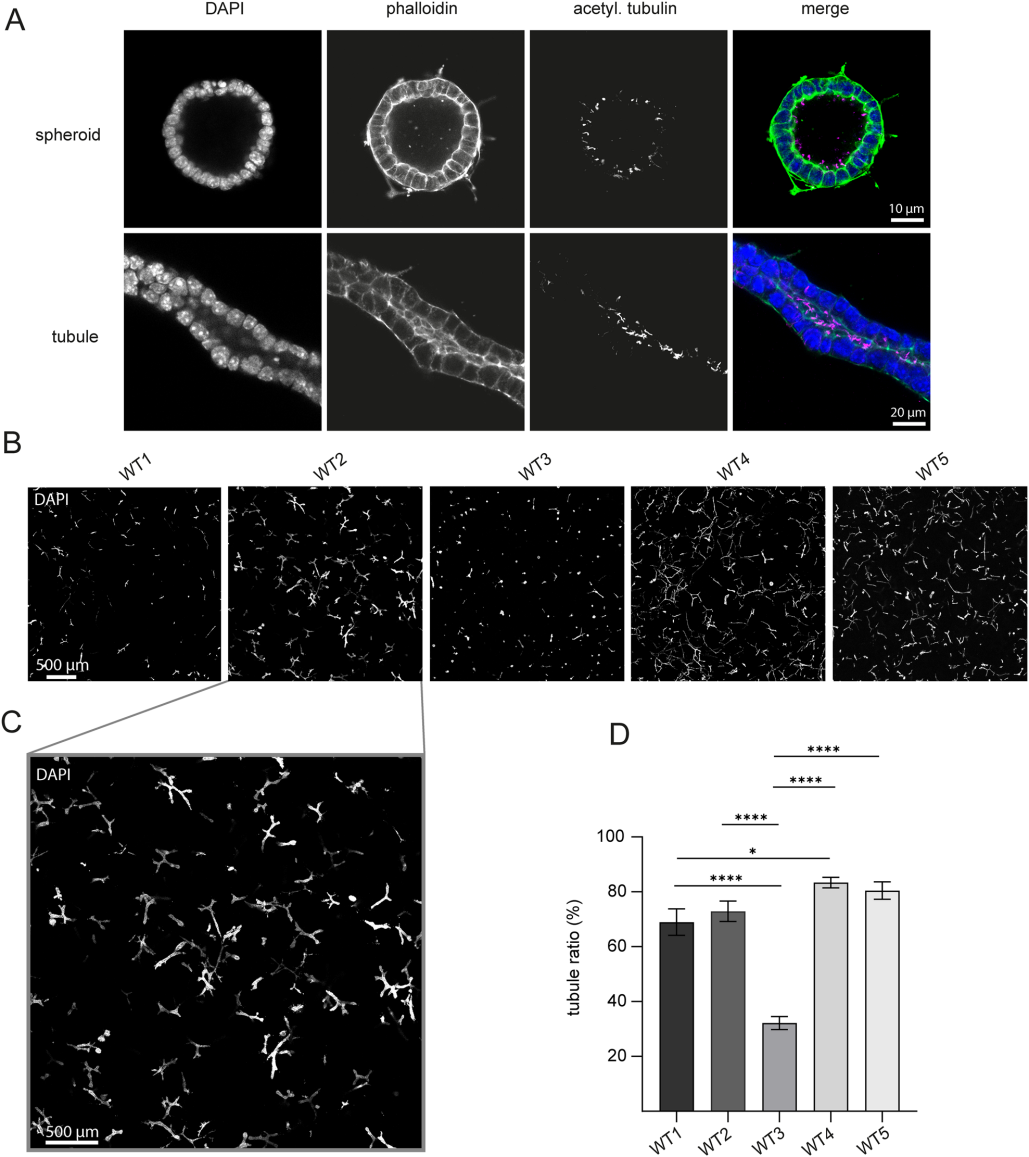
Monoclonal mIMCD-3 wild-type cells show different morphology in 3D cell culture (**A**) Predominant structures of a kidney tubule organoid assay derived from mIMCD-3 WT cells. Representative spheroid (upper row) and representative kidney tubule (lower row) in a 3D-Matrigel-collagen scaffold. Images were acquired with confocal microscopy. (**B**) Representative images of five different monoclonal mIMCD-3 WT cells in a 3D-Matrigel-collagen scaffold. WT clones show different growth patterns, e.g. induction of kidney tubules is highly impaired in WT3 compared to other clones. (**C**) Magnification of WT2-image from panel B illustrates high number of differentiated kidney tubules in this clone. (**D**) Quantification of tubule ratio (tubules/ all structures) of five monoclonal mIMCD-3 WT clones. Tubule ratio varies significantly between clones. Bars represent mean tubule ratio of three independent experiments (four technical replicates each). Error bars represent SEM. Statistical significance was evaluated using unpaired t-test.*Indicates p < 0.05. ****Indicates p < 0.0001.

In summary, different WT subclones derived from the same well-characterized mIMCD-3 cell line show remarkably different characteristics regarding abundance of proteins, drug susceptibility and morphological patterns in 3D cell cultures. We thus concluded that WT heterogeneity might be a driver for phenotypic variability of genome-edited cell lines. This led us to modify our genome editing protocol and introduce an initial single cell sorting step to generate monoclonal WT cell lines prior to transfection of gRNAs and Cas9 (Supplementary Fig. S3).

### KO clones derived from monoclonal isogenic wild-type cells show less variability and differences in protein levels compared to polyclonal KO clones

Using this modified genome editing workflow, we generated monoclonal *Pkd1* KO clones from a matched isogenic WT control cell line. In the following, we refer to these cells as monoclonal *Pkd1* KO cells. Cell lines generated from polyclonal parental cells are termed polyclonal KO cells. Again, we analyzed expression levels of polycystic kidney disease signaling related kinases in these new monoclonal *Pkd1* KO cell lines and compared this to results obtained in polyclonal KO cell lines^24,25^. This comparison showed significant differences: while polyclonal *Pkd1* KO clones showed a significant reduction of 5' adenosine monophosphate-activated protein kinase (AMPK) compared to polyclonal WT control, monoclonal *Pkd1* KO clones showed no significant change in AMPK levels compared to an isogenic WT control (Fig. 3A). Similarly, levels of phosphorylated monophosphate-activated protein kinase (pAMPK) were significantly changed in polyclonal *Pkd1* KO clones, but not in the monoclonal *Pkd1* KO clones (Fig. 3B). Notably, investigation of genotype-dependent changes of protein levels of CaMKII delta in polyclonal *Pkd1* KO clones showed variable results. Polyclonal *Pkd1* KO clone 1 showed identical CaMKII delta levels compared to the WT control (Fig. 3C). In contrast, *Pkd1* KO clone 2 showed a significant reduction compared to both WT and *Pkd1* KO clone 1. In the monoclonal setting, levels of CaMKII were not significantly different. Similarly, YAP levels of both monoclonal *Pkd1* KO clones were almost identical with a non-significant increase compared to WT control (Fig. 3D). In contrast, we observed a high degree of clonal variability with opposite results in polyclonal *Pkd1* KO clones (Fig. 1). In summary, experiments using monoclonal *Pkd1* KO cells with matched isogenic control cells led to reduced variability.

**Figure 3:**
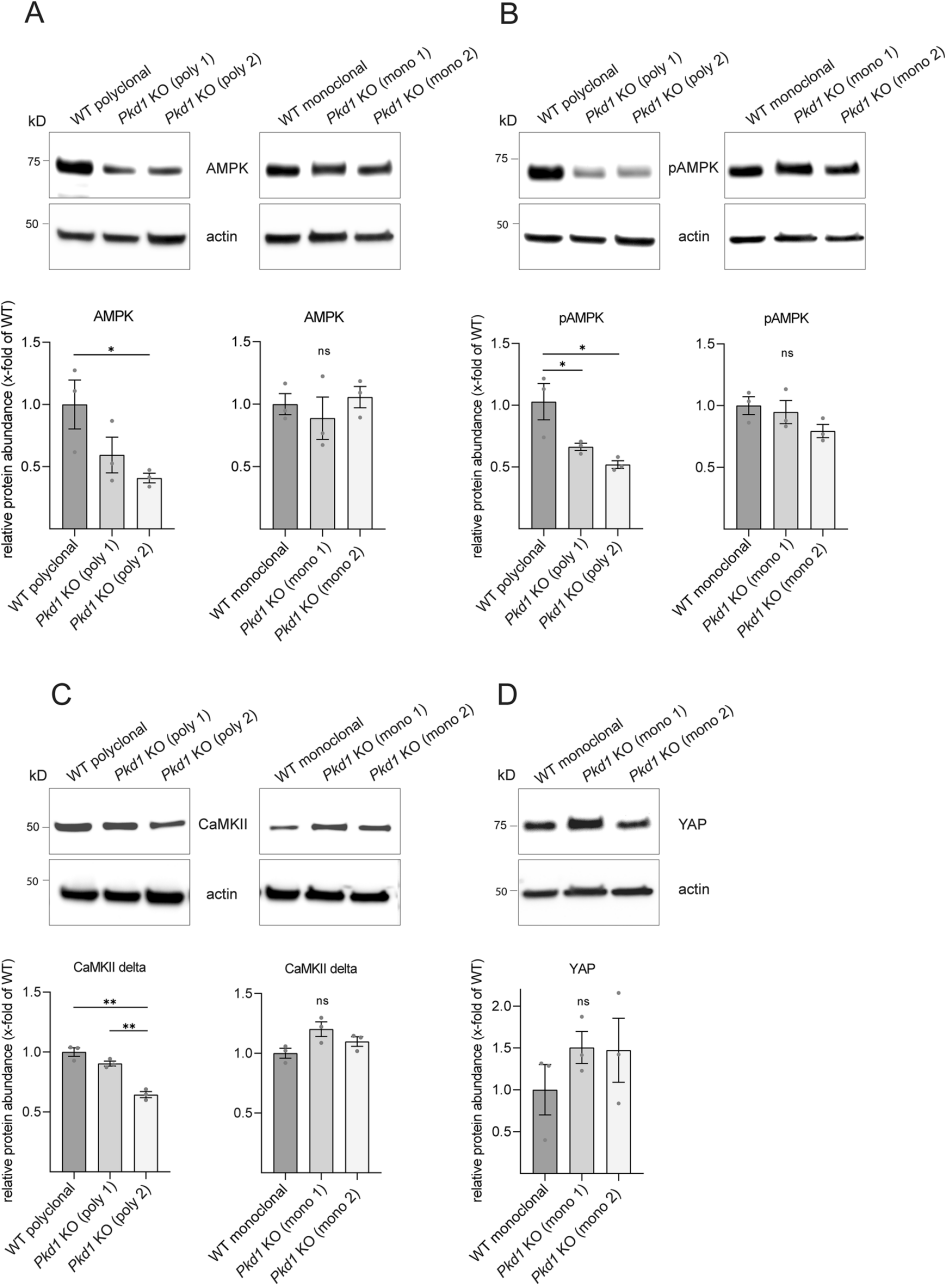
Variability of protein levels for AMPK, pAMPK, CaMKII delta and YAP is reduced in monoclonal compared to polyclonal *Pkd1* knockout clones (**A**) Protein abundance of AMPK is significantly reduced in *Pkd1* KO clone 2 compared to polyclonal WT control. Monoclonal *Pkd1* KO clones show no significant differences in protein abundance of AMPK compared to monoclonal WT control. (**B**) Protein abundance of pAMPK is significantly reduced in both polyclonal *Pkd1* KO clones compared to polyclonal WT control. Monoclonal *Pkd1* KO clones show no significant differences compared to isogenic WT control. (**C**) Protein abundance of CaMKII delta is significantly reduced in *Pkd1* KO clone 2 compared to polyclonal WT control and *Pkd1* KO clone 1. Monoclonal *Pkd1* KO clones show no significant differences compared to isogenic WT control. (**D**) Monoclonal *Pkd1* KO clones show no significant differences in protein abundance of YAP compared to isogenic WT control. Polyclonal setting is illustrated in Fig. 1. Three independent experiments were included in each analysis of protein levels. Error bars represent SEM. Statistical significance was evaluated using unpaired t-test. *Indicates p < 0.05. **Indicates p < 0.01. ***Indicates p < 0.001. ns means non-significant. Unprocessed blots for (**A**–**D**) are presented in Supplementary Figs. S8, S9, S10, and S11.

### Monoclonal and polyclonal wild-type cells show profound transcriptomic differences

To obtain a more global view on differences between monoclonal and polyclonal WT cells as a possible confounding factor in genome editing experiments, we performed an unbiased transcriptome-wide analysis using RNA sequencing. 

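RNA was sequenced from 4 libraries of polyclonal WT cells and 4 libraries of monoclonal WT5, a line grown from a single sorted cell. Both lines are mIMCD-3, an epithelial cell line from the inner medullary collecting duct of the mouse kidney. The methods call the libraries of a line biological replicates, and the legend of Fig. 4 calls them technical replicates. Polyclonal cells were sequenced as 50 bp single-end reads and WT5 as 150 bp paired-end reads at different time points, so the sequencing batch and the cell line cannot be told apart in this comparison. The authors aligned the reads to GRCm38 with STAR and the Ensembl release 81 annotation, and deposited the gene expression values of RSEM as TPM. TPM scales every library to the same total and keeps no depth, so the number of reads behind each value is unknown. The values are given to 2 decimals, and 0.01 TPM is the lowest value above 0. Of all the genes listed, between 18681 and 19272 had TPM above 0 in the polyclonal libraries, with a median of 19180, and between 16318 and 16536 in the WT5 libraries, with a median of 16377. Log2(TPM) was taken without a pseudocount and z-score transformed within each library over the 13723 genes with TPM above 0 in all 8 libraries. A gene was counted as differentially expressed at an adjusted p-value below 0.01 and a z-score difference above 1 in size, from limma with Benjamini-Hochberg adjustment in place of the unequal-variance test that the methods name, since each group has 4 libraries. Across genes, replicate libraries correlated with r between 0.989 and 0.990 in polyclonal WT cells and between 0.991 and 0.992 in WT5 (Pearson, log2(TPM)), and no pair held identical values. Genes are not independent replicates of one another. Gene coordinates are those of GRCm38 in GENCODE release M21, which lists 45143 of the identifiers.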

Differential gene expression analyses are frequently conducted to compare genome-edited with WT cell lines. They allow for the identification of genes or pathways revealing information about physiological or pathophysiological processes^28–30^. We compared the transcriptomic profiles of mono- and polyclonal WT cells to uncover the potential contribution of clonal isolation to differential gene expression. 

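Between monoclonal WT5 and polyclonal WT cells, 745 genes were differentially expressed. The count lay between 736 and 749 when each of the 8 libraries was left out in turn. The requirement on the z-score difference set the count more than the test did: without it 8986 genes passed, the largest move among the settings tried. A threshold of 1 on the log2 difference itself, without z-scores, gave 3501 genes. Protein-coding genes made up 431 of the differentially expressed genes, from 12024 tested, and pseudogenes 260, from 514 tested. Reads of a pseudogene can also match the gene it derives from, and 492 of the pseudogenes tested shared at least 1 stretch of 50 bases with another gene of the annotation. Among the 8696 genes that shared no such stretch, 313 were differentially expressed, which is 3.60% against 5.43% of all genes tested.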

Strikingly, transcriptomic analysis of mono- vs polyclonal WT cells revealed a large number of differentially regulated genes despite stringent cut-off criteria (Fig. 4A; Supplementary Data 1). 

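By the names of the deposited columns, 317 of the differentially expressed genes were higher in monoclonal WT5 than in polyclonal WT cells and 428 were lower. Among protein-coding genes alone 290 were higher and 141 lower, and among pseudogenes 2 were higher and 258 lower. With a threshold of 1 on the log2 difference without z-scores, which also requires a smaller difference, 2327 genes were higher and 1174 lower. With the threshold at the mean SD of the libraries, the log2 size of a z-score difference of 1, 367 were higher and 382 lower. The median log2 difference of all genes tested was 0.24 without z-scores and the z-score transformation brought it to a z-score difference of 0.0099.
The largest difference among genes higher in WT5 was that of Cnnm1 (ENSMUSG00000025189), a protein-coding gene on chromosome 19 from 43440436 to 43497210. Cnnm1 had 8.91 ± 0.482 TPM (SD, n = 4) in WT5 and 0.01 TPM in each polyclonal library, a z-score difference of 3.07 (standard error 0.0181, adjusted p = 1.95e-10 from limma with Benjamini-Hochberg adjustment). As the polyclonal value is the lowest the tables can hold, the rounding of the tables sets the size of this difference. Col4a1 (ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) had 94.2 ± 6.93 TPM in WT5 and 0.408 ± 0.111 TPM in polyclonal WT cells, a z-score difference of 2.47 (standard error 0.0608, adjusted p = 3.43e-08, limma). WT5 replicate 3 lay apart with 104.53 TPM of Col4a1. Gm26616, a transcript without a protein product in the annotation, and Tspan18 followed the same direction with z-score differences of 2.72 and 2.54.
Among genes lower in WT5, Avpr2 (ENSMUSG00000031390), the vasopressin V2 receptor gene on chromosome X from 73892102 to 73895502, had 0.06 ± 0.0744 TPM in WT5 and 10.6 ± 0.583 TPM in polyclonal WT cells, a z-score difference of -2.76 (standard error 0.263, adjusted p = 3.6e-05, limma). Its value of 9.7 TPM in polyclonal replicate 4 lay below the other replicates. The other genes with the largest decreases were the processed pseudogenes Rps15a-ps7, Rps25-ps1 and Gm13050. Rps15a-ps7 (chromosome 2 from 152185291 to 152185682) had 1.19 ± 0.616 TPM in WT5 and 443 ± 26.7 TPM in polyclonal WT cells. Rps25-ps1 had 0.66 ± 0.272 and 203.7 ± 8.15 TPM, and Gm13050 had 0.055 ± 0.0173 and 16.6 ± 0.933 TPM. These values are uncertain, because 66.8% of the 50-base stretches of Rps15a-ps7, 69.6% of those of Rps25-ps1 and 14.7% of those of Gm13050 also occur in other genes.

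**Figure D1:**
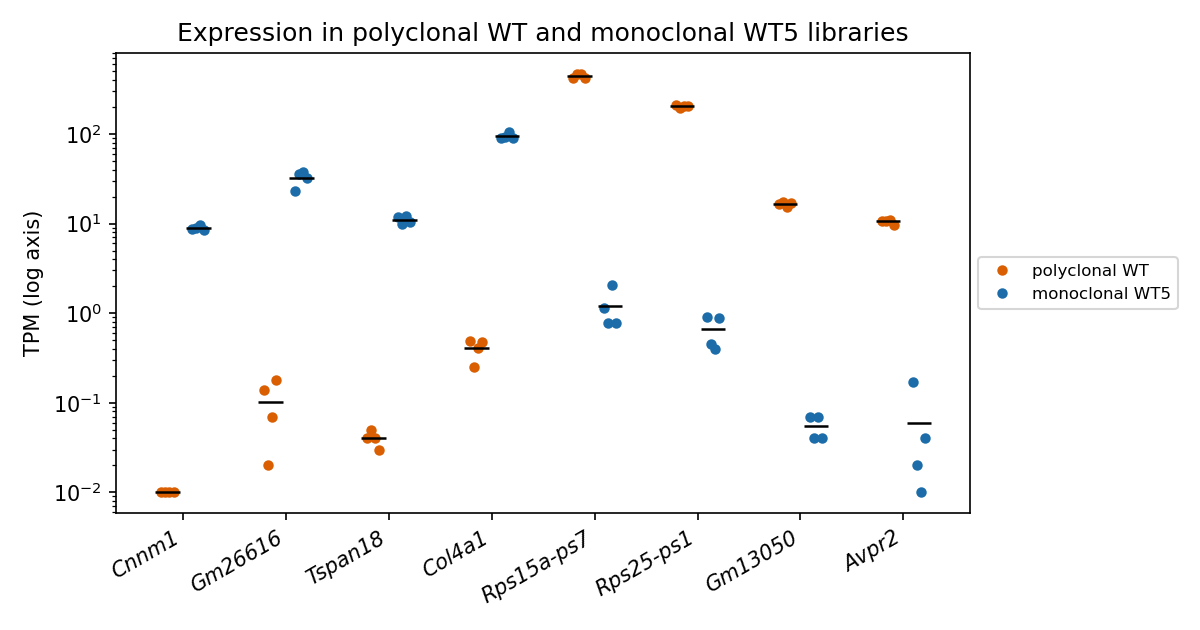
TPM on a log axis for 4 genes higher and 4 genes lower in monoclonal WT5 than in polyclonal WT cells. Each point is 1 library and each black line the mean of the 4 libraries of a group. The genes were chosen among those whose libraries do not overlap between the groups, and range from Cnnm1, at 0.01 TPM in polyclonal WT cells and 8.91 TPM in WT5, to Avpr2, at 10.6 and 0.06 TPM.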

In monoclonal WT cells 477 genes were significantly upregulated while 306 genes were downregulated compared to polyclonal WT cells (adjusted p < 0.01). Likewise, Gene Ontology (GO) term analysis yielded a variety of significantly enriched GO terms when comparing mono- and polyclonal WT cells (Fig. 4B). Of note, the most significant altered GO terms between mono*-* and polyclonal cells are linked to receptor and signaling activity. Such a result within the context of an experiment comparing *Pkd1* KO and WT cells would easily be interpreted as meaningful, given the role of PC-1 as a transmembrane receptor. 

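GO annotation was not used here, so lists of gene symbols stood in for the GO terms of Fig. 4B. The lists, which are not the GO terms, held families of secreted ligands (such as Fgf, Wnt and Bmp), families of receptors, and imprinted, interferon-response and mitochondrial ribosome genes for comparison. Of 108 ligand genes tested, 20 (18.5%) were differentially expressed between WT5 and polyclonal WT cells, an odds ratio of 4.04 (one-sided Fisher's exact test over genes, p = 1.22e-06, adjusted over the 5 lists 6.1e-06). Random lists of the same size matched on mean expression held 9.57 such genes on average (permutation p = 0.0009 over 10000 lists, adjusted 0.0045). Of the 20 ligands, 12 were higher in WT5 and 8 lower. Stc2 rose from 0.34 ± 0.119 to 75.9 ± 3.35 TPM (SD, n = 4) and Gdf15 from 4.78 ± 0.878 to 329 ± 7.86 TPM, while Angpt1 was at 8.78 ± 0.483 TPM in polyclonal WT and 0.0425 ± 0.005 TPM in WT5 cells. These genes were chosen after their values were seen. Of 141 receptor genes, 14 (9.93%) were differentially expressed, 12 of them higher in WT5 (odds ratio 1.94, Fisher's exact test p = 0.021, adjusted 0.0526). This was not past 0.05 after adjustment, and matched random lists held 10.1 (permutation p = 0.135, adjusted 0.337). Both tests set the lists against all genes tested, pseudogenes among them. Of the pseudogenes 50.6% were differentially expressed, against 3.58% of protein-coding genes, which raises the background. A background of protein-coding genes alone was not tried. With the unequal-variance test in place of limma the receptor list passed in Fisher's exact test, with an adjusted p of 0.0353. It did not pass there against matched random lists (permutation p, adjusted, 0.209). With a log2 difference above 1 the receptor list passed both, with 59 differentially expressed genes against 43.1 in matched lists (permutation p, adjusted, 0.00525). Of the comparison lists, 2 of 38 imprinted, 3 of 50 interferon-response and 1 of 78 mitochondrial ribosome genes were differentially expressed, with adjusted Fisher's p of 0.774, 0.774 and 0.987. Adjusted over the list alone, the counts of differentially expressed genes were the same, 20 ligands, 14 receptors, 2, 3 and 1.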

In fact, however, this significant enrichment was purely derived from comparing mono- and polyclonal WT cells. Finally, principal component analysis (PCA) confirmed that variability of biological replicates is drastically reduced when using monoclonal cell lines (Fig. 4C), a finding which is in line with our prior experiments. 

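Principal component analysis of log2(TPM), centred and not scaled, placed 87.4% of the variance on the first component, which separated the polyclonal WT from the WT5 libraries. The second component carried 2.50%. Polyclonal replicates 1 to 4 lay at 18.1, -28.4, -10.6 and 21.1 on it, and the WT5 replicates between -1.19 and 1.55. Over all genes, the Euclidean distance of each library to the centroid of its group was 34.1 ± 0.968 (SD, n = 4) in polyclonal WT cells and 31.2 ± 0.728 in WT5, a ratio of 1.09. Every polyclonal library lay farther from its centroid than every WT5 library (exact permutation test, two-sided, p = 0.0286, the smallest the 70 assignments allow). The distances of a group share a centroid and are not independent. The p-value therefore does not show that polyclonal cells vary more than monoclonal cells in general. The ratio lay between 1.07 and 1.11 with each library left out in turn, and was 1.17 without predicted genes, 1.17 with a pseudocount of 1, and 1.22 among genes with a mean TPM of at least 10. The spread of polyclonal libraries cannot be told apart from their read length and sequencing date. From the clustering of the WT5 replicates in Fig. 4C, beside the number of differentially expressed genes and the enriched GO terms, the paper concludes that heterogeneity of WT cells confounds experiments with clonal isolation.

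**Figure D2:**
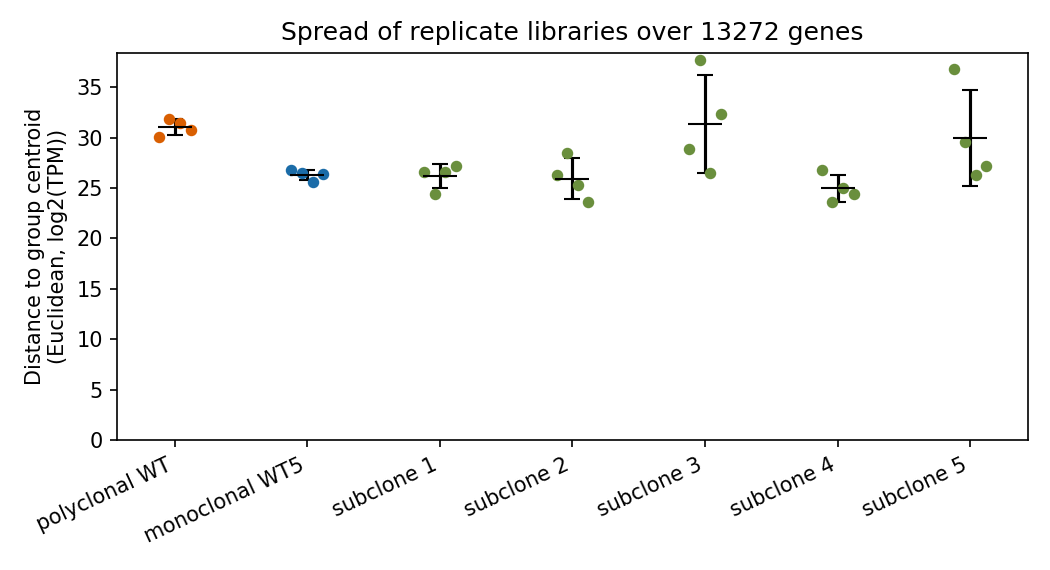
Euclidean distance of each library to the centroid of its group in log2(TPM), over the 13272 genes with TPM above 0 in all libraries of all 7 groups, 5 of them subclones sorted from WT5. Points are libraries, horizontal lines means and bars the SD of 4 libraries: polyclonal WT cells at 31.0 ± 0.784, WT5 at 26.3 ± 0.513, and the subclones from 25.0 ± 1.34 for subclone 4 to 31.3 ± 4.85 for subclone 3.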

Taken together, these transcriptomic analyses identify WT heterogeneity as a significant confounding factor in experiments involving clonal isolation.

**Figure 4:**
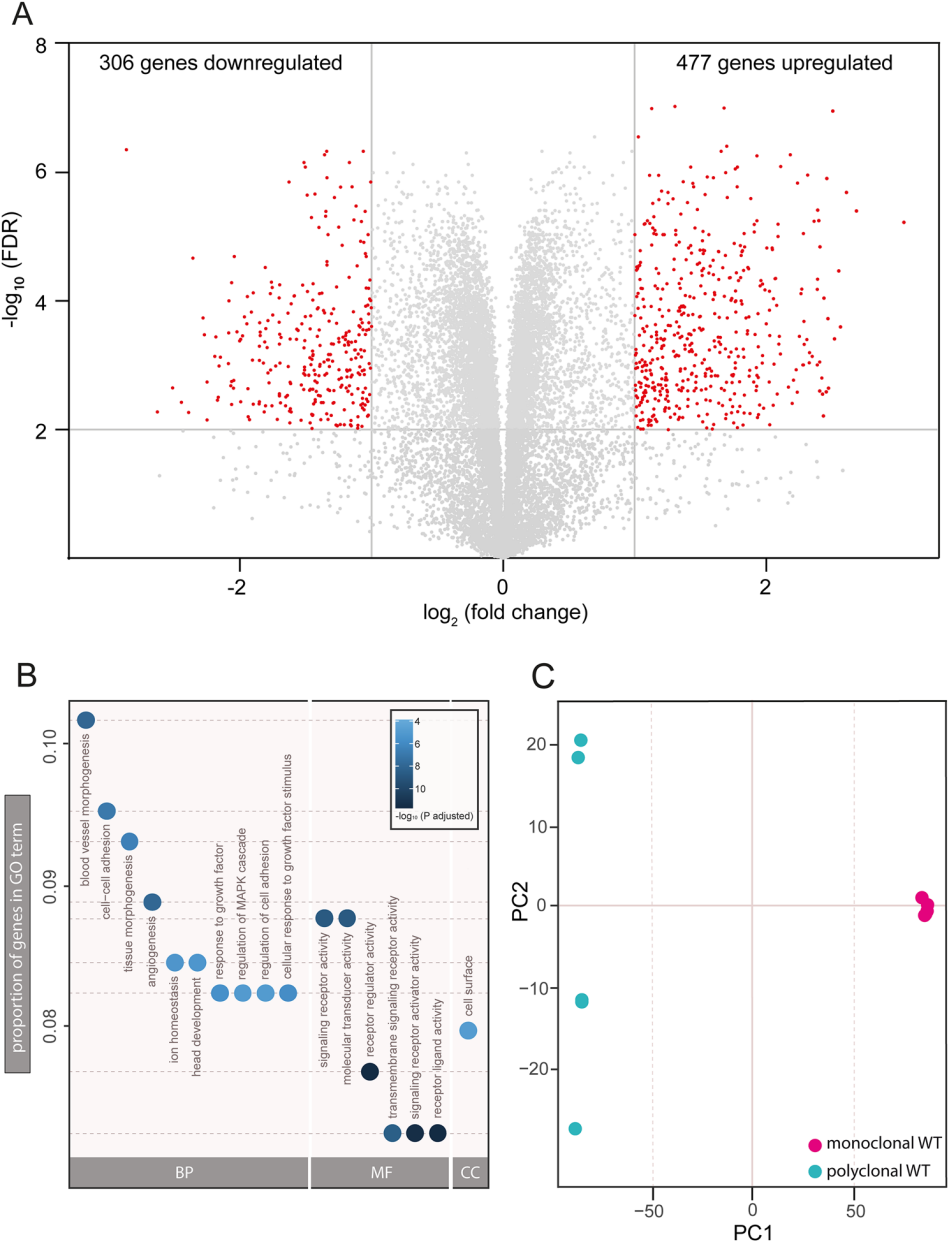
RNA sequencing analysis reveals altered expression levels between mono- and polyclonal wild-type cell lines and confirms heterogeneity of polyclonal cells. RNA was extracted from poly- and monoclonal (WT5) mIMCD-3 WT cell lines. RNA sequencing was performed for four technical replicates each. (**A**) Differential gene expression between poly- and monoclonal (WT5) cell lines are illustrated in a volcano plot. Threshold for false discovery rate (FDR) was set to log_10_ ≥ 2. Threshold for fold change was set to log_2_ ± 1. Grey dots represent genes which do not meet threshold criteria (FDR log_10_ < 2 and/or log_2_ (fold change) between ± 1). Red dots indicate significant changes in expression. 306 genes are significantly downregulated, 477 genes are significantly upregulated in monoclonal compared to polyclonal mIMCD-3 WT cell lines (adjusted p-value < 0.01). (**B**) Gene ontology (GO) term analysis shows most significant changes in expression levels of genes in dependence of gene ontology classification. Y-axis depicts proportion of genes in GO term analysis. Each dot represents distinct ontologies. Colour of dots represents significance of changes in expression levels between mono- and polyclonal WT-cells. Colour scheme depicts significance levels (− log_10_ p-adjusted). *BP* biological process, *MF* molecular function, *CC* cellular components. (**C**) Principal component (PC) analysis shows variability between sequencing replicates. Monoclonal sequencing replicates cluster together in contrast to polyclonal sequencing replicates showing a heterogeneous pattern.

### Monoclonal cell line and its subclones show similar transcriptomic profiles

In a transcriptomic comparison of mono- and polyclonal wild-type cell lines we observed hundreds of differentially regulated genes (Fig. 4A). In western blot experiments we showed less variability in experiments involving monoclonal genome-edited cells and its corresponding control cell line compared to polyclonal cell lines. Based on these observations, we hypothesized that subclones derived from a monoclonal isogenic cell line should be more similar to their parental cell line than those derived from polyclonal cells. To test this hypothesis, we performed single cell sorting of WT clone 5 and expanded five resulting subclones over a period of approximately 6 weeks. After this timespan we isolated RNA of these subclones and performed RNA sequencing. 

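The 5 subclones were sequenced in 4 libraries each, and their TPM values are in a table of their own that holds neither WT5 nor polyclonal libraries. Each subclone was therefore compared with the 4 WT5 libraries of the table described for the mono- and polyclonal comparison, over the same list of genes. TPM was scaled within each library, and no normalization was made across the tables. The paper's text gives no separate read length or sequencing date for the subclone libraries. A difference that all subclones share against WT5 can therefore not be told apart from a difference between the tables. The methods name the same alignment and quantification for all libraries. Between 16270 and 17004 genes had TPM above 0 in the subclone libraries, with medians of 16387, 16616.5, 16819, 16967 and 16686 in subclones 1 to 5. The depth is unknown here too. The z-score transformation covered the 13860 genes with TPM above 0 in all 24 libraries of WT5 and the subclones. Replicate libraries of a subclone correlated across genes with r between 0.986 and 0.993, and none were identical.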

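Against WT5, 21 genes were differentially expressed in subclone 1, 20 in subclone 2, 24 in subclone 3, 28 in subclone 4 and 24 in subclone 5, a mean of 23.4. The 5 comparisons share the WT5 libraries and are not independent. Of these genes 2, 3, 8, 10 and 1 were higher in subclones 1 to 5, and 19, 17, 16, 18 and 23 were lower. The excess of lower genes depended on the setting, since with a log2 difference above 1 without z-scores 197, 154, 237, 398 and 203 genes were higher and 243, 219, 264, 315 and 275 lower. Without the requirement on the z-score difference, which moved the counts most, 3644, 3609, 2708, 5173 and 3034 genes passed the adjusted p-value. With the unequal-variance test in place of limma the counts were 13, 10, 10, 20 and 11. Some 22 genes were differentially expressed in the same direction in at least 2 subclones.
The gene mt-Co2, which encodes subunit 2 of cytochrome c oxidase at positions 7013 to 7696 of the mitochondrial genome, was lower in all 5 subclones. It had 9174 ± 1065 TPM (SD, n = 4) in WT5 and between 519 ± 120 TPM in subclone 4 and 698 ± 181 TPM in subclone 5. The value of mt-Co2 is uncertain, because all of its 632 stretches of 50 bases also occur in the nuclear pseudogene Gm28661, which was listed at 0 in all WT5 libraries and had means between 12481 TPM in subclone 4 and 18333 TPM in subclone 5. The sum of both genes was not lower in any subclone.
Of the other genes named here, Larp6, Clec2l and Cftr were each differentially expressed in 1 subclone, Slit2 and Fam84a in 2, Gm13212 and Zfp503 in 3, and Usp50 in 4. Larp6 (ENSMUSG00000034839, chromosome 9 from 60712989 to 60738801) fell from 1.48 ± 0.18 TPM in WT5 to 0.0325 ± 0.0189 TPM in subclone 1, a z-score difference of -1.90 (standard error 0.106, adjusted p = 4.02e-05 from limma with Benjamini-Hochberg adjustment). Clec2l fell in subclone 2, with a z-score difference of -1.60. Slit2 (chromosome 5 from 47983138 to 48307733) rose from 0.122 ± 0.0814 TPM in WT5 to 2.91 ± 0.435 TPM in subclone 3 and 2.08 ± 0.459 TPM in subclone 4. Gm13212, which shares 63.4% of its 50-base stretches with other genes, fell in subclone 3, with a z-score difference of -1.73. In subclone 4, Fam84a (named Lratd1 in Supplementary Data 2) rose from 0.11 ± 0.0455 to 3.18 ± 0.44 TPM and Cftr fell from 1.61 ± 0.157 to 0.0525 ± 0.0275 TPM. In subclone 5, Fam84a rose to 1.00 ± 0.112 TPM, which was no longer past the z-score requirement without WT5 replicate 4 (0.998), and Zfp503 fell from 3.29 ± 0.0942 to 0.0525 ± 0.035 TPM. Usp50 had 1.77 ± 1.02 TPM in WT5 and rose to 21.5 ± 6.18 TPM in subclone 1 and 19.1 ± 6.64 TPM in subclone 2, where it was not past the adjusted p-value without subclone 2 replicate 3 or replicate 4. Usp50 shares 16.0% of its stretches with other genes. With the unequal-variance test Usp50 in subclones 1 and 2, Slit2 and Gm13212 in subclone 3, and Fam84a and Zfp503 in subclone 5 were not differentially expressed. With a pseudocount of 1, Larp6, Clec2l, Gm13212, Cftr, Slit2, Fam84a and Zfp503 were not. With TPM above 0 in any library and a pseudocount of 0.1, mt-Co2 was under the required size in subclones 1, 2, 3 and 5. Its z-score differences there were -0.949, -0.992, -0.943 and -0.909. Under that setting Usp50 (0.974 and 0.923 in subclones 1 and 2), Larp6, Clec2l, Slit2, Gm13212, Cftr, and Fam84a in subclone 5 were also under it.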

Notably, all investigated subclones and their parental cell line had highly similar transcriptomic profiles (Fig. 5A–E; Supplementary Data 2) with a low amount of differentially expressed genes (mean differentially expressed genes: 13). In contrast, the transcriptomic comparison between monoclonal WT5 and the polyclonal WT cell line resulted in 783 differentially expressed genes (Fig. 5F). Therefore, the amount of differentially expressed genes is drastically reduced by using subclones generated from a monoclonal cell line.

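On one common set of genes, the 13272 with TPM above 0 in the libraries of both tables, 717 genes were differentially expressed between WT5 and polyclonal WT cells, of which 319 were higher and 398 lower in WT5. Each subclone compared with polyclonal WT cells on the same genes gave a similar number, with 703, 694, 684, 690 and 706 genes for subclones 1 to 5. These counts all share the 4 polyclonal libraries.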

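The counts depended on the size of the difference required. With a threshold of 1 on the log2 difference without z-scores, the subclones differed from WT5 by 440, 373, 501, 713 and 478 genes. With the threshold at the mean SD, the mean over the subclones was 22.8. With a pseudocount of 1 there were 7, 6, 9, 9 and 9 genes, against 544 between WT5 and polyclonal WT cells. In every setting run for both comparisons the largest count of a subclone was below the count of WT5 against polyclonal WT cells. No setting takes out the read layout, which differs between WT5 and polyclonal WT cells. Like WT5, each subclone had 0 genes of fewer than 120 exon bases at a mean of at least 1 TPM, against 168 in polyclonal WT cells. A like layout of WT5 and the subclones could therefore contribute to the gap in every setting. The subclones were also compared with one another, which leaves out the shared WT5 libraries and stays within one table. The 10 pairs differed by 14 to 32 genes with a median of 23. The pairs of subclone 4 with subclones 1 and 2 had the most, with 31 and 32 genes. The median of the pairs was 5.5 with the unequal-variance test and 163.5 with a threshold of 1 on the log2 difference. Past the adjusted p-value alone, pairs differed by 209 to 1868 genes, all below the numbers against WT5 by that criterion. From the low counts in Fig. 5A–E beside the count of the polyclonal comparison in Fig. 5F, the paper concludes that the use of subclones from a monoclonal line lowers the number of differentially expressed genes.

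**Figure D3:**
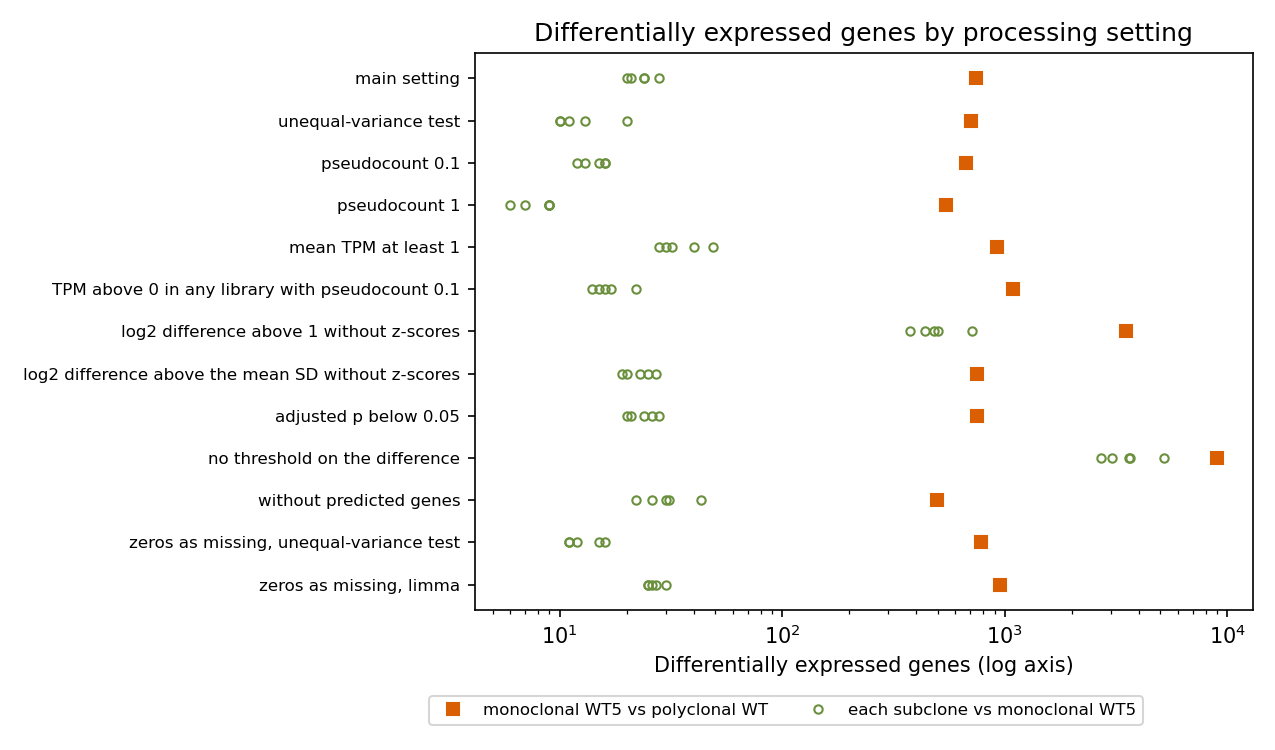
Number of differentially expressed genes on a log axis by processing setting, for monoclonal WT5 against polyclonal WT cells (squares) and for each of the 5 subclones against WT5 (circles). The squares lie to the right of the circles in each setting run for both comparisons. The squares compare 50 bp single-end with 150 bp paired-end libraries, so the read layout could contribute to the gap in each setting. The counts ran from 497 against 22 to 43 genes without predicted genes to 8986 against 2708 to 5173 without a threshold on the difference. The settings that treat zeros as missing were chosen after the data had been seen.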

**Figure 5:**
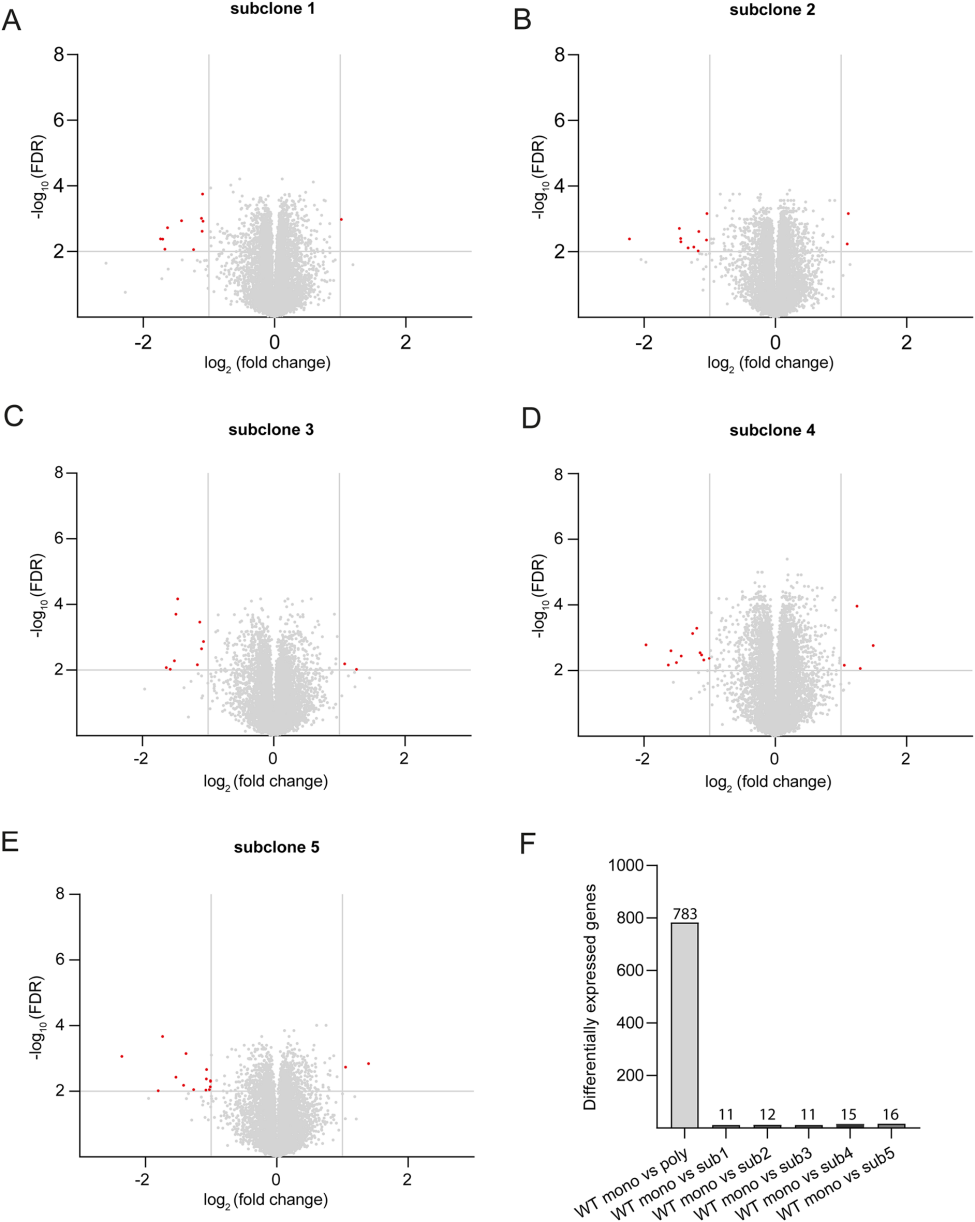
Monoclonal wild-type cell line and corresponding subclones show similar transcriptomic profiles in contrast to the polyclonal wild-type. Volcano plots with differentially expressed genes in five different subclone cell lines of the parental monoclonal cell line in comparison with the parental monoclonal cell line (**A**–**E**). A bar chart (**F**) summarizes total amount of differentially expressed genes comparing parental cell line with polyclonal wild-type cell line as well as subclones with parental cell line. Threshold for false discovery rate (FDR) was set to log_10_ ≥ 2. Threshold for fold change was set to log_2_ ± 1. Grey dots represent genes which do not meet threshold criteria (FDR log_10_ < 2 and/or log_2_ (fold change) between ± 1).

### Phenotypic variability of monoclonal cell lines is not explained by chromosomal aberrations

Our results show that mIMCD-3 cells are polyclonal in nature and show distinct phenotypic characteristics. However, the underlying mechanism is unclear. Immortalized cell lines have been shown to be polyploid^31,32^. Polyploidy can result in genomic instability leading to structural aberrations^33–35^. Chromosomal instabilities could potentially explain the variation in phenotypes between monoclonal cell lines. We therefore asked if chromosomal aberrations are found in the monoclonal wild-type cell lines as well as in the *Pkd1* KO cell lines. To address this question, we conducted multicolor fluorescence in situ hybridizations for these cell lines. A comparison of karyograms between monoclonal wild-type cells and between polyclonal and monoclonal *Pkd1 KO* cell lines showed similar karyograms without evidence for structural aberrations or instabilities (Supplementary Fig. S4). Of note, our analysis did not reveal an increase in polyploidy in *Pkd1* KO clones as demonstrated in a previous study^36^. In conclusion, karyotype differences or chromosomal aberrations are probably not the cause for the observed phenotypic variability.

### Wild-type heterogeneity is a cause for clonal variability in genome editing experiments

In conclusion, our data show that mIMCD-3 WT cells are polyclonal and heterogeneous despite their monoclonal origin^37^, possibly through genetic drift. Hence, the isolation of subclones from polyclonal cells after genomic manipulation leads to propagation of cells with distinct features (Fig. 6A). In the typical setting of such experiments, a random WT cell with distinct features is converted into a successful KO clone. This has two problematic implications: (i) KO clones will display phenotypic variability due to their polyclonal origin and (ii) KO clones lack proper controls. Since polyclonal WT control cells represent the mean for an investigated phenotype, phenotypic alterations observed in subsequent experiments with KO clones can originate from deviations of a specific WT clone from the mean instead of being a consequence of genetic loss-of-function (Fig. 6B). Our findings identify heterogeneity of WT cells as a major confounding factor in genome editing experiments involving clonal isolation and show that the establishment of matched isogenic control cells increases reproducibility and reduces erroneous results.

**Figure 6:**
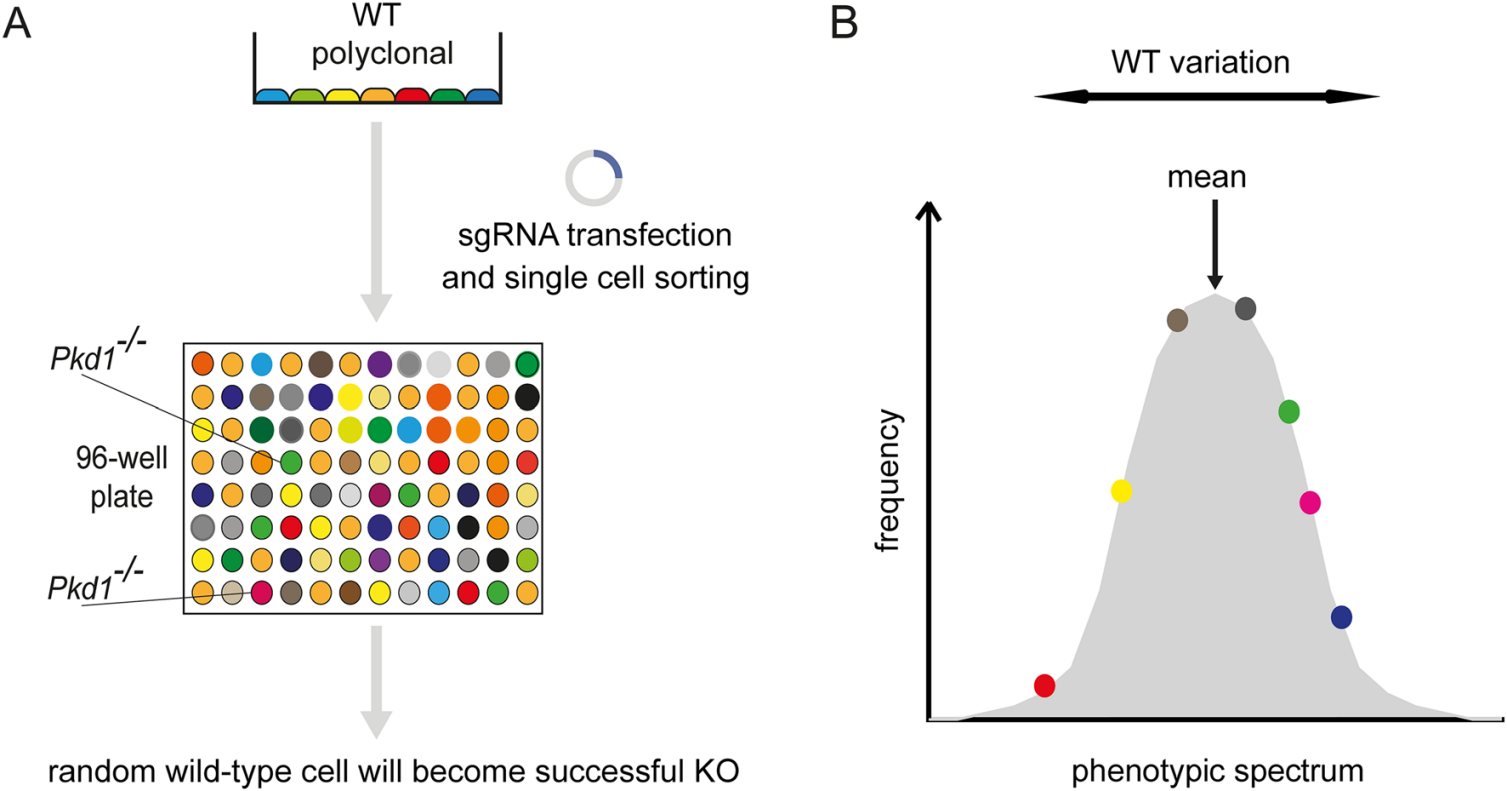
Model explaining heterogeneity of polyclonal knockout cell lines. (**A**) Our data shows that mIMCD-3 cells are polyclonal in nature. Genome editing results in KO cells derived from a random WT cell. Subsequent experiments are conducted with a heterogenic WT control, therefore confounding the analysis of gene deletion effects. (**B**) Polyclonal mIMCD-3 cells represent the mean of a phenotypic spectrum. Our data shows that monoclonal WT cells are heterogeneous concerning distinct phenotypes. In experiments, KO cells derived from random WT cells are compared with polyclonal, heterogenic WT cells. This can lead to misinterpretation of findings, since the observed phenotype may result from heterogeneity of WT cells instead of gene deletion.

## Discussion

Genome editing tools such as CRISPR/Cas9 have given cell biologists the opportunity to study genetic alterations such as loss- or gain-of-function mutations in cell culture models. Validity and reproducibility of results in cell culture models depend on strict adherence to an optimized experimental setting. Effect sizes are often small and hard to detect. Hence, to precisely dissect genotype–phenotype relationships, it is critical to minimize confounding factors.

Here, we study a frequently neglected confounding factor when using genome-edited cells. We demonstrate that the polyclonal nature of WT cells contributes to phenotypic variability in genome-edited cells. Cultured immortalized cell lines such as HeLa, CHO, HEK293, MDCK, or mIMCD-3 cells are extensively used for genome editing experiments^38–42^. They are well characterized, easy to propagate, and are considered to be rather stable phenotypically compared to primary cells. Therefore, these cell lines are suitable for many research applications including disease modeling and high-throughput screening for drug discovery. Some of these cell lines exhibit physiological characteristics of the tissue of origin. For example, mIMCD-3 cells used in this study retain many differentiated characteristics of the kidney collecting duct including apico-basal polarity, high transepithelial resistance and electrolyte transport^37^. Furthermore, mIMCD-3 cells are ciliated and therefore extensively used to study ciliopathies such as ADPKD^43–45^. Although mIMCD-3 cells were established as a monoclonal cell line, we now show that they are inhomogeneous and subclones feature a broad phenotypic spectrum regarding multiple traits. For instance, differential gene expression analysis of monoclonal vs. polyclonal WT cell lines leads to the detection of a large number of differentially expressed genes. After genome editing and subsequent single cell sorting, this phenotypic spectrum inherent to polyclonal WT cells can be misinterpreted as a consequence of CRISPR-induced genetic alterations. Of note, the issue of WT heterogeneity is likely further aggravated in cell types with higher inherent genetic and phenotypic variability such as reprogrammed human induced pluripotent stem cells, which are frequently used for genome editing experiments.

We further show that the confounding potential of heterogeneous WT cell lines can be reduced by establishing monoclonal cell lines by single cell sorting before genome editing. Our study demonstrates that this optimized workflow reduces (i) phenotypic variability of genome-edited cell lines as well as (ii) false-positive detection of genotype-dependent phenotypes. In principle, false-negative results are also possible, e.g. when the genetic manipulation results in a phenotype that is masked by an opposite phenotype from the WT spectrum of the selected genome-edited clone.

In addition to studying multiple genome-edited clones, rescue experiments or reversal of genome-editing can help to validate positive findings and eliminate false-positive results. This includes erroneous phenotypes due to variability of WT cell lines, but also those due to off-target effects of the genome editing process. Using monoclonal cell lines for genome editing has the potential to significantly minimize the time spent trying to verify results that ultimately prove not reproducible. Besides that, this approach might be useful in cases when rescue experiments are not feasible, e.g. when a narrow control of expression levels of a protein is necessary and technically not achievable or when investigating dominant negative mutations. We therefore propose to generate matched isogenic control cells prior to genome editing experiments involving isolation of clones. While this requires additional time, it will likely improve validity and reproducibility of such experiments.

When using monoclonal cell lines it should be considered that a single clone might not be representative for the totality of the cell line. Subsequently, generation and editing of several distinct clones should be considered. Furthermore, a specific clone might not be suited for the planned investigations, e.g. we encountered mIMCD-3 clones that did not develop primary cilia. Obviously, such a clone is not suited for further investigation of ciliopathies. Hence, phenotypic assessment of WT clones used for genome editing regarding desired features for further investigation is advised.

Although we demonstrated considerable phenotypic differences between monoclonal wild-type cell lines, the underlying mechanism for heterogeneity remains elusive. Karyogram analyses showed polyploidy for all investigated cell lines. However, structural aberrations were not observed. Genetic drift in cell lines due to spontaneous mutations has been frequently reported and does not necessarily require chromosomal aberrations^46^. It is therefore prudent to expand and freeze a high number of cells after clonal isolation as suggested in our protocol (Supplementary Fig. S3). This allows for future experiments at low passage numbers without significant genetic drift. Our transcriptomic analyses of a second generation of subclones from an isogenic monoclonal cell line (Fig. 5) demonstrates that clonal isolation from a monoclonal parental cell line results in very low variability of transcript levels even after multiple passages.

There are several limitations to this study. Firstly, we conducted experiments focusing on a single cell line. However, since heterogeneity has been frequently observed in different cell lines^9–11,47^, our findings are likely to apply to other cell lines as well. Secondly, investigated KO effects are restricted to a single gene (*Pkd1*). Yet, the underlying problem of WT heterogeneity is independent of the gene targeted via genome editing. Thus, similar findings are to be expected when targeting other genes.

In summary, this study identifies heterogeneity of WT cell lines as a significant cause for phenotypic variability of genome-edited cells. In addition, we demonstrate and validate an improved protocol for genome editing of stable cell lines.

## Methods

### Cell culture

mIMCD-3 wild-type cells were obtained from ATCC (Manassas, VA, USA, CRL-2123; Lot 5064816). Cells were cultured with DMEM:F12 (LONZA, cat.no. BE12-719F), fetal bovine serum was added to a final concentration of 10% and penicillin/streptomycin (Sigma, P0781) with a final concentration of 1%. Subculturing of cells was performed twice a week in a 1:10 ratio. Cells were maintained in a humidified incubator at 37°C and 10% CO_2_. Experiments were strictly performed with comparable and lowest possible passage numbers. In this manuscript, the term “wild-type” is used for mIMCD-3 cells that were not edited by CRISPR-Cas9. Of note, the original cell line obtained from ATCC was generated from an SV-40 transgenic mouse^37^.

### Protein isolation, SDS-PAGE, Western blot and ECL detection

Cells were harvested five days after epithelial confluency. Proteins were isolated and processed as described previously^48,49^. Chemiluminescence was detected by a 16-bit ChemoCam system (Intas). Images were acquired within the dynamic range of the charge-coupled device sensor. None of the analyzed bands was saturated. Antibodies used for protein detection: anti-YAP (Cell Signaling, 4912), anti-CaMKII delta (Abcam, ab181052), anti-pPERK (Cell Signaling, 3179), anti-pAMPK (Cell Signaling, 2535), anti-AMPK (Cell Signaling, 2532) and anti-ß-actin (Sigma A1978). Primary antibodies were diluted 1:1000 (anti-ß-actin 1:5000). Secondary antibodies (anti-rabbit, GE Healthcare NA934; anti-mouse, Dako P0447) were used 1:10,000.

### Cell sorting

Cells were single cell sorted with a BD FACS Aria III into 96-wells (Greiner Bio one, flat bottom, transparent). Cells were maintained in a humidified incubator at 37°C and 10% CO_2_, media was changed weekly. After 2.5 weeks, growth of clones was confirmed by visualization under an inverted microscope. Cells were expanded into 6-wells and finally 100 mm dishes.

### Cytotoxicity assay

Cisplatin (Merck, 232120) and methotrexate (Merck, 454126) were dissolved in PBS and DMSO, respectively. 4 × 10^4^ mIMCD-3 cells were seeded into 384-wells (Greiner bio-one, 781098) in 20 µl media. 5 µl of compounds were added at day 1 at indicated concentrations and incubated for 72 h. Negative control for cisplatin was conducted by incubating cells with media and PBS used for solving cisplatin at highest concentration (2%). Negative control for methotrexate was conducted by incubating cells with media and DMSO used for solving methotrexate at highest concentration (0.1% DMSO). Positive control was conducted by incubating cells for 72 h with digitonin (1000 µg/ml). At day 4, 25 µl of Promega’s CellTiter-Glo 2.0 solution were added per well to assess cell viability. Further steps were performed according to the manufacturer´s protocol. Luminescence was detected by a Tecan Spark reader.

### Generation of *Pkd1* knockout cells

Generation of polyclonal mIMCD-3 *Pkd1* KO cells was described earlier^17^. For generation of monoclonal KO the same protocol using the same Nickase-expressing plasmid pX335-U6-Chimeric-BB-CBh-hSpCas9n (Addgene, cat. no. 42335) and the same gRNAs (Supplementary Fig S5) was applied. However, a single cell sorting step was introduced prior to CRISPR/Cas9 application. *Pkd1* null alleles were confirmed by genomic sequencing, as well as complete absence of the respective mRNA and protein.

### Kidney tubule organoid assay

Growth-factor reduced Matrigel (Corning, 356231) and collagen type I rat tail (Ibidi, 50201) were mixed on ice in a 1: 1.25 ratio. 350 µl of this mixture were diluted with 630 µl DMEM:F12 media without fetal bovine serum. 20 µl HEPES (Sigma, H 0887) and 10 µl HGF (4 ng/µl, Merck, GF116) were added. mIMCD-3 cells were harvested via trypsinization (0.25% trypsin), counted and transferred to the gel mixture (150 cells/µl gel mixture). 80 µl/well of cell-gel-mixture were seeded into 96-wells (Greiner bio-one, flat bottom, transparent), plates were transferred to an incubator (37 °C). After 30 min, 220 µl of DMEM:F12 with fetal bovine serum and HGF (40 ng/ml) were carefully added on top of the cell-gel-mixture. After incubation for 72 h (37°C), media was carefully removed and replaced by 220 µl DMEM:F12 with fetal bovine serum without HGF. After an additional 96 h, cells were fixed for immunofluorescence.

### Immunofluorescence

mIMCD-3 cells grown in a Matrigel-collagen scaffold for 7 days were fixed with 4% PFA (200 µl/well, 30 min). After two washing steps (PBS 200 µl/well, 10 min) and blocking (5% horse serum, 0.1% Triton-X in PBS, 1 h), primary antibody or fluorescent dyes were added for 1 h. After three further washing steps (PBS 200 µl/well, 3 min), samples were incubated with the secondary antibody for 30 min. After washing an additional three times, samples were stored in PBS until imaging. Antibodies and fluorescent dyes used were anti-acetylated tubulin antibody (Sigma, T6793) Hoechst 33342 (Thermo Fisher Scientific, H1399, 1:1000), Alexa Fluor 488 phalloidin (Invitrogen, A12379), and anti-mouse Alexa Fluor 488 (Molecular Probes, A-11029).

### Organoid microscopy and image analysis

Kidney tubule organoids were visualized using a confocal microscope (Zeiss LSM-880). 300 µm z-stacks were imaged per well and fused into 2D images (Maximum intensity projection, Zeiss Zen blue). Structures per 2D image were categorized by morphology: Round structures were classified as spheroids, elongated structures > 30 µm were classified as tubules.

### RNA sequencing and data analysis

Total RNA of cells was extracted and sequenced at Novogene Co., Ltd. Sequencing of four biological replicates for each polyclonal and monoclonal cell lines was performed on an Illumina sequencer. Polyclonal cells were sequenced as 50 bp single-end reads and monoclonal cells as paired-end 150 bp reads. The raw sequencing data were quality controlled by Novogene and reads containing adapters and low quality base which is over 50% of the total bases were removed. The final fastq files were then aligned to mouse reference genome sequence GRCm38 using STAR 2.7.3a with default parameters^50^. The genome sequence and gene annotation files were downloaded from the Ensembl release 81. RSEM v1.3.1 was used to calculate gene expression values, which were represented as TPM (Transcripts Per Kilobase Million)^51^. Principal components analysis of the samples was performed using the R function prcomp on the log_2_(TPM) values of TPM. In order to perform differential gene expression analysis between polyclonal and monoclonal samples, which were sequenced at different time points, log_2_(TPM) values were z-score transformed. Welch t-test was used to compare gene expression between polyclonal and monoclonal samples as well as the monoclonal parental cell line with second-generation clones (two-sided comparison). Genes with Benjamini–Hochberg adjusted p-value < 0.01 and a z-score difference of < 1 or > 1 were defined as differentially expressed genes. 

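The SD of log2(TPM) over the genes tested was between 3.07 and 3.14 in the 8 libraries of WT5 and polyclonal WT cells. A z-score difference of 1 therefore corresponded to about 8.56-fold in TPM between WT5 and polyclonal WT cells, and to between 8.04-fold and 8.21-fold for the subclones against WT5, while the axes of Figs. 4A and 5A–E are labelled as log2 fold change. With a threshold of the mean SD, 3.10, on the log2 difference in place of the z-score difference, 749 genes were differentially expressed between WT5 and polyclonal WT cells, and 699 of them were among the genes found with z-scores.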

Differentially expressed genes were tested for enrichment of Gene Ontology terms by the R package clusterProfiler v3.18.1 with default settings^52^.

### Multicolor FISH

Metaphases were prepared from mICMD-3 cells according to standard procedure^53,54^. The analysis was carried out using a 24XCyte Multicolor FISH probe (mFISH) (Metasystems, Altlussheim, Germany) and the analysis was performed according to the manufacturer´s instructions. The ISIS software (V. 5.10.129) was used for analysis (Metasystems, Altlussheim, Germany; https://metasystems-international.com/). Whenever possible, 5 metaphases were analyzed per sample.

### Statistics

All results are expressed as mean ± SEM. A p-value < 0.05 was considered significant unless otherwise specified. Statistical analysis was performed as described in the figure legends. Software used for statistics: Graph Pad Prism 8 for Windows and R v4.0.5 for Linux. Densitometry was performed with ImageJ 1.46R. For quantitative analysis, the intensity of the protein of interest band was normalized to the intensity of the corresponding actin band.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

RNA-sequencing data generated and analyzed during the current study will be available in the gene expression omnibus database under the Accession Number: GSE196762. All other datasets generated and/or analyzed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: Wildtype heterogeneity contributes to clonal variability in genome edited cells
**Source:** Sci Rep. 2022 Oct 28;12:18211. doi: 10.1038/s41598-022-22885-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary Information File

## **Wildtype heterogeneity contributes to clonal variability in genome edited cells**

Lukas Westermann<sup>1</sup>, Yong Li<sup>2</sup>, Burulca Göcmen<sup>2</sup>, Matthias Niedermoser<sup>1</sup>, Kilian Rhein<sup>1</sup>, Johannes Jahn<sup>1</sup>, Isabel Cascante<sup>1</sup>, Felix Schöler<sup>1</sup>, Niklas Moser<sup>1</sup>, , Björn Neubauer<sup>1</sup>, Alexis Hofherr<sup>1</sup>, Yvonne Lisa Behrens<sup>4</sup>, Gudrun Göhring<sup>4</sup>, Anna Köttgen<sup>2,3</sup>, Michael Köttgen<sup>1,3</sup> \* & Tilman Busch<sup>1</sup>

## Supplementary Figure S1

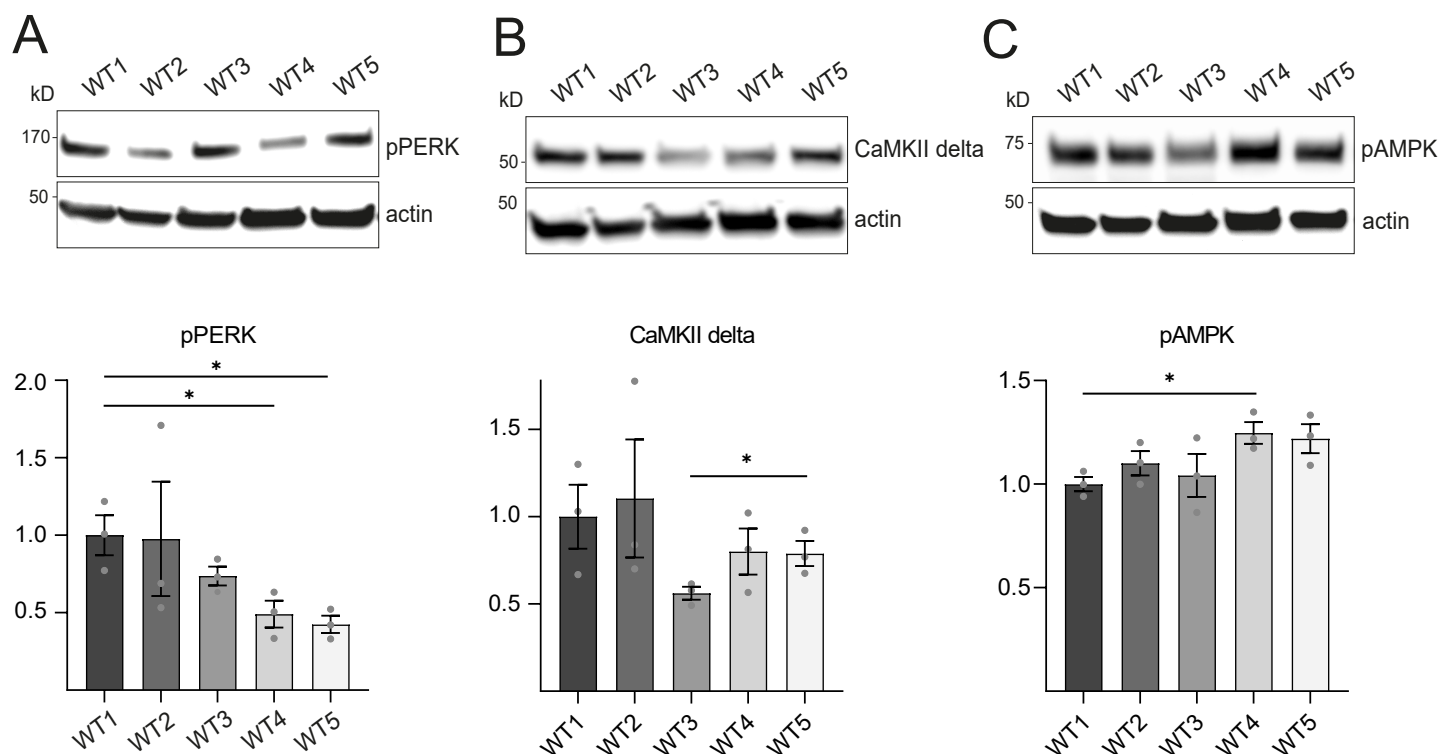

### Supplementary Fig. S1: Monoclonal mIMCD-3 wild-type cells vary in protein levels of three protein kinases.

(A) Protein abundance of pPERK varies in five different monoclonal mIMCD-3 WT cells after Western blotting. Densitometry shows a significant decrease in protein abundance of pPERK in WT4 and WT5 compared to WT1. WT5 also shows a significant decrease in protein abundance compared to WT3 (B) Protein abundance of CaMKII delta varies in five different monoclonal mIMCD-3 WT cells. Densitometry shows a significant decrease in protein abundance of CaMKII delta in WT3 compared to WT5. (C) Protein abundance of pAMPK varies in five different monoclonal mIMCD-3 WT cells. Densitometry shows a significant increase in protein abundance of pAMPK in WT4 compared to WT1. Three independent experiments were included in each analysis of protein abundance. Error bars represent SEM. Statistical significance was evaluated using unpaired t-test. \* indicates  $p < 0.05$ . Unprocessed blots (A-C) are presented in Supplementary Fig. S12, S13, and S14.

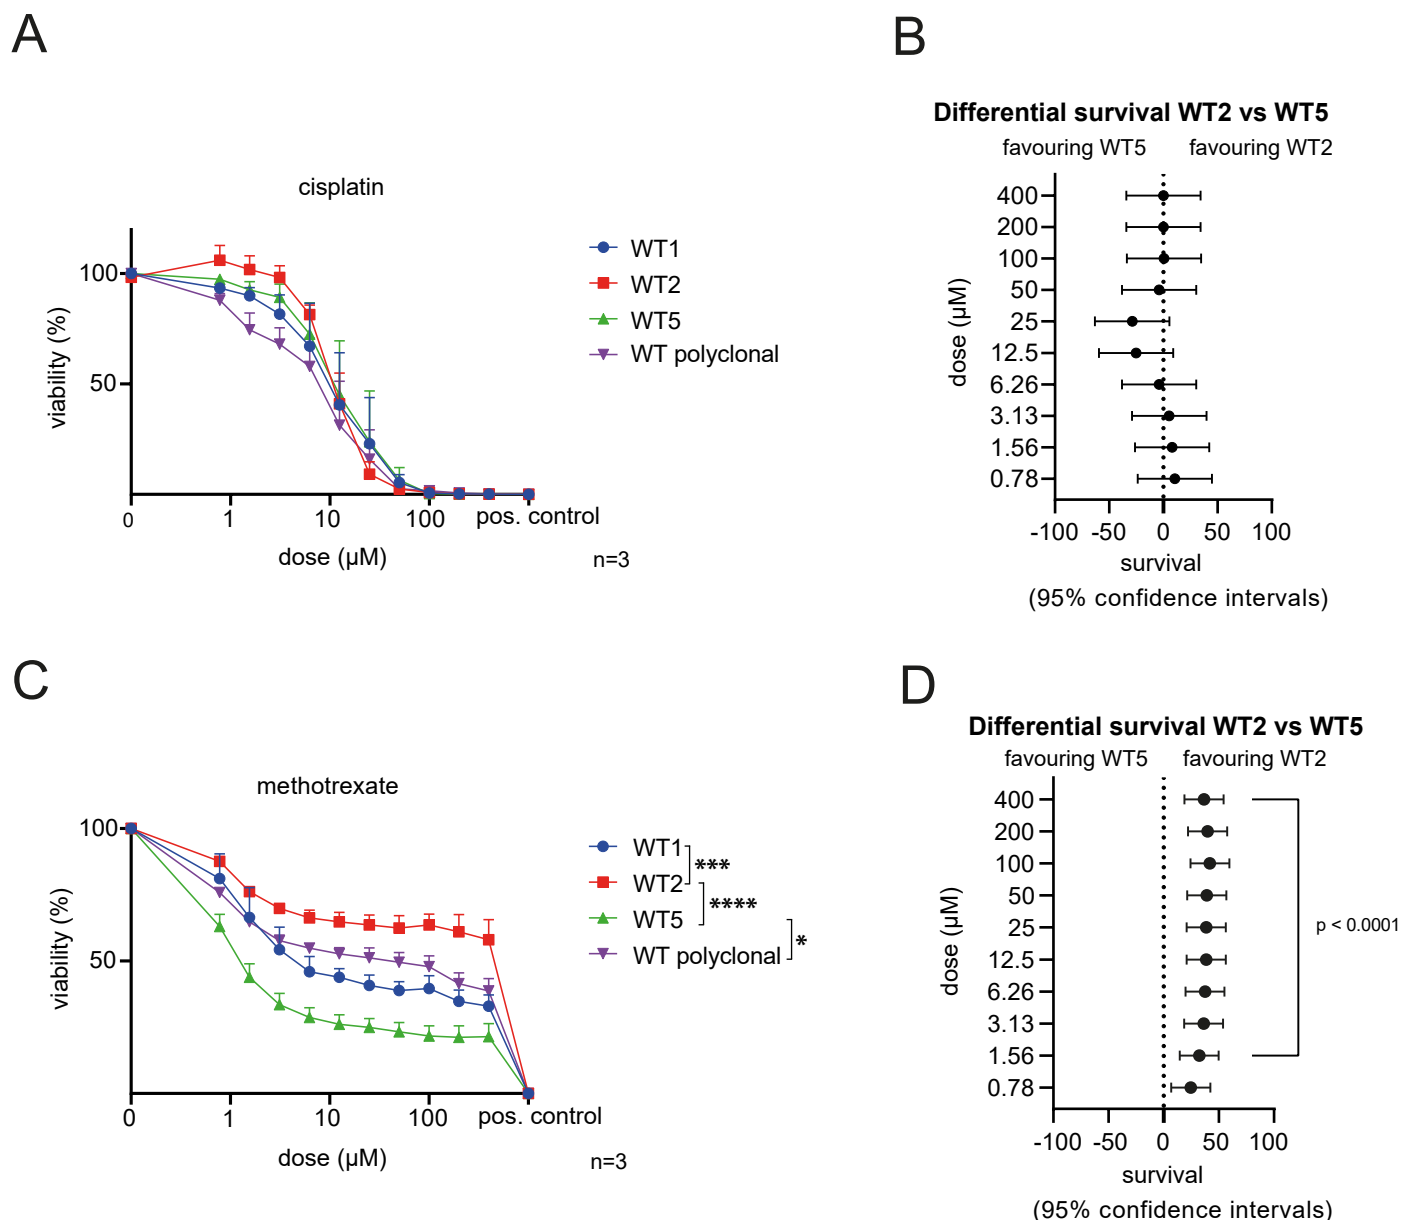

**Supplementary Fig. S2: Monoclonal mIMCD-3 wild-type cells differ in viability after treatment with cisplatin and methotrexate.**

(A) Dose-response curves for mono- and polyclonal mIMCD-3 WT cell lines after incubation with cisplatin for 72 hours at indicated concentrations. Viability was indirectly measured by detecting luminescence. 100% viability was defined as negative (solvent) control. 0% viability is defined as positive control signal. Each data point represents mean luminescence signal normalized to corresponding negative control from three independent experiments. Error bars represent SEM. (B) Differential viability between WT2 and WT5 is illustrated by comparing 95% confidence intervals (Sidak correction) for indicated concentrations. Cell lines tend to show different, but non-significantly altered viability at 12.5 and 25  $\mu\text{M}$  cisplatin. (C) Dose-response curves for mono- and polyclonal mIMCD-3 WT cell lines after incubation with methotrexate for 72 hours at indicated concentrations. Cell lines show significant differences in viability in response to methotrexate treatment. Significant differences are indicated (\* =  $p < 0.05$ ; \*\*\* =  $p < 0.001$ ; \*\*\*\* =  $p < 0.0001$ ). (D) Differential viability between WT2 and WT5 is illustrated by comparing 95% confidence intervals. Cell lines differ significantly in viability after treatment with methotrexate at all indicated concentrations.

## Supplementary Figure S3

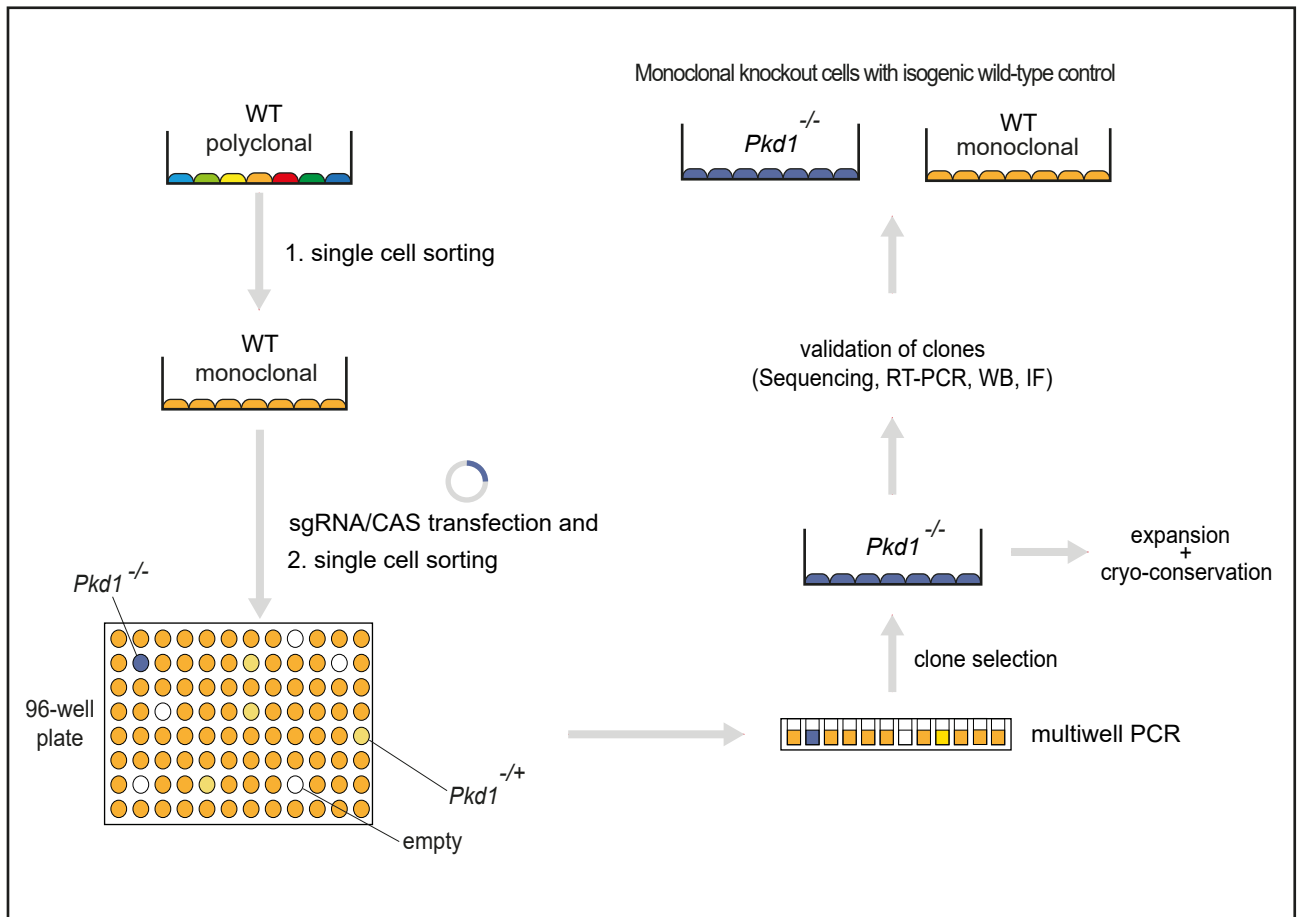

### Supplementary Fig S3: Improved protocol for knockout cell line generation.

Our data shows that mIMCD-3 cells are polyclonal in nature. Hence, an additional cell sorting step is implemented in an improved CRISPR protocol. First, polyclonal WT cells are single cell sorted. Resulting monoclonal WT cells are transfected with Cas9 and gRNAs. A second step of single cell sorting is performed. Genomic identity can be assessed by multiwell PCR. Possible hits are validated. Potential candidate clones are cryo-conserved as soon as possible. In case of successful validation, these clones are expanded and cryo-conserved for long-term storage. The additional sorting step as shown in this illustration results in the generation of a monoclonal KO cell line with an isogenic WT control.

## Supplementary Figure S4

A

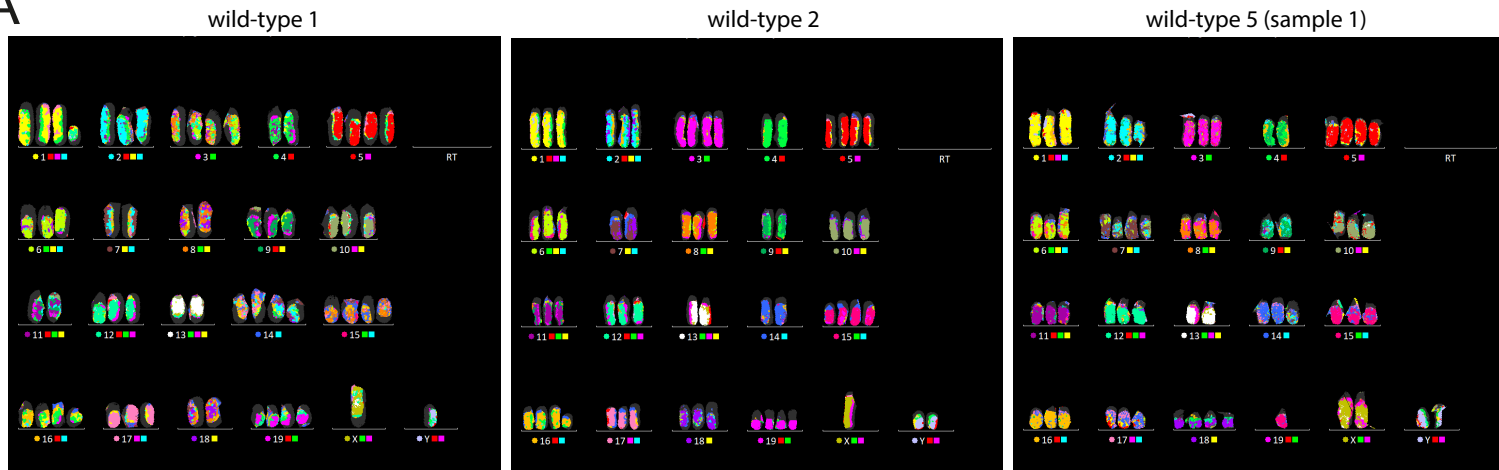

B

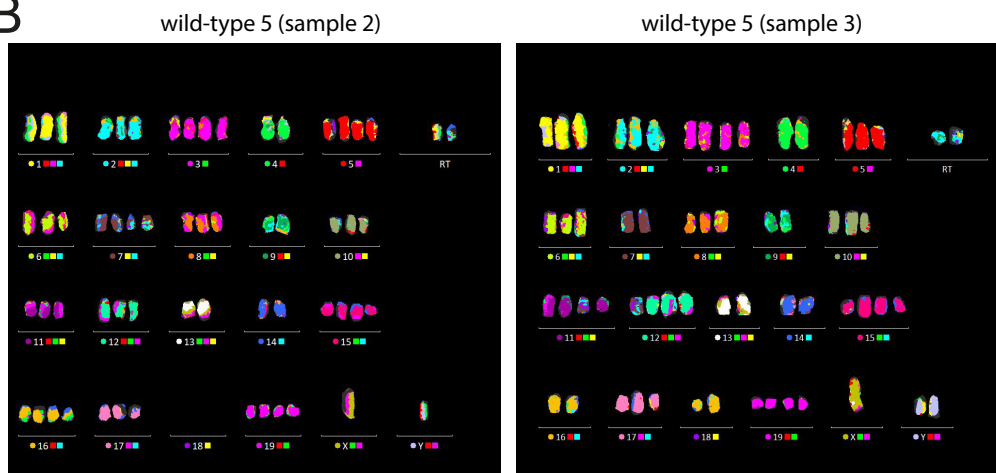

C

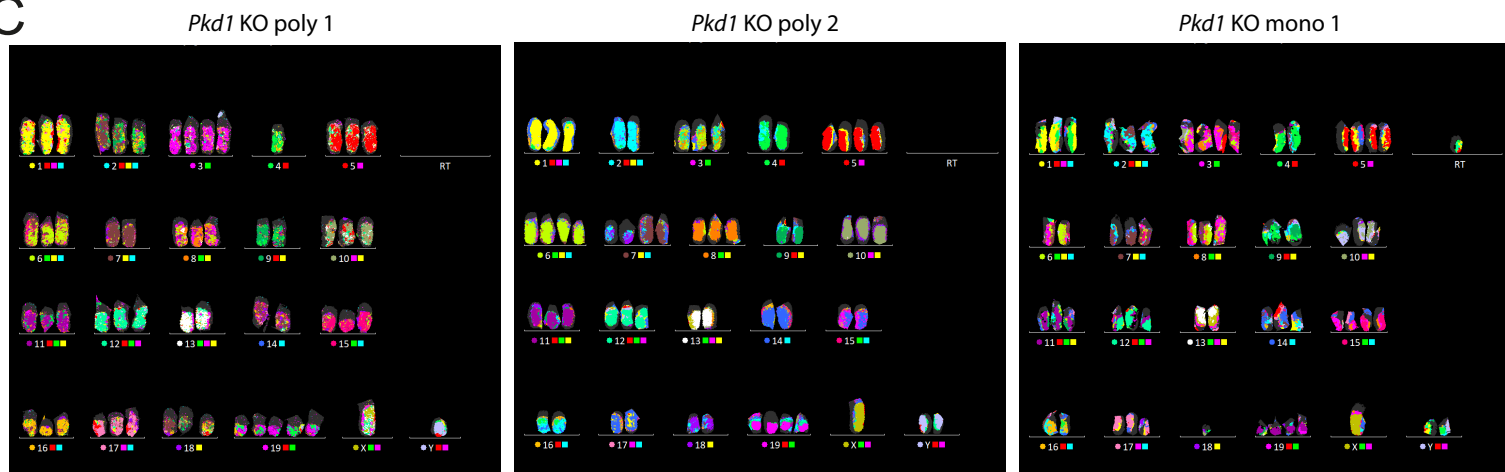

**Supplementary Fig. S4: Multicolor fluorescence in situ hybridisation analysis of monoclonal and polyclonal mIMCD-3 cell lines demonstrates similar karyograms.**

Illustrated are karyograms for (A) monoclonal wild-type cell lines, (B) technical replicates of monoclonal wild-type cell line 5 and (C) for two polyclonal *Pkd1* KO and one monoclonal *Pkd1* KO cell line. All investigated karyograms show polyploidy without evidence for structural aberrations or chromosomal instability.

## Supplementary Figure S5

**A**

| Cell line                            | Deleted sequence (GRCm39)                            |
|--------------------------------------|------------------------------------------------------|
| mIMCD-3 <i>Pkd1</i> KO polyclonal #1 | 17: 24769079 - 24813878 /<br>17: 24769028 – 24813938 |
| mIMCD-3 <i>Pkd1</i> polyclonal #2    | 17: 24769060 – 24813883<br>17: 24769075 - 24813924   |
| mIMCD-3 <i>Pkd1</i> KO monoclonal #1 | 17: 24769023 - 24813907                              |
| mIMCD-3 <i>Pkd1</i> KO monoclonal #2 | 17: 24769063 – 24813924                              |

**B**

| Cell line                   | gRNA binding site    |
|-----------------------------|----------------------|
| gRNA <i>Pkd1</i> Exon 1 #1  | TCTGGGGCAGGCCGCACCTC |
| gRNA <i>Pkd1</i> Exon 1 #2  | GTCGCACCGCAGACGGGCCA |
| gRNA <i>Pkd1</i> Exon 45 #1 | AGAGCTCGCCACGCAAGGCG |
| gRNA <i>Pkd1</i> Exon 45 #2 | ACCCCAGGACTATGAGATGG |

### Supplementary Fig. S5: Overview of genomic data for generation of monoclonal and polyclonal *Pkd1* KO clones.

(A) Genomic data showing deleted sequences for indicated *Pkd1* KO cell lines. (B) gRNA binding sites used for generation of mIMCD-3 *Pkd1* KO cell lines.

Supplementary Figure S6

Figure 1A, YAP  
YAP (approx. 70 kDa)

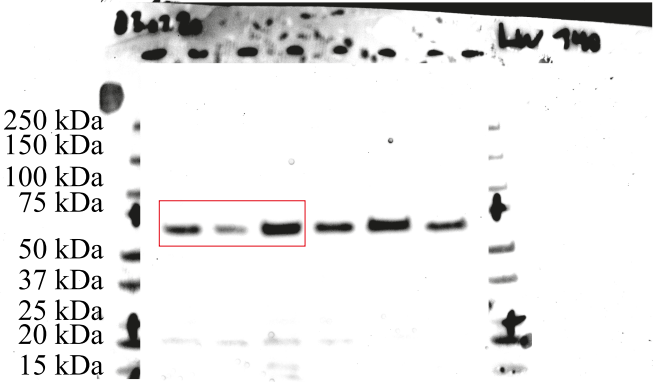

Figure 1A, actin  
actin (approx. 45 kDa)

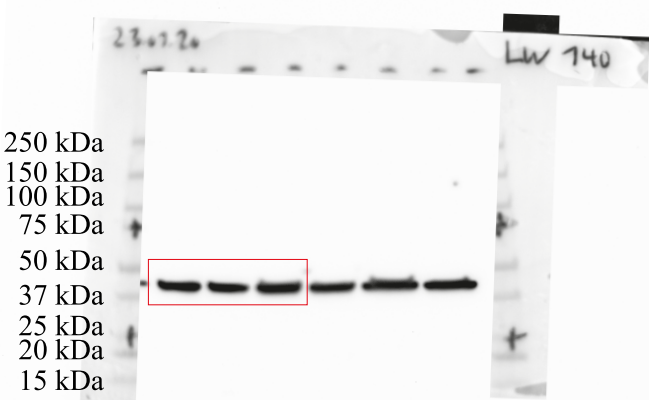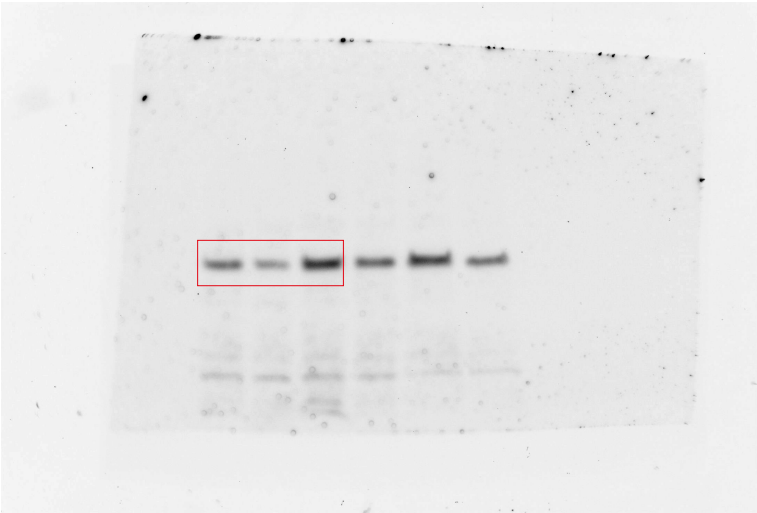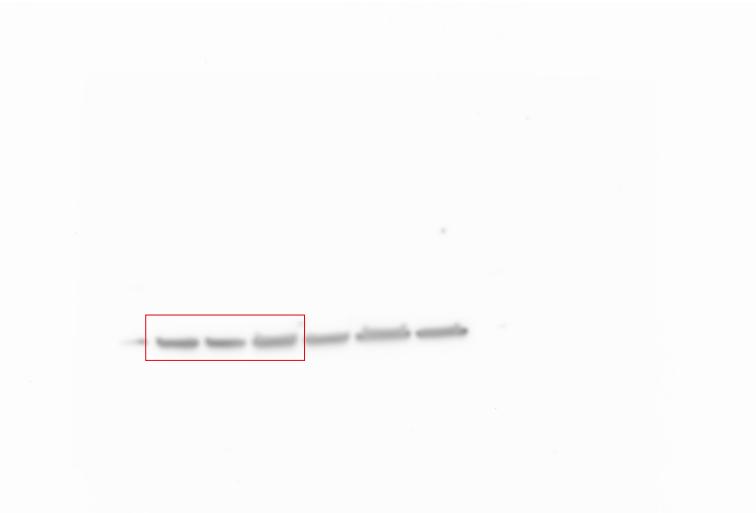

Supplementary Fig S6: Unprocessed blots of Figure 1A

Supplementary Figure S7

Figure 1D, YAP

YAP (approx. 70 kDa)

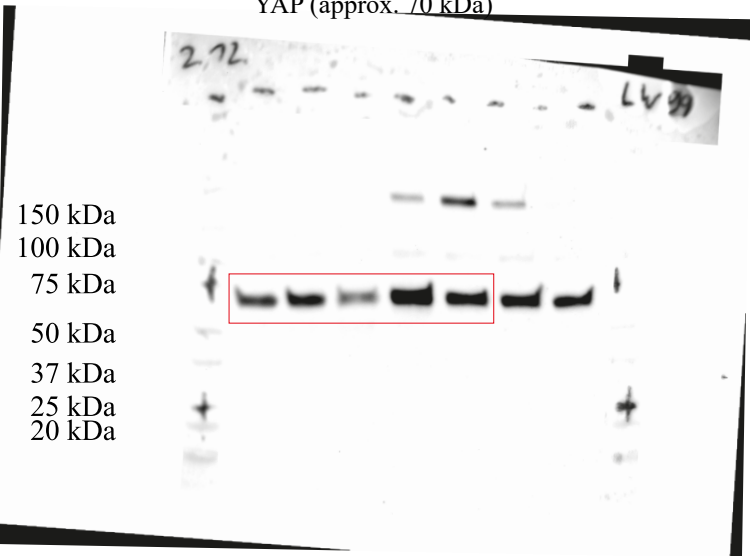

Figure 1D, actin

actin (approx. 45 kDa)

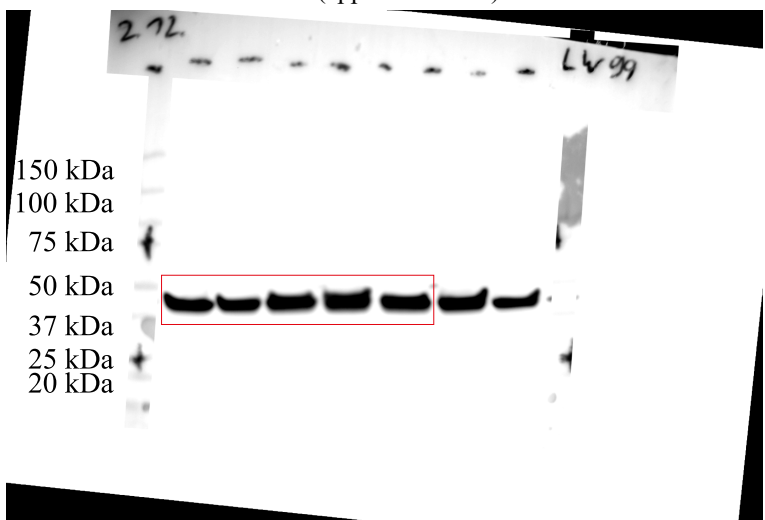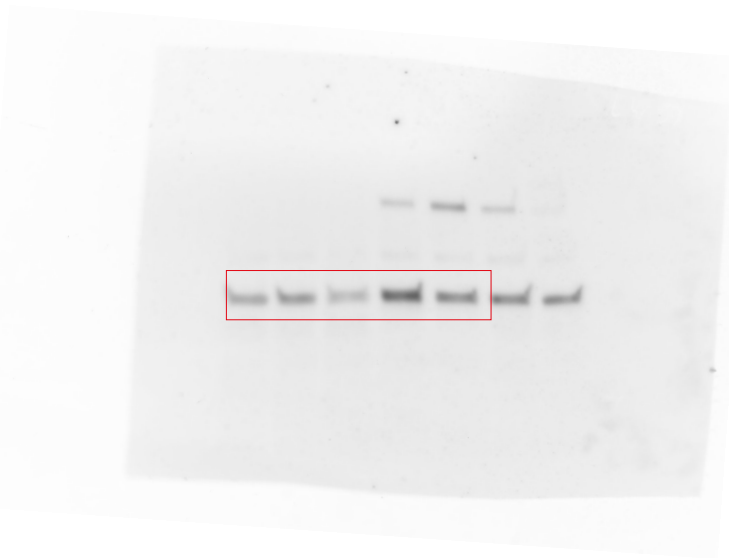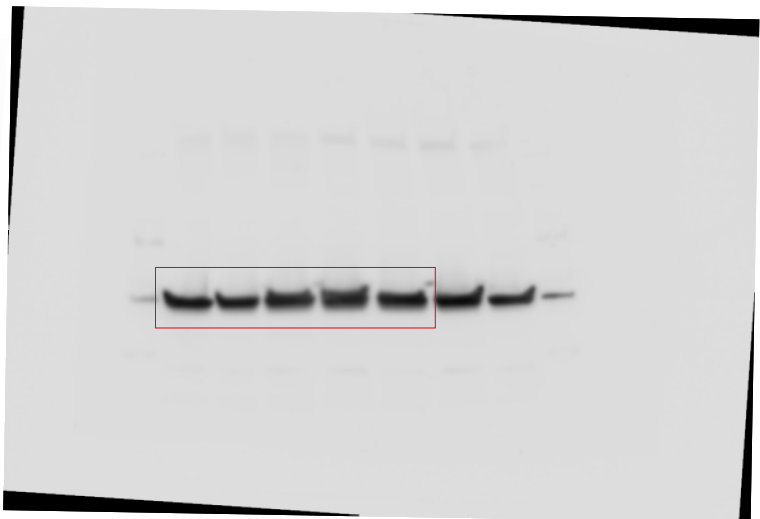

Supplementary Fig S7: Unprocessed blots of Figure 1D

Supplementary Figure S8

Figure 3A (left), AMPK  
AMPK (approx. 62 kDa)

250 kDa  
150 kDa  
100 kDa  
75 kDa  
50 kDa  
37 kDa  
25 kDa

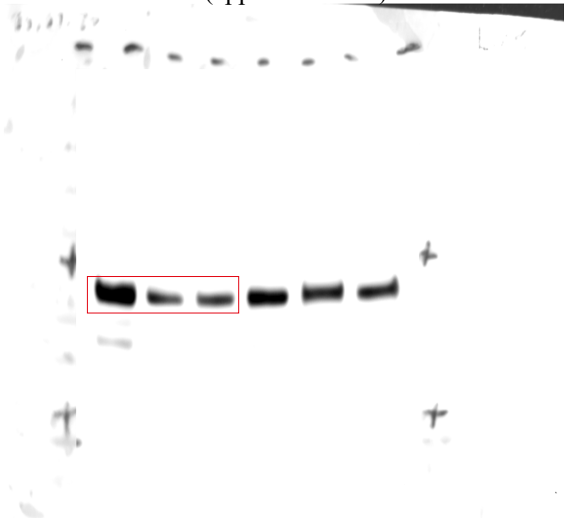

Figure 3A (left), actin  
actin (approx. 45 kDa)

100 kDa  
75 kDa  
50 kDa  
37 kDa  
25 kDa

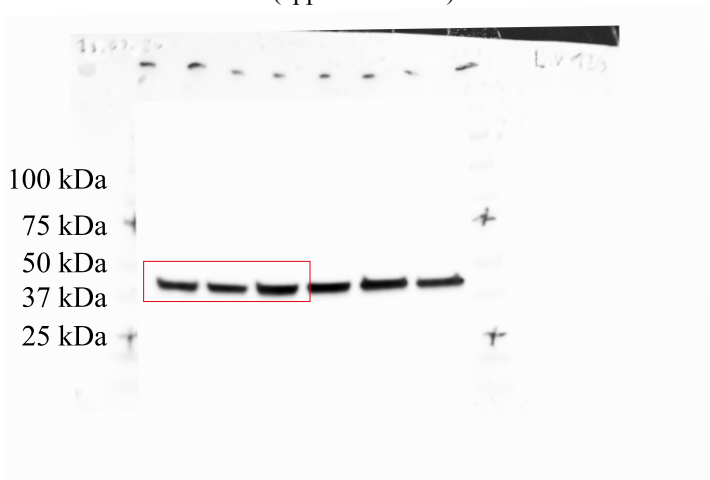

Western blot analysis of AMPK (approx. 62 kDa) protein levels. The blot shows several lanes with a prominent band at approximately 62 kDa, highlighted by a red box.

Western blot analysis of actin (approx. 45 kDa) protein levels. The blot shows several lanes with a prominent band at approximately 45 kDa, highlighted by a red box.

Figure 3A (right), AMPK  
AMPK (approx. 62 kDa)

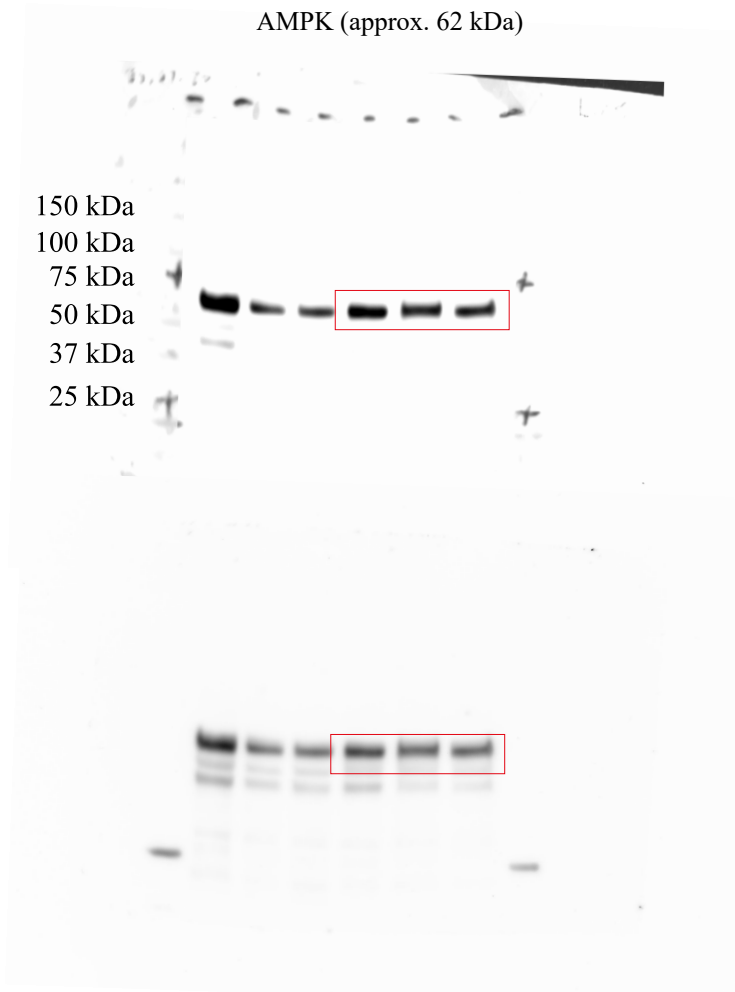

Figure 3A (right), actin  
actin (approx. 45 kDa)

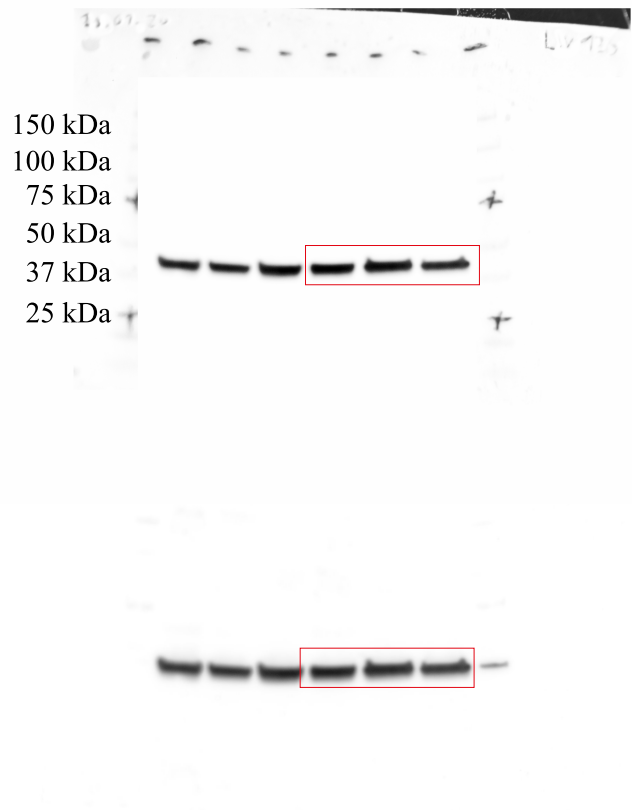

Supplementary Fig S8: Unprocessed blots of Figure 3A

Supplementary Figure S9

Figure 3B (left), pAMPK  
pAMPK (approx. 62 kDa)

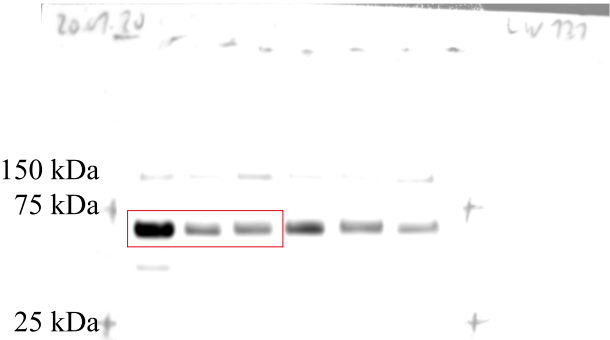

Figure 3B (left), actin  
actin (approx. 45 kDa)

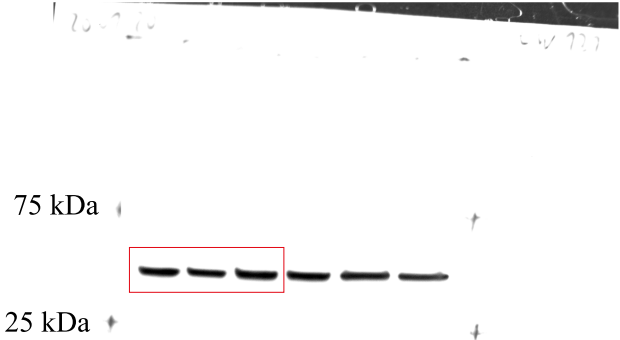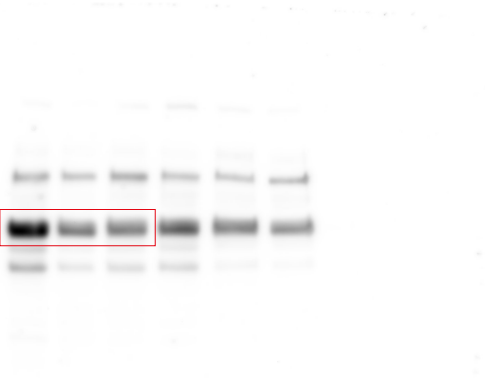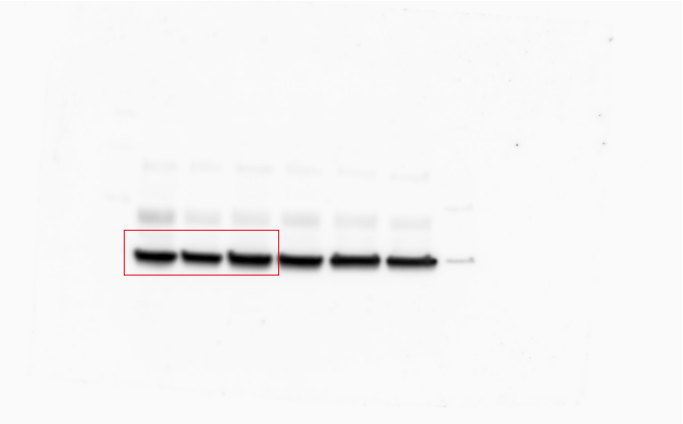

Figure 3B (right), pAMPK  
pAMPK (approx. 62 kDa)

Figure 3B (right), actin  
actin (approx. 45 kDa)

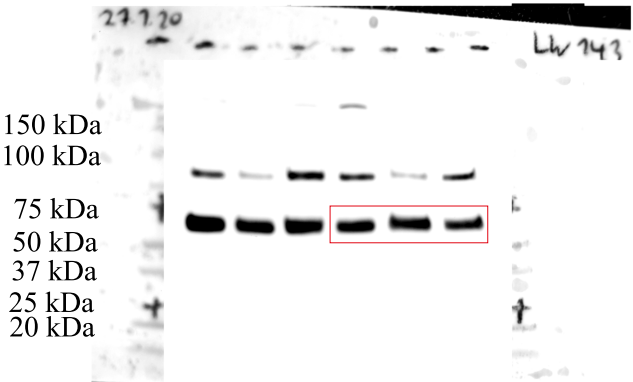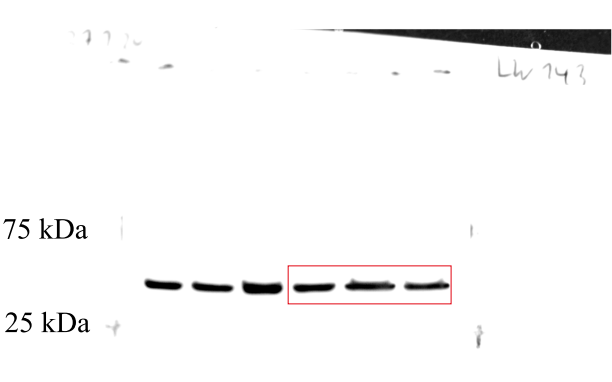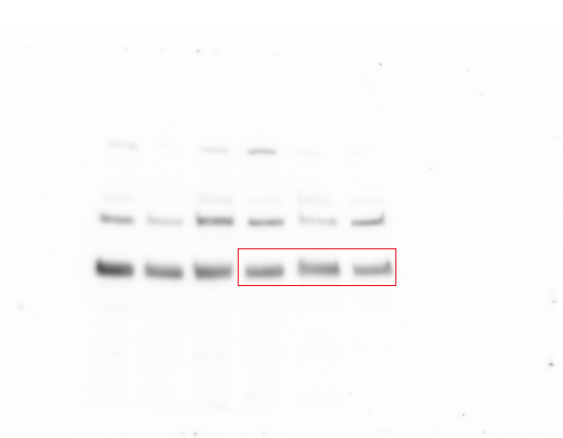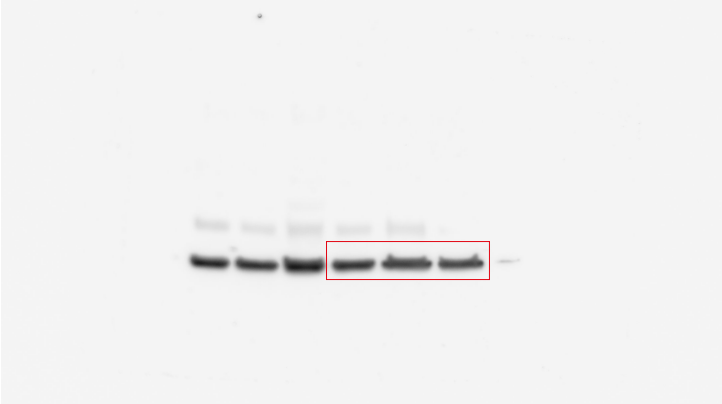

Supplementary Fig S9: Unprocessed blots of Figure 3B

Supplementary Figure S10

Figure 3C (left), CaMKII  
CaMKII (approx. 50 kDa)

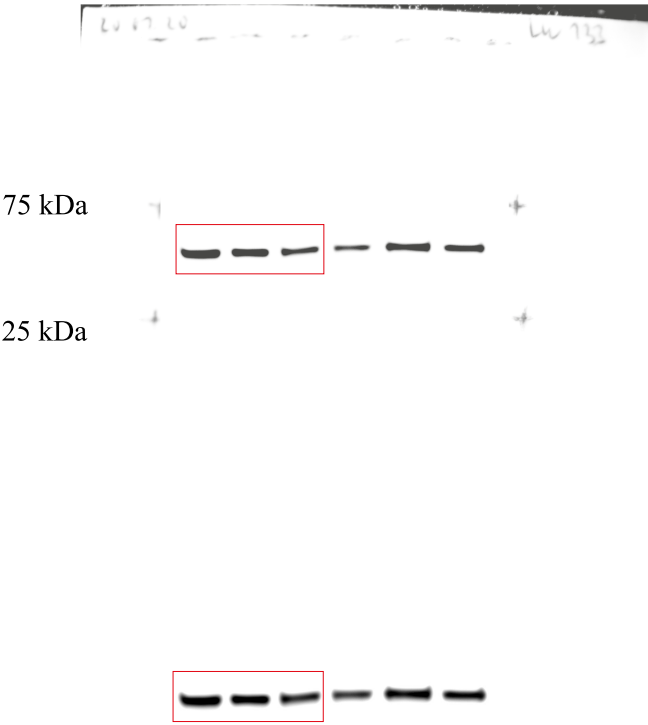

Figure 3C (left), actin  
actin (approx. 45 kDa)

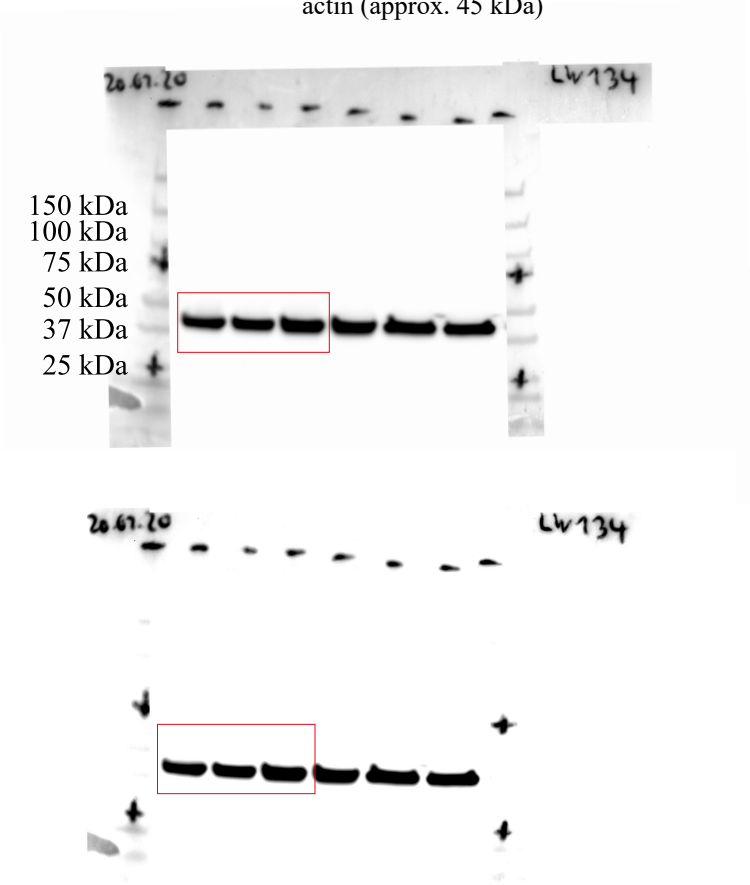

Figure 3C (right), CaMKII  
CaMKII (approx. 50 kDa)

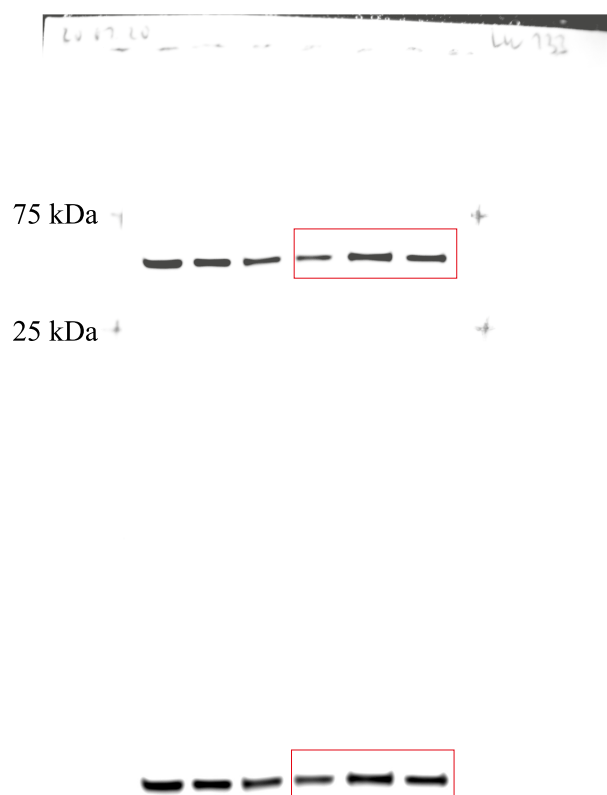

Figure 3C (right), actin  
actin (approx. 45 kDa)

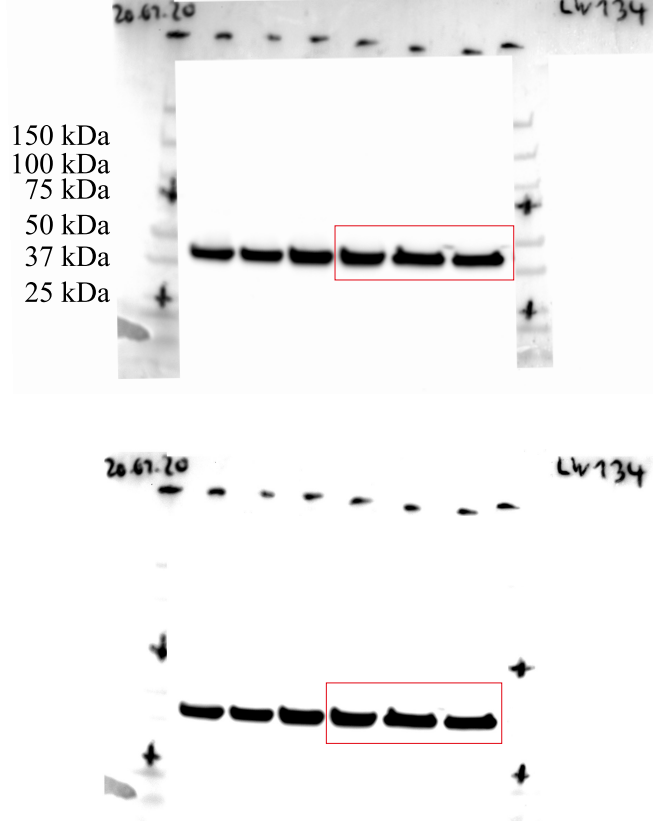

Supplementary Fig S10: Unprocessed blots of Figure 3C

Supplementary Figure S11

Figure 3D, YAP

YAP (approx. 70 kDa)

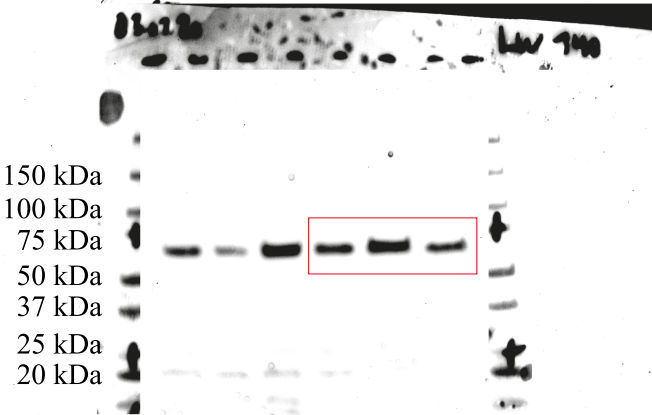

Figure 3D, actin

actin (approx. 45 kDa)

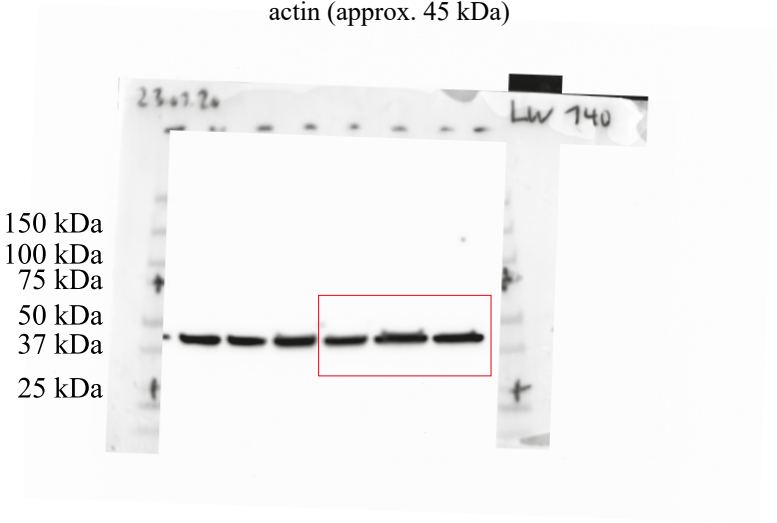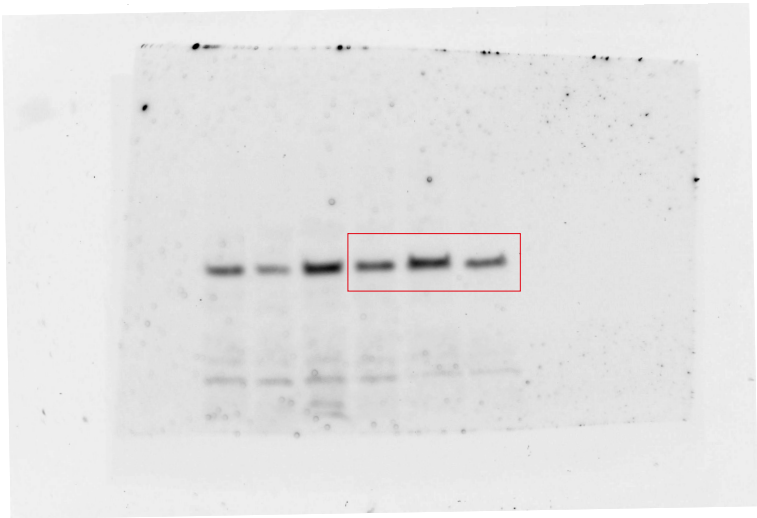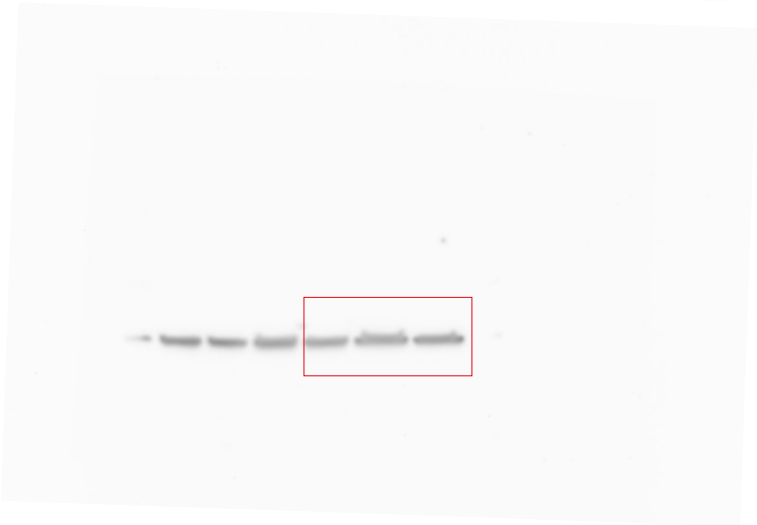

Supplementary Fig S11 : Unprocessed blots of Figure 3D

## Supplementary Figure S12

### Supplementary Figure 1A, pPERK

pPERK (approx. 170 kDa)

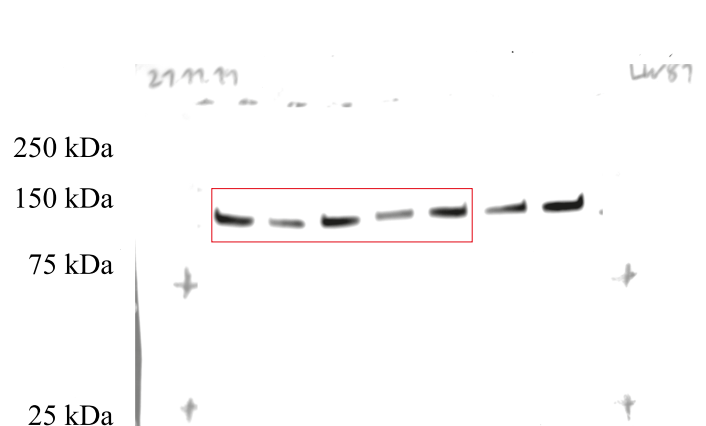

### Supplementary Figure 1A, actin

actin (approx. 45 kDa)

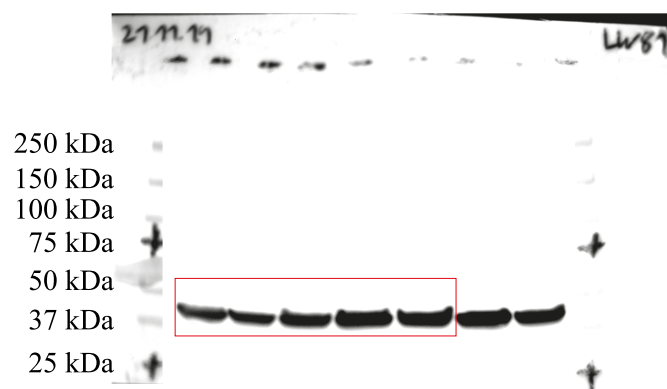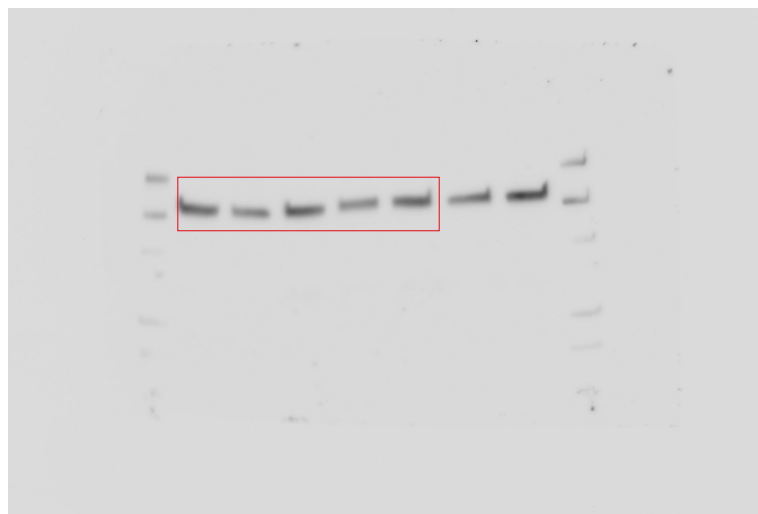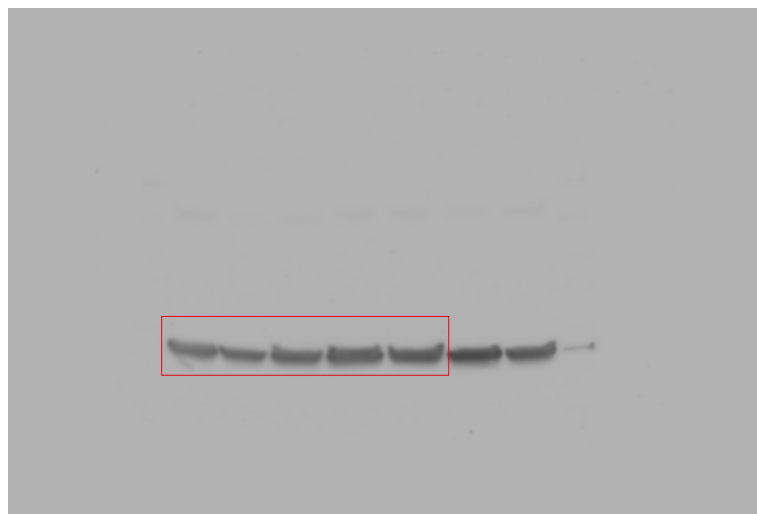

**Supplementary Fig S12 : Unprocessed blots of Supplementary Figure S1 (A)**

Supplementary Figure S13

Supplementary Figure 1B, CaMKII  
CaMKII (approx. 50 kDa)

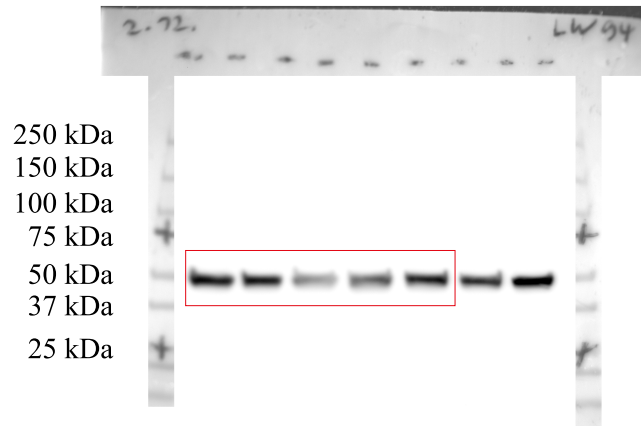

Supplementary Figure 1B, actin  
actin (approx. 45 kDa)

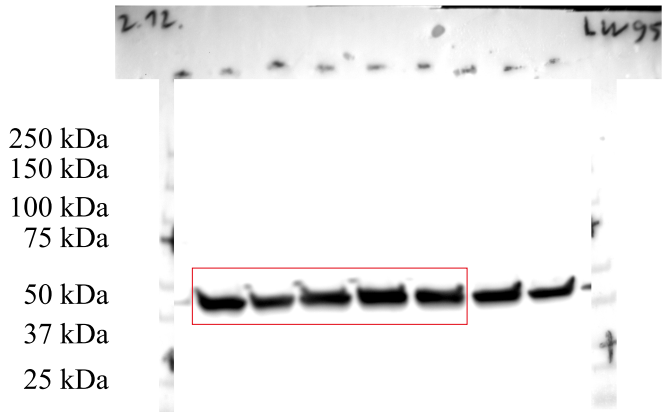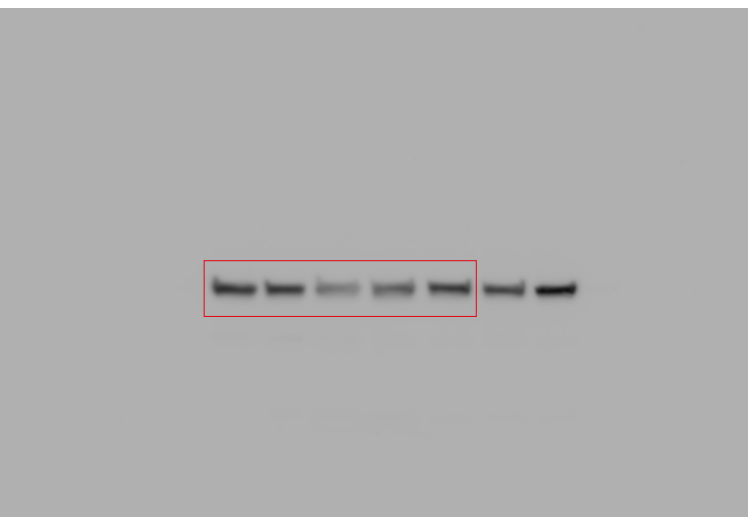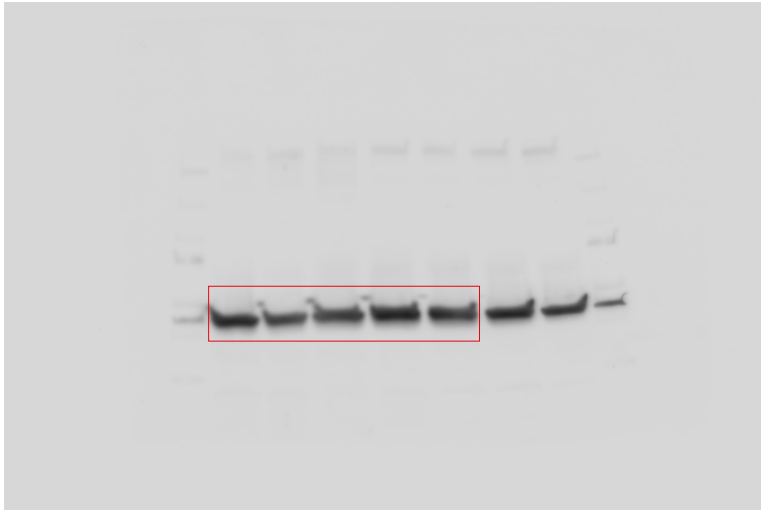

Supplementary Fig S13 : Unprocessed blots of Supplementary Figure S1 (B)

Supplementary Figure S14

Supplementary Figure 1C  
pAMPK (approx. 62 kDa)

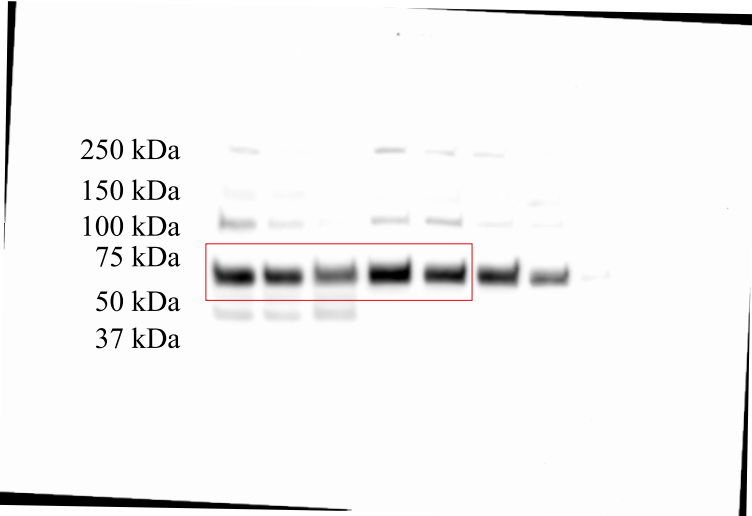

Supplementary Figure 1C, actin  
actin (approx. 45 kDa)

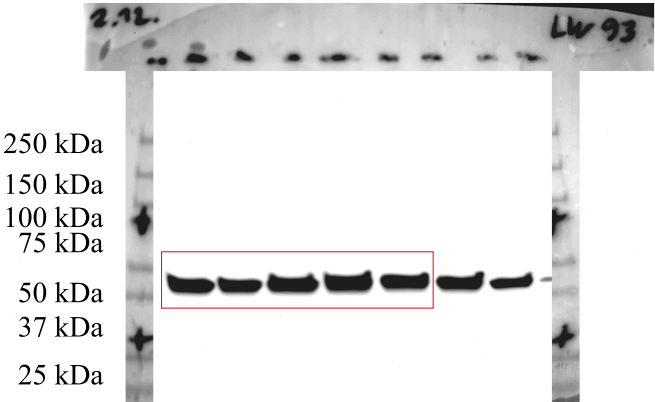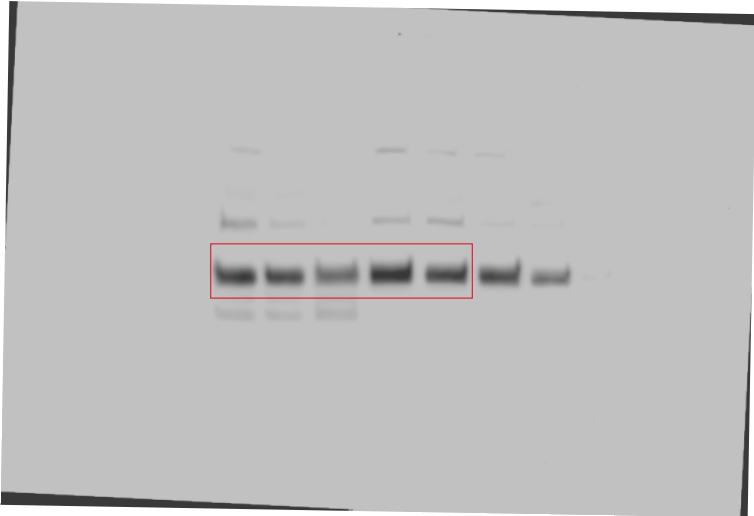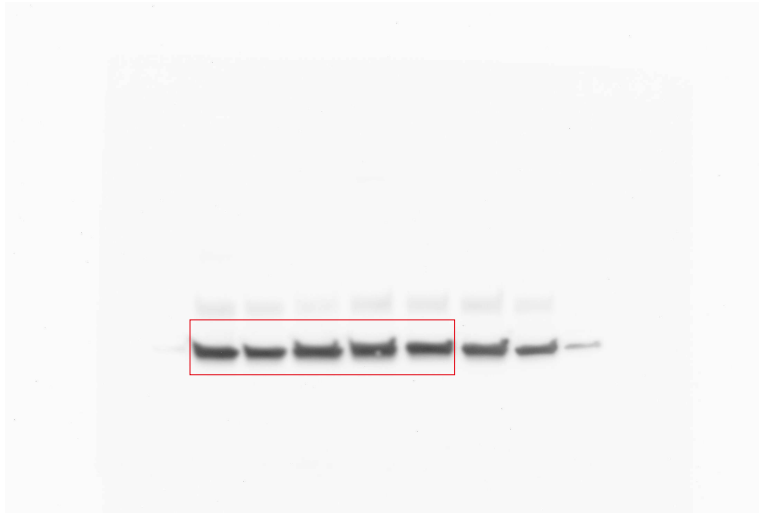

Supplementary Fig S14 : Unprocessed blots of Supplementary Fig S1 (C)

## Supplementary Figure S15

n2

**Figure 1A, YAP**  
YAP (approx. 70 kDa)

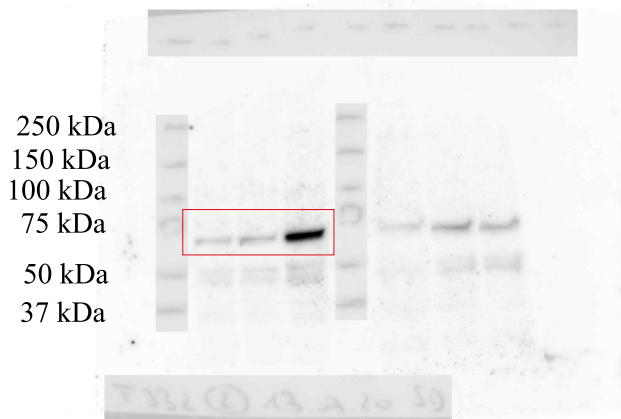

**Figure 1A, actin**  
actin (approx. 45 kDa)

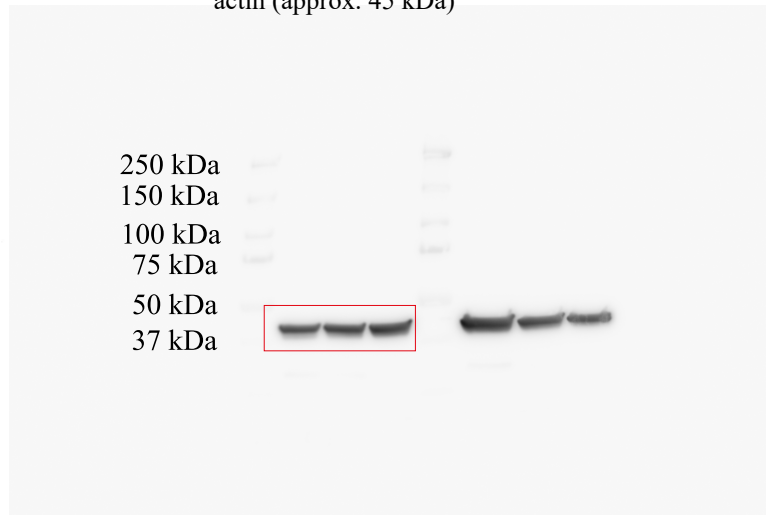

n3

**Figure 1A, YAP**  
YAP (approx. 70 kDa)

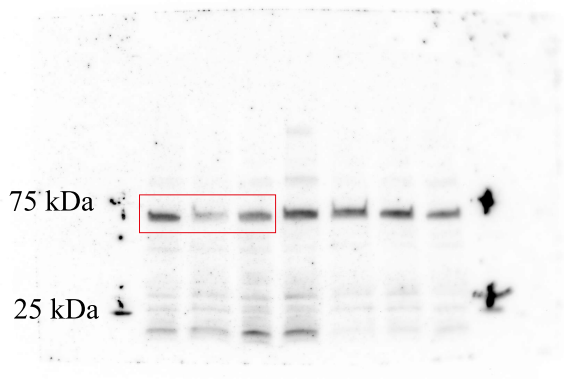

**Figure 1A, actin**  
actin (approx. 45 kDa)

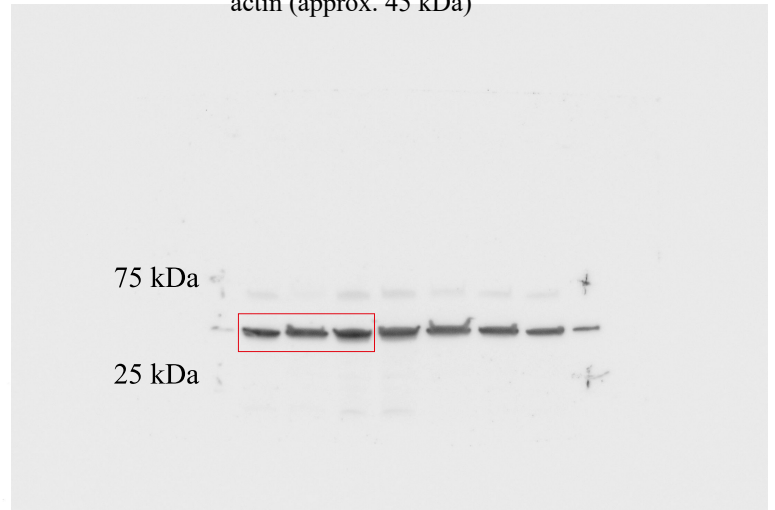

**Supplementary Fig S15 : Unprocessed replicate blots of Figure 1A**

Supplementary Figure S16

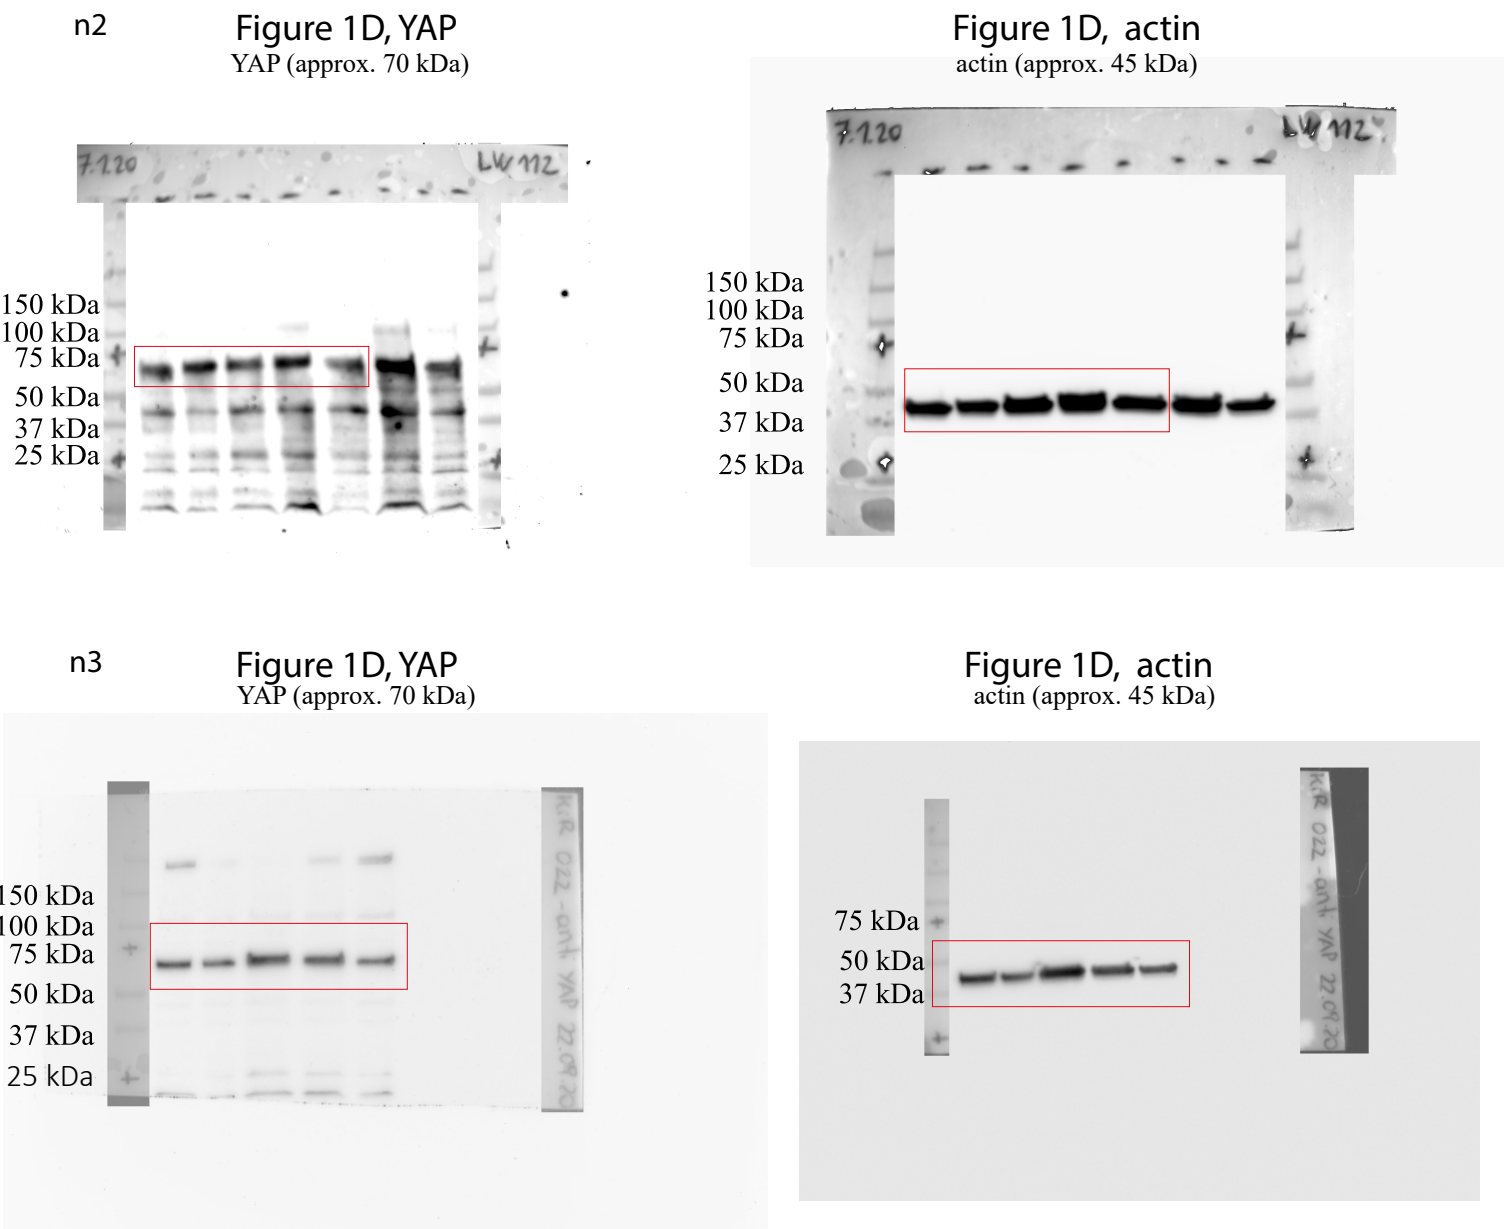

Supplementary Fig S16 : Unprocessed replicate blots of Figure 1D

## Supplementary Figure S17

n2      Figure 3A (left), AMPK      Figure 3A (left), actin  
AMPK (approx. 62 kDa)      actin (approx. 45 kDa)

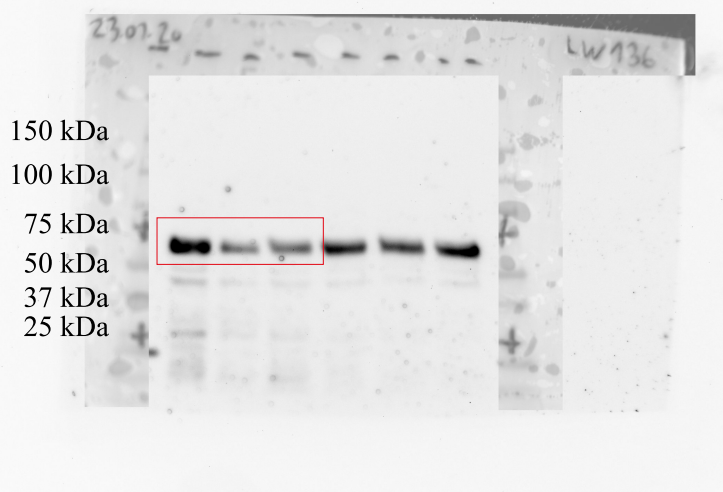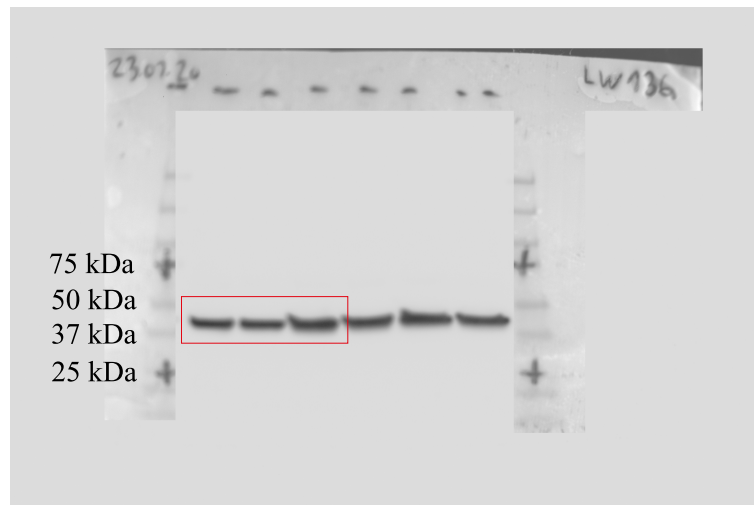

n3      Figure 3A (left), AMPK      Figure 3A (left), actin  
AMPK (approx. 62 kDa)      actin (approx. 45 kDa)

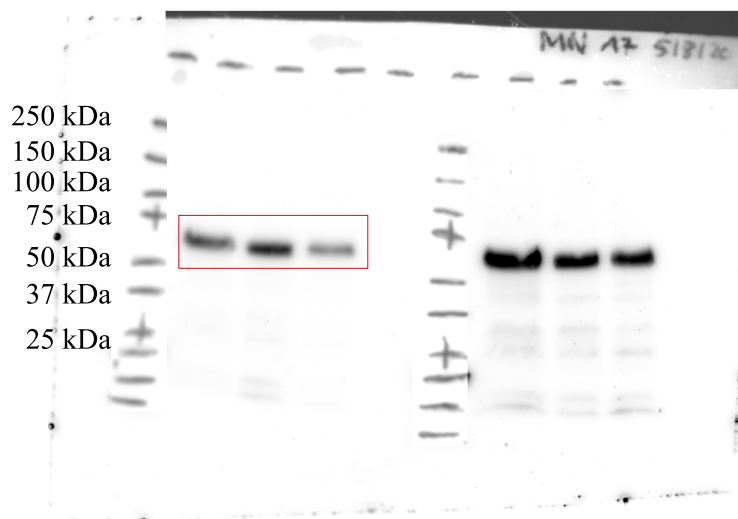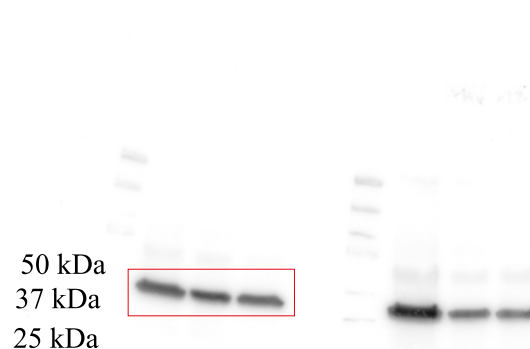

**Supplementary Fig S17 : Unprocessed replicate blots of Figure 3A (left)**

Supplementary Figure S18

n2

Figure 3A (right), AMPK  
AMPK (approx. 62 kDa)

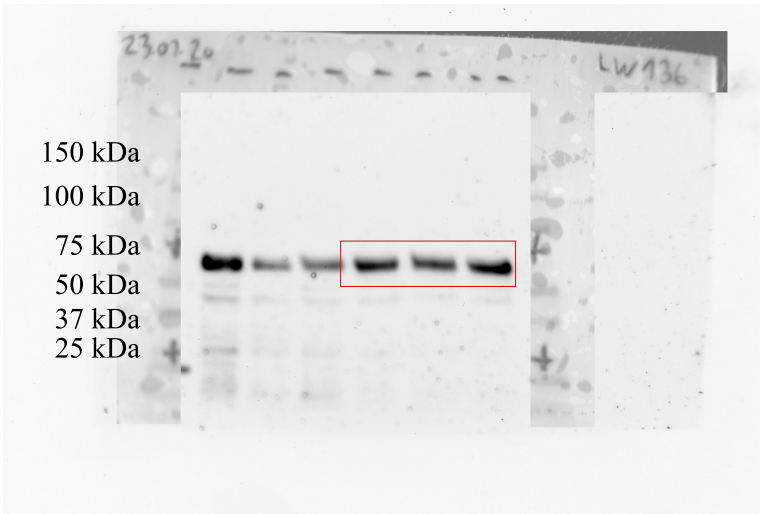

Figure 3A (right), actin  
actin (approx. 45 kDa)

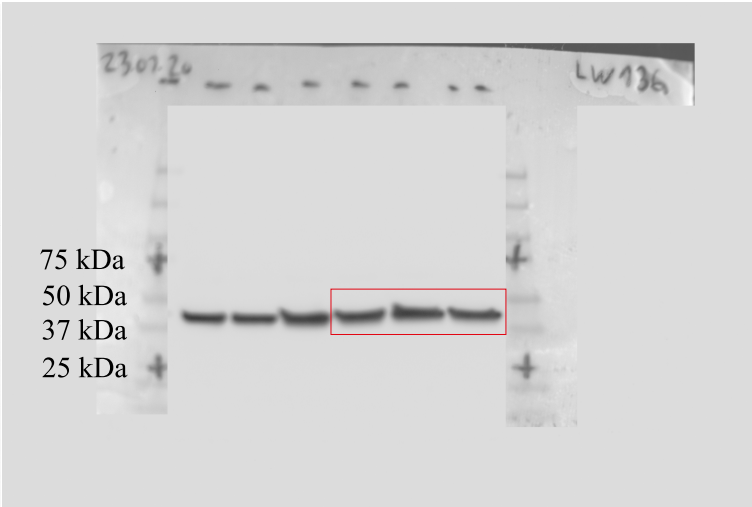

n3

Figure 3A (right), AMPK  
AMPK (approx. 62 kDa)

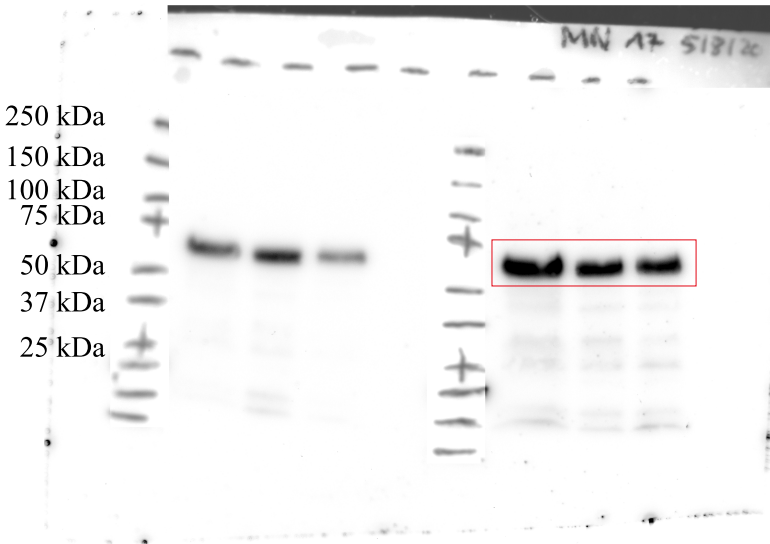

Figure 3A (right), actin  
actin (approx. 45 kDa)

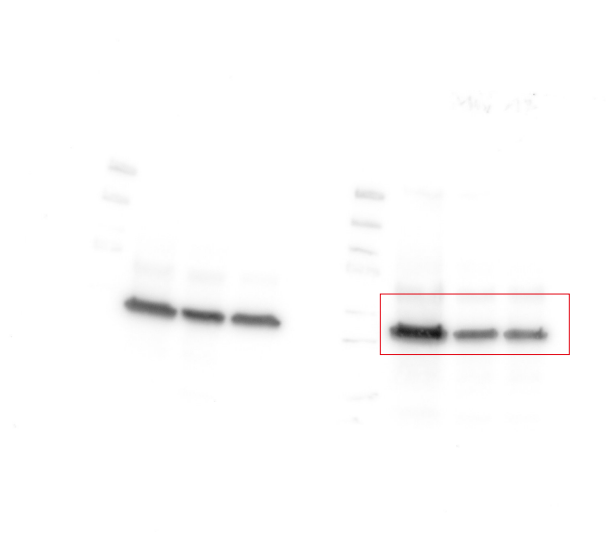

Supplementary Fig S18 : Unprocessed replicate blots of Figure 3A (right)

## Supplementary Figure S19

n2

Figure 3B (left), pAMPK  
pAMPK (approx. 62 kDa)

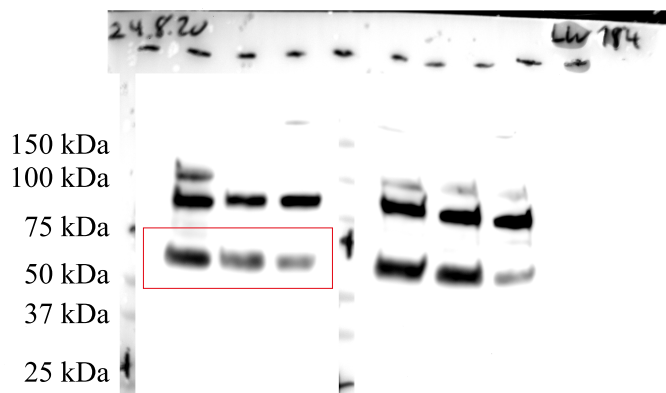

Figure 3B (left), actin  
actin (approx. 45 kDa)

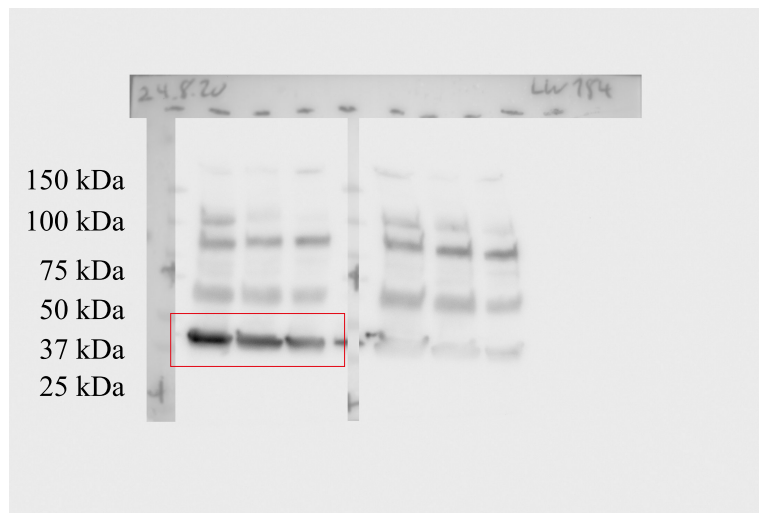

n3

Figure 3B (left), pAMPK  
pAMPK (approx. 62 kDa)

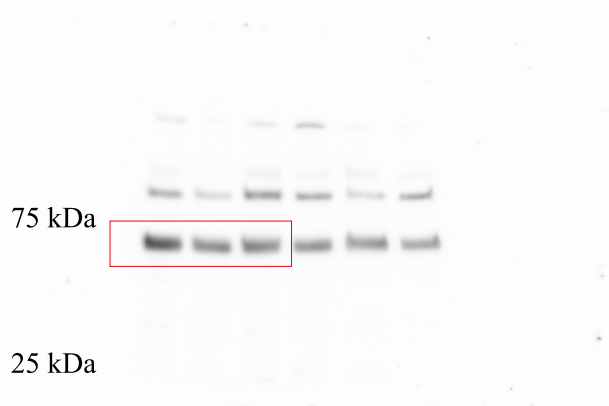

Figure 3B (left), actin  
actin (approx. 45 kDa)

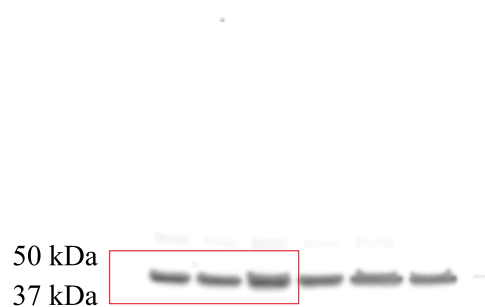

**Supplementary Fig S19 : Unprocessed replicate blots of Figure 3B (left)**

## Supplementary Figure S20

n2

Figure 3B (right), pAMPK  
pAMPK (approx. 62 kDa)

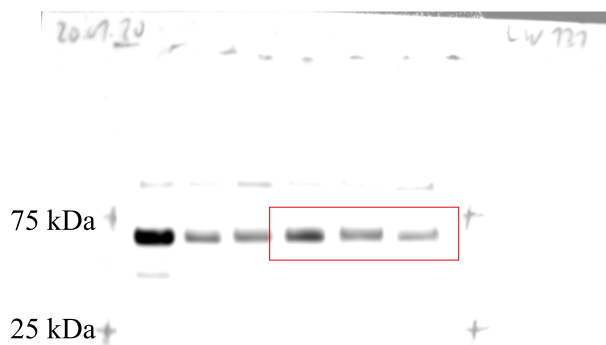

Figure 3B (right), actin  
actin (approx. 45 kDa)

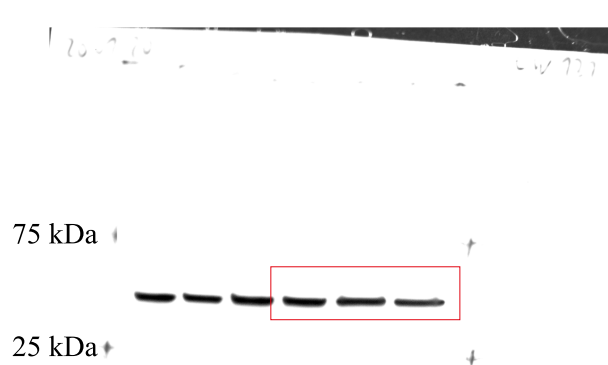

n3

Figure 3B (right), pAMPK  
pAMPK (approx. 62 kDa)

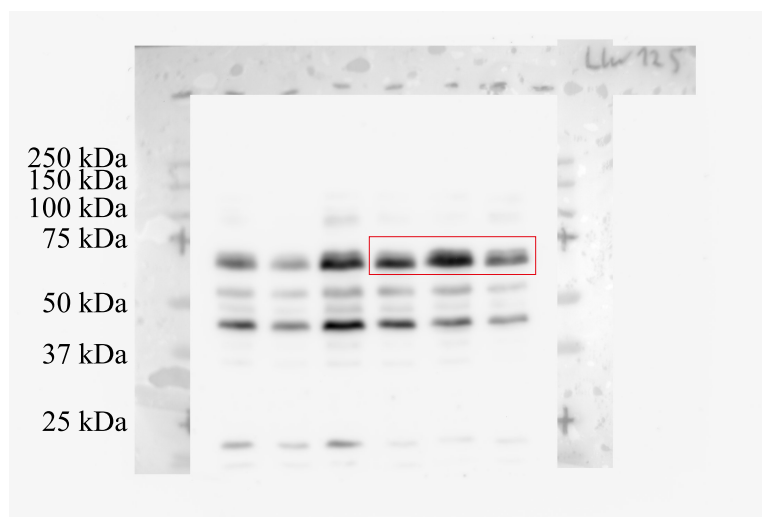

Figure 3B (right), actin  
actin (approx. 45 kDa)

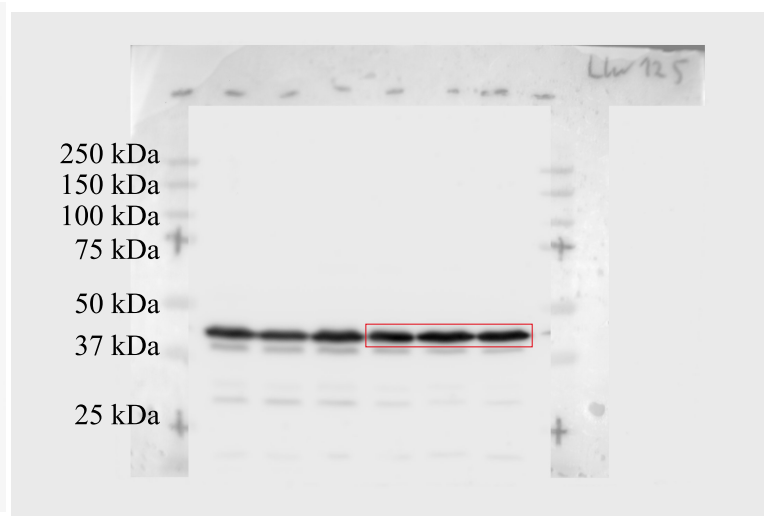

Supplementary Fig S20 : Unprocessed replicate blots of Figure 3B (right)

Supplementary Figure S21

n2                      Figure 3C (left), CaMKII  
CaMKII (approx. 50 kDa)

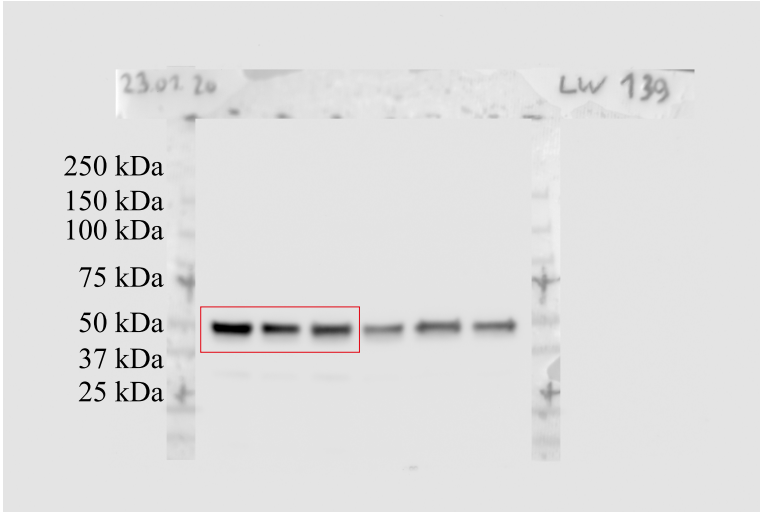

Figure 3C (left), actin  
actin (approx. 45 kDa)

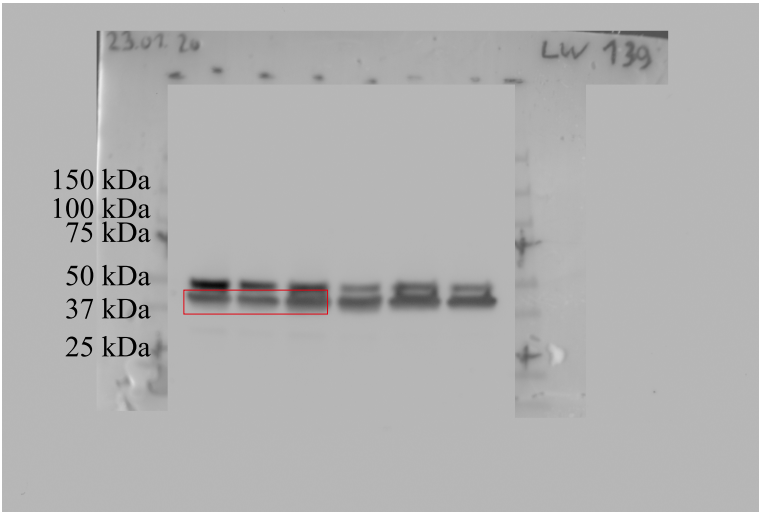

n3                      Figure 3C (left), CaMKII  
CaMKII (approx. 50 kDa)

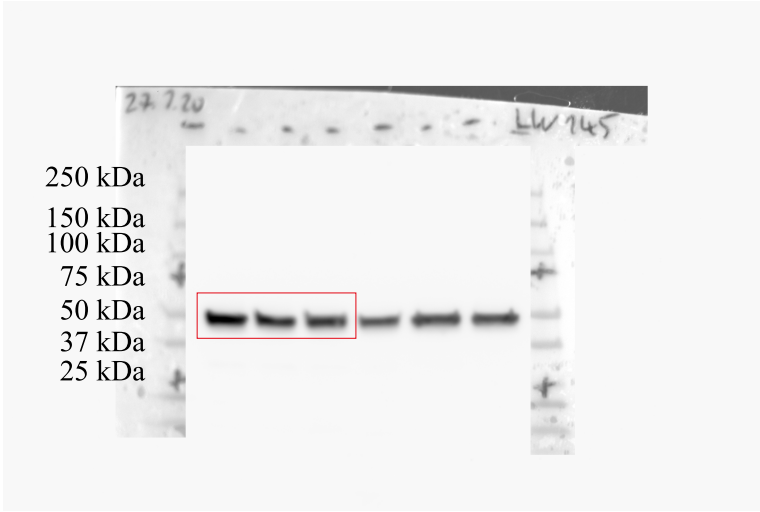

Figure 3C (left), actin  
actin (approx. 45 kDa)

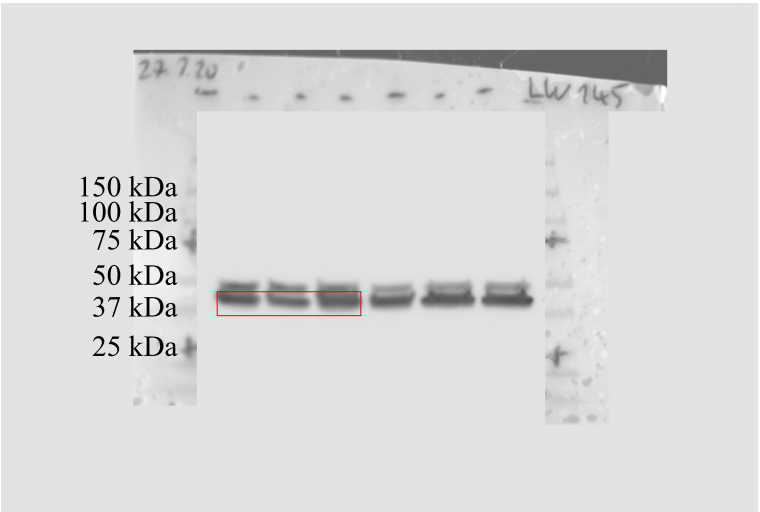

Supplementary Fig S21 : Unprocessed replicate blots of Figure 3C (left)

Supplementary Figure S22

n2      Figure 3C (right), CaMKII  
CaMKII (approx. 50 kDa)

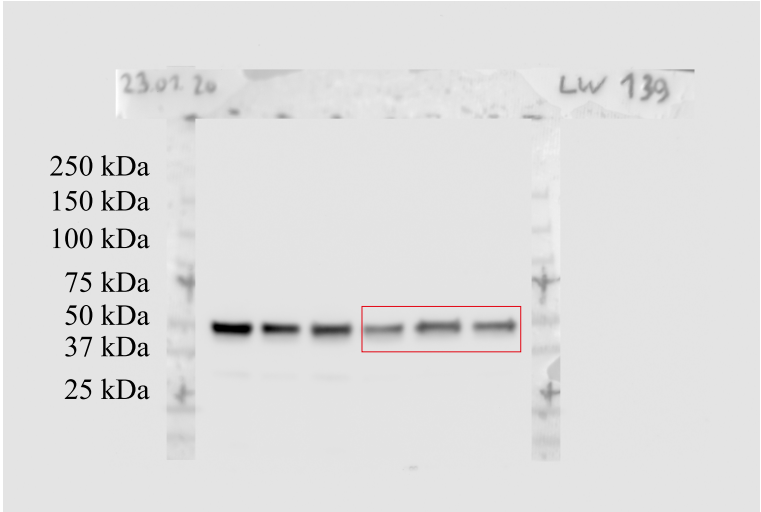

Figure 3C (right), actin  
actin (approx. 45 kDa)

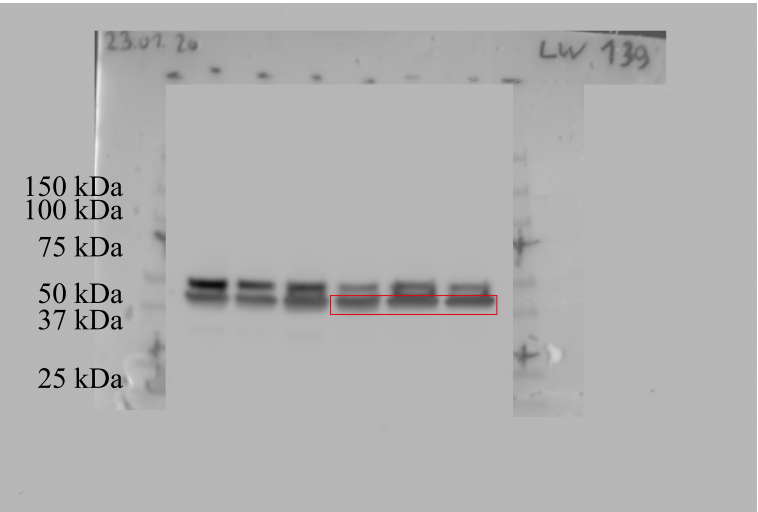

n3      Figure 3C (right), CaMKII  
CaMKII (approx. 50 kDa)

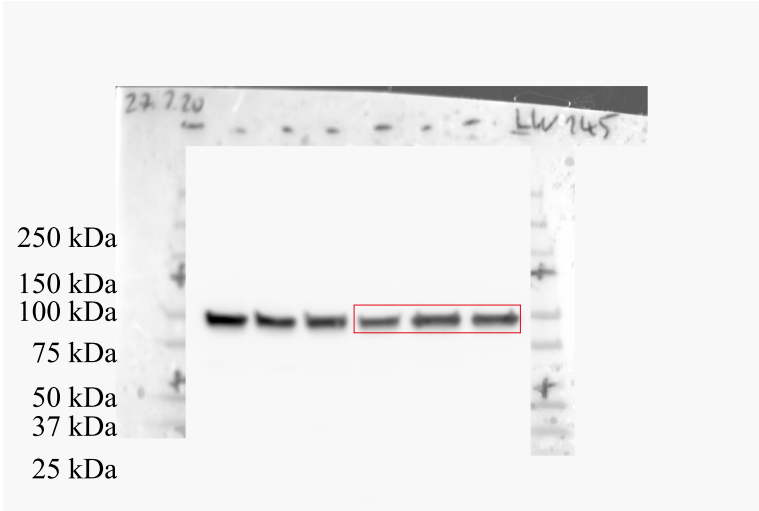

Figure 3C (right), actin  
actin (approx. 45 kDa)

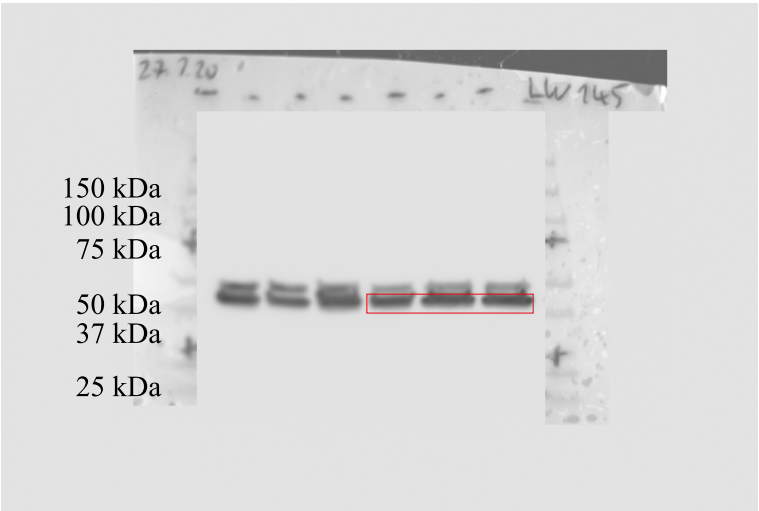

Supplementary Fig S22 : Unprocessed replicate blots of Figure 3C (right)

Supplementary Figure S23

n2

Figure 3D, YAP  
YAP (approx. 70 kDa)

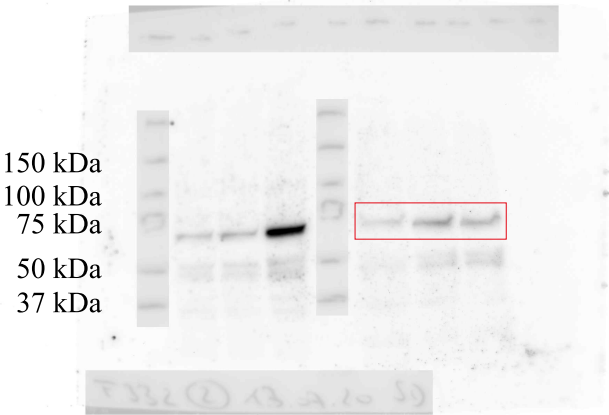

Figure 3D, actin  
actin (approx. 45 kDa)

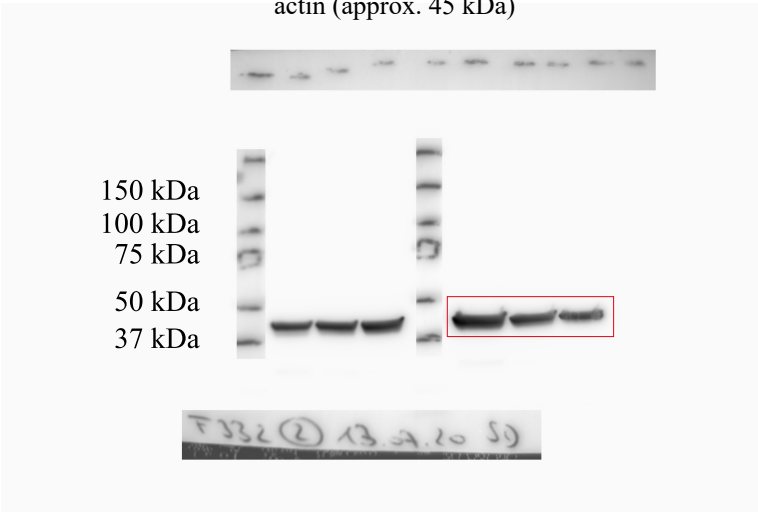

n3

Figure 3D, YAP  
YAP (approx. 70 kDa)

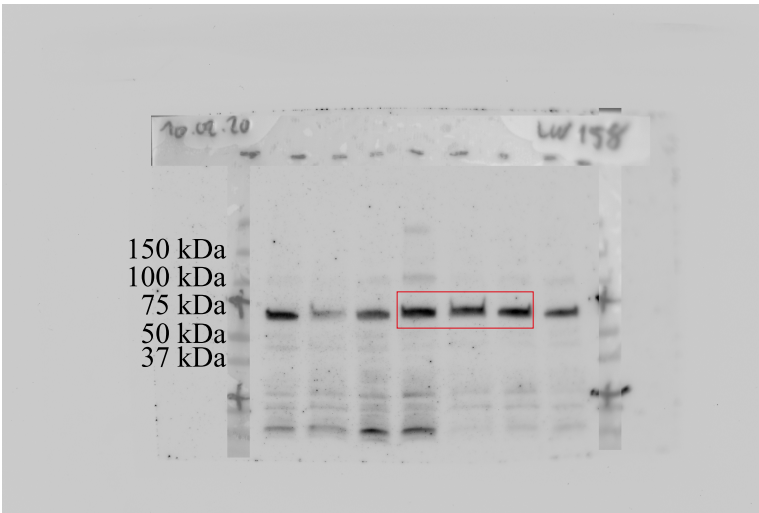

Figure 3D, actin  
actin (approx. 45 kDa)

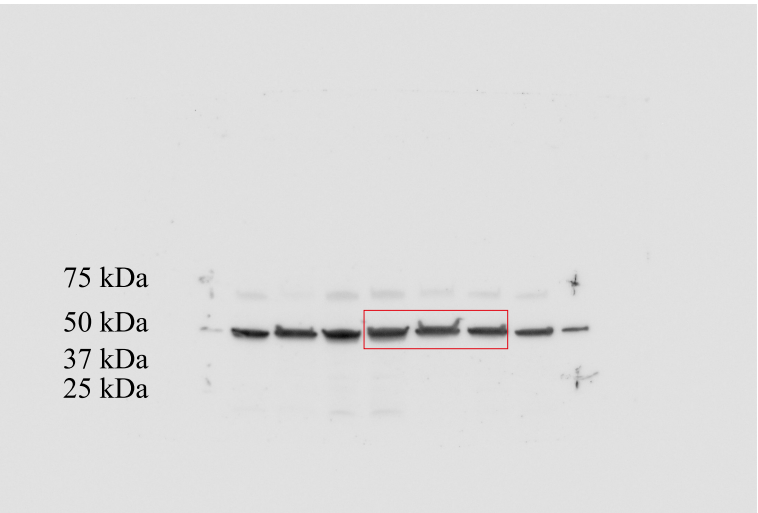

Supplementary Fig S23 : Unprocessed replicate blots of Figure 3D (right)

Supplementary Figure S24

n2      Supplementary Figure 1A, pPERK  
pPERK (approx. 170 kDa)

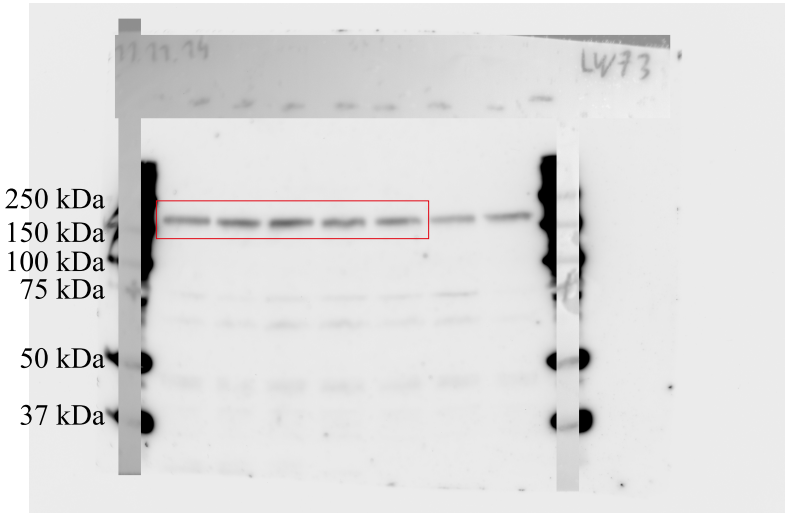

Supplementary Figure 1A, actin  
actin (approx. 45 kDa)

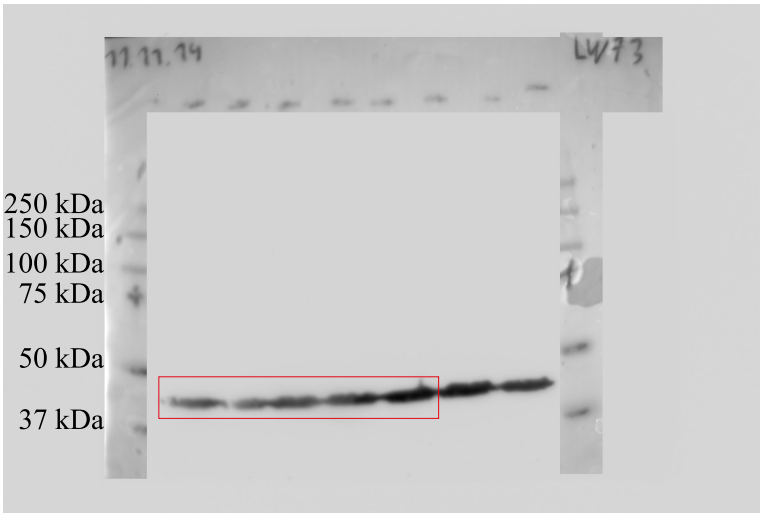

n3      Supplementary Figure 1A, pPERK  
pPERK (approx. 170 kDa)

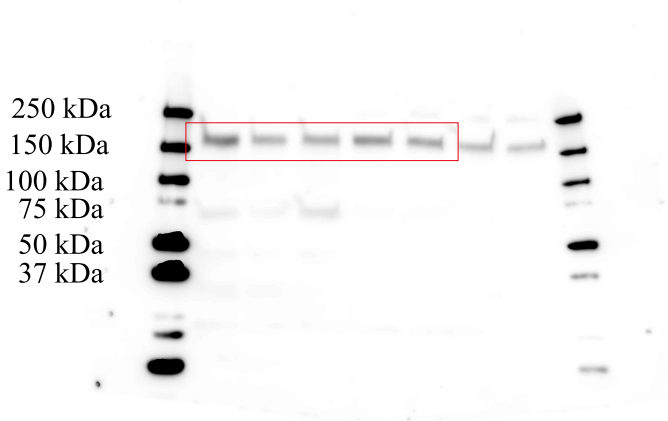

Supplementary Figure 1A, actin  
actin (approx. 45 kDa)

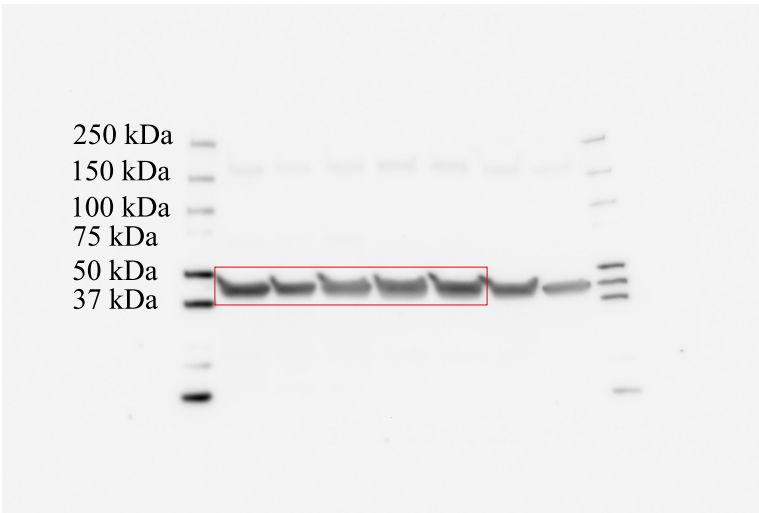

Supplementary Fig S24 : Unprocessed replicate blots of Supplementary Figure S1 A

Supplementary Figure S25

n2    Supplementary Figure 1B, CaMKII  
CaMKII (approx. 50 kDa)

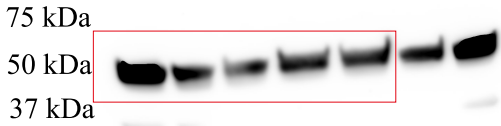

Supplementary Figure 1B, actin  
actin (approx. 45 kDa)

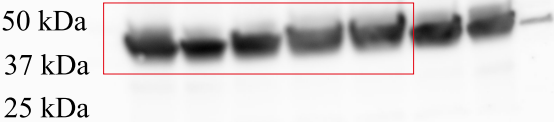

n3    Supplementary Figure 1B, CaMKII  
CaMKII (approx. 50 kDa)

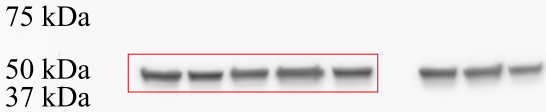

Supplementary Figure 1B, actin  
actin (approx. 45 kDa)

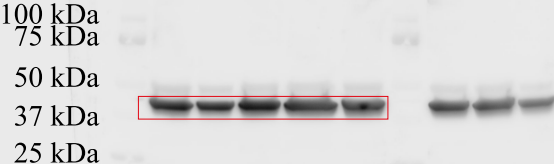

Supplementary Fig S25 : Unprocessed replicate blots of Supplementary Figure S1 B

## Supplementary Figure S26

n2

### Supplementary Figure 1C

pAMPK (approx. 62 kDa)

### Supplementary Figure 1C, actin

actin (approx. 45 kDa)

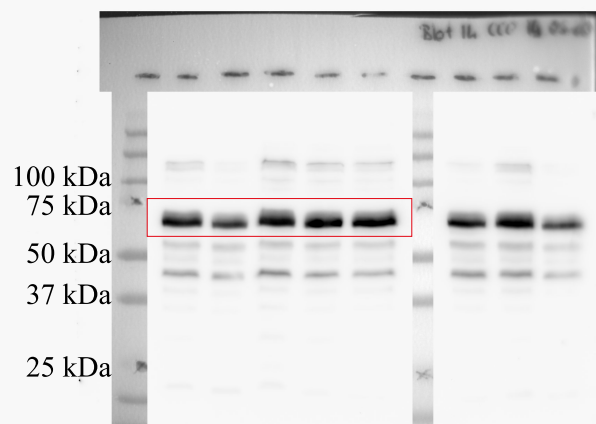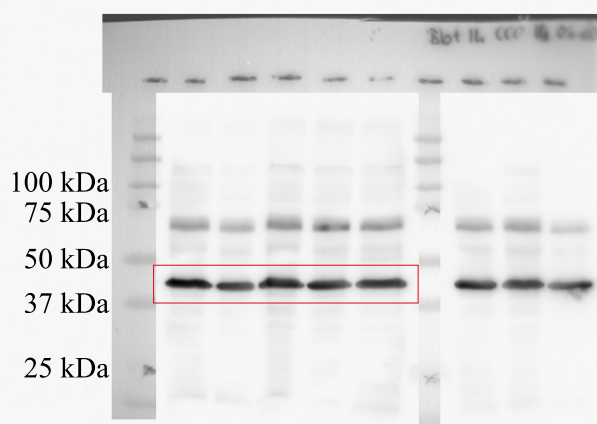

n3

### Supplementary Figure 1C

pAMPK (approx. 62 kDa)

### Supplementary Figure 1C, actin

actin (approx. 45 kDa)

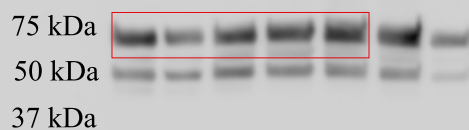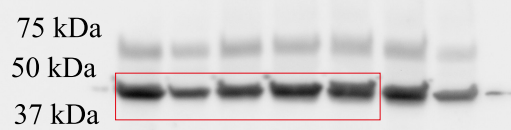

**Supplementary Fig S26 : Unprocessed replicate blots of Supplementary Figure S1 C**

# Supplementary material for: Wildtype heterogeneity contributes to clonal variability in genome edited cells
**Source:** Sci Rep. 2022 Oct 28;12:18211. doi: 10.1038/s41598-022-22885-8
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplementary Data Legends**

**Supplementary Data 1:** Differential gene expression data for comparison between monoclonal WT5 and polyclonal wild-type cell line as depicted in Fig. 4.

**Supplementary Data 2:** Differential gene expression data for comparison between monoclonal WT5 and corresponding subclones as depicted in Fig. 5.

How the deposited data were processed for this re-analysis (not part of the article)

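Gene expression was measured by RNA sequencing in 28 libraries of mIMCD-3 cells, 4 each of polyclonal WT cells, monoclonal WT5 and 5 subclones sorted from WT5. As deposited by the authors, the values are TPM, made by aligning the reads to GRCm38 with STAR 2.7.3a and the Ensembl release 81 annotation and by quantifying genes with RSEM 1.3.1. Before alignment, reads with adapters or mostly low-quality bases had been removed. The tables used were a pair, of which one holds polyclonal WT and WT5 libraries and the other the subclones, over the same genes, without a filter on expression. TPM keeps no library size, so the depth is unknown, no counting error can be given, and methods for read counts were not used. Values carry 2 decimals, and the lowest above 0 is 0.01.

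The comparison of the subclones with WT5 had been planned on the assumption that a single table holds both groups. As none does, the tables were joined by gene identifier, with TPM scaled within each library as deposited. The number given to a replicate was not taken to pair libraries.

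The methods state that log2(TPM) values were z-score transformed. Here log2(TPM) without a pseudocount was z-score transformed within each library over the 13723 genes with TPM above 0 in all 8 libraries of WT5 and polyclonal WT cells, or over the 13860 genes with TPM above 0 in all 24 libraries of WT5 and the subclones. Groups were compared with two-sided tests by limma 3.58.1 in R 4.3.3, with the libraries compared as the only ones in the fit and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed at an adjusted p-value below 0.01 and a z-score difference above 1 in size. The methods name an unequal-variance test, which was run as an alternative. On simulated data with 200 changed genes among 13723, limma recovered 97.5% of the changed genes and the unequal-variance test 91.5%, with 0 false calls for both over 3 runs. The simulated changes were larger than the required size, and each gene had the same SD in both groups. The size requirement alone could give the 0 false calls. Which test does better at unequal variances was not simulated.

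Before the data were examined, the following alternatives were set: the unequal-variance test, pseudocounts of 0.1 and 1, genes with a mean TPM of at least 1, genes with TPM above 0 in any library with a pseudocount of 0.1, log2 differences above 1 or above the mean SD of the libraries without z-scores, an adjusted p-value below 0.05, no threshold on the difference, exclusion of predicted genes (symbols with Gm and digits, Rik or -ps), the replicate number as a block, all libraries of WT5 and the subclones in one fit, and each replicate left out in turn. A pair of settings that treat a TPM of 0 as missing was added after the data had been seen. These tested genes with at most 2 zeros among the libraries of WT5 and polyclonal WT cells, or of WT5 and all subclones, and TPM above 0.1 in at least 1 of them.

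The genes named were chosen by a rule set before the data were examined. Between WT5 and polyclonal WT cells these were the 4 differentially expressed genes with the largest increase and the 4 with the largest decrease in z-score among those whose libraries do not overlap between groups. In each subclone it was 1 gene in each direction by the same condition. Every gene named in the text of the paper, and the genes past both thresholds in the part of Supplementary Data 2 at hand, were added. One gene that this rule includes is not reported here. Other genes named were chosen after their values were seen.

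GO annotation was not used here. Lists by symbol, also set beforehand, covered secreted ligands, receptors, imprinted, interferon-response and mitochondrial ribosome genes. Each was tested by one-sided Fisher's exact test and against 10000 random lists matched on mean expression, both adjusted over the 5 lists. Principal component analysis used log2(TPM), centred and not scaled, and the spread of a group is the mean Euclidean distance of its libraries to their centroid, compared by an exact permutation test.

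Gene types, coordinates and transcripts were taken from GENCODE release M21 on GRCm38, the build that the methods name, although the annotation release differs from that of the authors. A gene was taken to share sequence when any stretch of 50 bases of its longest transcript also occurs in the longest transcript of another gene, which was known for 99.5% of the genes tested. Trends on gene length and GC content were taken out with a lowess fit. Chromosome shifts are medians over genes of the log2 difference, in 6 comparisons of 20 chromosomes. In a test on simulated data, 10 of 10 shifted chromosomes and 10 of 10 planted lists were recovered, and 2 of 40 random lists had p below 0.05. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Blots, imaging, karyotypes and cell culture assays of the paper were not analysed here.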

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

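The tests of read length and layout, of the sum of mt-Co2 and Gm28661, and of the other mitochondrial mRNAs were chosen only after the result was seen.

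In 6 of 131 groups of 4 libraries, 1 library lay far from the other 3, and 6.55 are what chance gives. Pseudogenes took 14.2% of TPM in polyclonal WT replicate 4 and 13.6% in each of the other polyclonal libraries, and 4.51% in subclone 4 replicate 1 against 5.56% to 5.63% in the others of that subclone. Col4a1 had 104.53 TPM in WT5 replicate 3 and 89.78 to 91.65 TPM in the other WT5 libraries. Avpr2 had 9.7 TPM in polyclonal WT replicate 4 and 10.79 to 10.97 TPM in the others. Yap1 had 53.27 TPM in WT5 replicate 1 and 55.43 to 55.63 TPM in the others. Acss3 was listed at 0.0 in WT5 replicate 1 and at 0.02 TPM in the others, which are near the lowest value the tables hold. The number of such libraries is not above that from chance, and no technical or biological explanation was tested for them.

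The subclones differed from one another in 16 of 18 genes named for a subclone, tested by limma's moderated F test over the 5 subclones with Benjamini-Hochberg adjustment (adjusted p from 1.64e-10 to 7.78e-05). Between the highest and the lowest subclone the mean z-score differed by 2.80 in Zfp503 (highest in subclone 4, lowest in 5), 2.15 in Gata6 (3 and 4), 2.11 in Gm13212 (1 and 3), 2.11 in Fam84a (4 and 2), 2.09 in Cftr (5 and 4), 1.99 in Larp6 (2 and 1), 1.97 in Prex1 (2 and 4), 1.73 in Clec2l (1 and 2), 1.70 in Hoxc4 (2 and 1), 1.62 in Cdk14 (4 and 1), 1.25 in Grb14 (3 and 5), 1.24 in Marcks (3 and 1), 1.16 in AA414768 (3 and 1), 1.05 in Nipal2 (4 and 1), 1.01 in Slit2 (3 and 2) and 0.690 in Inmt (4 and 5). The genes had been named for a difference from WT5, so the count says nothing about other genes. All subclone libraries are in one table, and each of the 10 pairs of subclones gave its number of differentially expressed genes in 1 of the 35 splits of its 8 libraries, the real one, which argues against an arbitrary grouping of libraries. Reads shared with other genes stay open for Gm13212. Differences that arose between the clones and batches among the subclone libraries, whose dates the paper does not give separately, stay open and were not tested.

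Genes of fewer than 120 exon bases, which the paper does not discuss, were detected in polyclonal WT cells alone. There, 168 of them had a mean of at least 1 TPM, against 0 in WT5 and in each subclone. The number of genes detected was 4.45 times as high in polyclonal WT cells as in WT5 among genes of 120 to 300 exon bases, 1.93 times among genes of 300 to 1000 and 1.05 times among genes of 1000 to 3000, and the ratio was 0.972 among genes of at least 3000 exon bases. This gradient is what the 50 bp single-end and 150 bp paired-end layouts could produce, with longer paired reads missing the shortest transcripts. As each layout holds only 1 of these lines, a difference between the cells in short genes stays open.

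There were 481 genes listed at 0 in all WT5 libraries and at 1 TPM or more in all polyclonal WT libraries, against 27 the other way. Of the 481, only 14 are protein-coding genes of at least 300 exon bases that share no stretch of 50 bases with another gene. Examples are Slc1a1 at 12.6 ± 0.9993 TPM (SD, n = 4), C1qtnf4 at 4.70 ± 0.401 TPM and Il4 at 4.23 ± 0.872 TPM in polyclonal WT cells. Of the 27, 15 are such genes, among them Cbln1 at 7.09 ± 0.751 TPM, Erich2 at 7.06 ± 3.69 TPM and Ntm at 3.47 ± 0.903 TPM in WT5. Shorter protein-coding genes without shared stretches were left out of both numbers. These 6 genes were chosen after their values were seen. Reads that match several genes may contribute to the excess of the former, but this was not tested on the 481 genes. Among pseudogenes with TPM above 0 in all 8 libraries, those with shared stretches lay lower in WT5 than those without. The difference in median z-score was -0.914. The absence of the shortest genes from WT5 may contribute too. Of genes under 120 exon bases, 168 had a mean of at least 1 TPM in polyclonal WT cells and 0 in WT5. Apart from the limit of 300 exon bases for the 14, the 481 genes were not divided by length. Reads that match several genes cannot account for the 14 genes without shared stretches. For them the cell line, the sequencing batch and the read layout stay open.

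The pseudogene Gm28661, listed at 0 in all WT5 libraries, had 14054.6 TPM in subclone 1, and the subclones 2 to 5 had 16480, 15418, 12481 and 18333 TPM. Polyclonal WT cells had 8305 ± 3265 TPM. All 632 stretches of 50 bases in mt-Co2 also occur in Gm28661. A lower amount of all mitochondrial mRNA in the subclones is argued against, as 10 of the 12 other mitochondrial mRNAs were higher than in WT5 in each subclone, with a smallest median log2 difference of 0.938. The sum of mt-Co2 and Gm28661 was higher than in WT5 by a log2 difference of at least 0.491, that in subclone 4 (exact permutation test, two-sided, p = 0.0857), and up to 1.06 in subclone 5 (p = 0.0286, the smallest the 70 assignments allow). A candidate explanation is therefore that reads of mt-Co2 were assigned to its nuclear copy in the subclones and not in WT5. The 13 nuclear copies of mitochondrial genes together rose by at least 293% of the TPM that mt-Co2 lost, but this sum includes copies of other mitochondrial genes, so reads moved from mt-Co2 cannot be told apart in it from a rise of these others. Polyclonal WT cells, in the same table as WT5 but with another read layout, had 3707 TPM of mt-Co2 beside their Gm28661. WT5 had 9174 TPM of mt-Co2 and 0 of Gm28661. A split between the genes was therefore seen in both tables, and WT5 alone lacked it. Why the assignment would differ between WT5 and the other groups was not tested, and the reads were not analysed here.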

How the results depend on the processing

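The settings that treat zeros as missing were chosen after seeing the data; the cause of the changes below was not tested unless stated.

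Between WT5 and polyclonal WT cells, the 745 differentially expressed genes became 8986 without a threshold on the difference and 3501 with a log2 difference above 1, both of which loosen the criterion on the difference. Under the other settings the count lay between 497 without predicted genes, where fewer genes were tested, and 1085 with TPM above 0 in any library and a pseudocount of 0.1. Of these 1085 genes, 389 were among the 745. The share of genes higher in WT5, 42.6%, was 27.5% with TPM above 0 in any library, 66.5% with a log2 difference above 1, 52.7% without a threshold and 60.0% without predicted genes. It was between 39.1% and 49.0% under the other settings.

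For subclones 1 to 5, with 21, 20, 24, 28 and 24 genes, the unequal-variance test gave 13, 10, 10, 20 and 11 genes, all of them among those found with limma. A pseudocount of 0.1 gave 13, 12, 16, 15 and 16 genes and one of 1 gave 7, 6, 9, 9 and 9. A mean TPM of at least 1 gave 28, 32, 40, 49 and 30, with fewer genes tested. TPM above 0 in any library with a pseudocount of 0.1 gave 14, 16, 15, 17 and 22 genes, of which 1, 0, 3, 4 and 3 were among those of the first analysis. A log2 difference above 1 gave 440, 373, 501, 713 and 478, and no threshold 3644, 3609, 2708, 5173 and 3034. Without predicted genes subclone 4 had 43. With zeros as missing and the unequal-variance test there were 11, 12, 11, 15 and 16 genes. The mean, 23.4, was 12.8 with the unequal-variance test, 14.4 and 8.0 with pseudocounts of 0.1 and 1, 35.8 with a mean TPM of at least 1, 501.0 with a log2 difference above 1, 3633.6 without a threshold and 13.0 with zeros as missing and the unequal-variance test. The median over pairs of subclones, 23, was 5.5 with the unequal-variance test and 163.5 with a log2 difference above 1.

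With the replicate number as a block there were 737 genes between WT5 and polyclonal WT cells and 14, 16, 17, 21 and 21 in the subclones, a mean of 17.8. Libraries of the same number were not more alike than others (correlation of their deviations from the group means over genes, -0.046 to 0.064 against -0.084 to 0.089), so the numbers give no ground for pairing. One fit of all libraries of WT5 and the subclones gave 21, 20, 24, 28 and 26 genes.

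With each library left out in turn, the count between WT5 and polyclonal WT cells was 736 to 749, the share of higher genes 41.8% to 43.5%, and the ratio of the distances to the centroid 1.07 to 1.11. The counts of subclones 1 to 5 were 19 to 23, 18 to 20, 19 to 24, 23 to 30 and 21 to 27, and their mean, without each WT5 library, 22.0 to 22.8. The ratio of distances was above 1 in every alternative run for it.

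Of the lists of genes, the ligand list passed in each alternative run for it. The share of differentially expressed receptor genes, 9.93%, passed in Fisher's exact test at 9.93% with the unequal-variance test, 41.8% with a log2 difference above 1 and 15.6% with a mean TPM of at least 1. Against matched random lists it passed with a log2 difference above 1 (permutation p, adjusted, 0.00525) and in none of the other settings run for the lists. The imprinted list, with an odds ratio under 1, had one above 1 at 5.26% of its genes with the unequal-variance test, 5.26% with a pseudocount of 1 and 28.9% with a log2 difference above 1.

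For the 43 genes named, counted once per comparison, 913 values under the alternatives were computed. Of these 834 kept direction and side of the thresholds, 61 were no longer past them, 8 were newly past them and 10 changed direction. Those that changed direction had small differences. Without z-scores the log2 difference was 0.0014 for Pkd2 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.989), 0.0086 for Yap1 (0.842), 0.077 for Prkaa1 (0.326) and 0.0018 for Actb (0.978), each under both log2 thresholds. Prkaa1 had a z-score difference of 0.0088 with TPM above 0 in any library and a pseudocount of 0.1, and Actb 0.017 with a mean TPM of at least 1. Leaving out 1 library changed 3 genes: Usp50 in subclone 2 (1.17 and 1.16 without subclone 2 replicate 3 or 4, past the adjusted p-value in neither), Cdk14 in subclone 4 (0.999 without WT5 replicate 3) and Fam84a in subclone 5 (0.998 without WT5 replicate 4). The depth is unknown, so what it limits cannot be stated beyond the rounding of values near 0.01 TPM.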

Differences from the paper's values

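The mean number of differentially expressed genes over the subclones was 23.4 against the paper's 13. Of the alternatives set before the data were examined, the unequal-variance test (12.8), a pseudocount of 0.1 (14.4), TPM above 0 in any library with a pseudocount of 0.1 (16.8) and the replicate block (17.8) came within the margin used here, a factor of 1.5. A pseudocount of 1 (8.0), a mean TPM of at least 1 (35.8), a log2 difference above 1 (501.0) or above the mean SD (22.8), an adjusted p-value below 0.05 (23.8), no threshold (3633.6), exclusion of predicted genes (30.4) and one fit of all libraries (23.8) did not. Zeros as missing with the unequal-variance test, chosen after seeing the values, gave 13.0, and with limma 26.6.

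Subclone 1 had 21 genes against the paper's about 11 in Fig. 5A, read by eye. The unequal-variance test (13), a pseudocount of 0.1 (13), TPM above 0 in any library (14) and the replicate block (14) came within the margin. Subclone 2 had 20 against the paper's about 12 in Fig. 5B, read by eye, and the same alternatives gave 10, 12, 16 and 16. Subclone 3 had 24 against the paper's about 11 in Fig. 5C, read by eye. There the unequal-variance test (10), a pseudocount of 0.1 (16) or 1 (9) and TPM above 0 in any library (15) came within the margin and the replicate block (17) did not. Subclone 4 had 28 against the paper's about 15 in Fig. 5D, read by eye, and the unequal-variance test (20), a pseudocount of 0.1 (15), TPM above 0 in any library (17) and the replicate block (21) came within it. The remaining alternatives did not for these subclones. Zeros as missing with the unequal-variance test, chosen after seeing the values, gave 11, 12, 11 and 15, and 16 in subclone 5, where the paper's value is about 16 in Fig. 5E, read by eye, and the value here, 24, is within the margin.

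Of Supplementary Data 1, 1999 of 15149 genes were at hand, and of Supplementary Data 2, 1999 of 14580 genes for subclones 1 and 2 and 1998 of 14579 for the others. In the direction of Supplementary Data 1, polyclonal WT minus WT5, the z-score difference of Cnnm1 was -3.07 against the paper's -2.85, that of Tspan18 -2.54 against the paper's -2.36 and that of Col4a1 -2.47 against the paper's -2.28. By the labels of the libraries, WT5 minus polyclonal WT, they were 3.07, 2.54 and 2.47. In subclone 1 the z-score difference was -1.90 against the paper's -1.74 for Larp6, -1.86 against the paper's -1.70 for Hoxc4, -1.20 against the paper's -1.10 for Marcks and -1.20 against the paper's -1.09 for Nipal2, and in subclone 4 it was 1.33 against the paper's 1.25 for Inmt. None of the alternatives set before the data were examined closed these gaps. Zeros as missing, chosen after seeing the values, gave the paper's values for all 8 genes with either test.

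The paper states that more genes were upregulated than downregulated in monoclonal cells, with the paper's counts at 477 up and 306 down. By the labels of the libraries 317 were higher and 428 lower in WT5, and on the reversed direction, polyclonal WT against WT5, 428 higher and 317 lower. Zeros as missing with the unequal-variance test, chosen after seeing the values, gave the paper's 783 genes with 306 higher and 477 lower in WT5. With a log2 difference above 1, no threshold, or exclusion of predicted genes, more genes were higher than lower in WT5 by the labels (2327 and 1174, 4740 and 4246, 298 and 199).

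Supplementary Data 2 lists genes past both thresholds that were not tested here, as each was at 0 in some library of WT5 or the subclones. Gsdmd had 0.0425 ± 0.0299 TPM (SD, n = 4) in subclone 1 and 2.30 ± 0.243 TPM in WT5. With TPM above 0 in any library and a pseudocount of 0.1 it was differentially expressed, with a z-score difference of -1.06. Under that setting Col8a2 (-0.507) and Gja1 (-0.383) in subclone 1, Acss3 in subclones 2 (0.405) and 5 (0.594) and Slc17a1 in subclone 5 (0.387) were not. With zeros as missing, chosen after seeing the values, all were differentially expressed with either test, at -1.63 for Gsdmd, -1.42 for Col8a2, -1.23 for Gja1, 1.09 and 1.40 for Acss3 and 1.05 for Slc17a1.

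The paper states that the most significant GO terms are linked to receptor and signaling activity. The receptor list here, which is no GO term, was not past 0.05 in Fisher's exact test (adjusted p = 0.0526), and passed with the unequal-variance test, a log2 difference above 1 and a mean TPM of at least 1 (adjusted p from 3.86e-05 to 0.0353). With a pseudocount of 1 it did not (0.328). Against matched random lists it passed with a log2 difference above 1 (permutation p, adjusted, 0.00525) and not otherwise (0.133 to 0.3998). The background of both tests held pseudogenes, of which 50.6% were differentially expressed, against 3.58% of protein-coding genes. This raises the bar for the receptor list, so the result is not a like comparison with the GO terms.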

Other observations

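The tests of the sequencing batch and read length, of exchanged labels and exchanged cells, of the shared WT5 libraries, of a batch difference between WT5 and the subclones, and of copy number in chromosome 6 were chosen only after the result was seen, as was the size of 0.2 above which chromosome shifts were looked at.

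In each of the 6 comparisons, WT5 with polyclonal WT cells and each subclone with WT5, 1 of the 35 splits of the 8 libraries gave as many differentially expressed genes, the real one. The largest count of any other split was 1, in subclone 4. For the 745 genes between WT5 and polyclonal WT cells, shared reads as the whole cause are argued against by the 3.60% of genes without shared stretches that were differentially expressed. Among the 13661 genes with known length and GC content, 737 were differentially expressed. Of them, 704 were still so after a trend on gene length was taken out of each library and 702 after a trend on GC content. These smooth trends spanned at most 0.324 and 0.435 log2 over most genes of a library, against about 3.10 for a z-score difference of 1. Taking them out could therefore hardly change the count. Effects of length or GC content that differ from gene to gene were not tested. The sequencing batch and read length cannot be told apart from the cell line, because 0 read lengths hold both groups. Pseudogenes differed in another way, as the median z-score difference of the 492 that share stretches with other genes minus that of the 22 that share none was -0.914 (permutation test over genes, p = 0.0007). Reads that match several genes may therefore have gone to pseudogenes more often in polyclonal WT libraries.

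By the labels, 428 of the 745 genes were lower in WT5, a balance opposite to the one the paper states. The balance changed sides under some settings and among protein-coding genes. Zeros as missing with the unequal-variance test, chosen after seeing the values, gave the paper's 477 and 306 with the sides exchanged. That setting also gave the values of Supplementary Data 1 for the genes compared, such as Cnnm1 (-2.85) and Pkd1 (-0.469), as polyclonal WT minus WT5. On the deposited labels, the order of subtraction therefore accounts for the opposite balance. Exchanged cells would not, as both sets of counts rest on the same columns. Whether the labels themselves are right is a separate question. Exchanged column labels are argued against by the read layouts, 50 bp single-end for polyclonal and 150 bp paired-end for monoclonal cells in the methods. Exchange would make the libraries labelled polyclonal the long paired-end ones, yet each of them had at least 152 genes of fewer than 120 exon bases at 1 TPM or more, against 0 in each library labelled monoclonal. Cells exchanged before sequencing would leave the layouts with the labels. All 20 subclone libraries, sorted from WT5, lay nearer to the libraries labelled monoclonal (Euclidean distance to the group mean in z-scored log2(TPM) over 13272 genes, 19.0 to 23.8) than to those labelled polyclonal (52.6 to 56.1). However, the subclone libraries also lacked the shortest genes, so a like layout or batch could place them there too. Shared reads and a smooth trend on gene length are argued against as the whole of such an effect. The length trend spanned at most 0.324 log2 over most genes of a library, which is too small to move genes past the threshold. Effects of length that differ from gene to gene stay open. Of 7910 protein-coding genes without shared stretches, 285 were differentially expressed. Other effects of batch or layout were not tested, so exchanged cells cannot be told apart from correct ones by these distances.

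In all 5 subclones 977 genes were past the adjusted p-value against WT5 in the same direction, without regard to the size of the difference. The differences of pairs of subclones from WT5 had a median correlation of 0.680 across genes, which are not independent replicates. Unchanged groups compared with the same WT5 libraries had 0.497 over 20 simulated sets, and at most 0.508, which argues against the shared WT5 libraries alone. A batch difference between WT5 and the subclones cannot be told apart from a change in the cells, because 0 of the deposited tables hold both. Time in culture and the sorting itself stay open and were not tested.

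Noise of genes with low expression as the cause of the larger distances to the centroid in polyclonal WT cells is argued against, since the ratio was 1.22 among the 8804 genes with a mean TPM of at least 10 (exact permutation test, two-sided, p = 0.0286, the smallest the 70 assignments allow). The distances of a group share a centroid here too, so the p-value is no measure of how lines vary in general. Large distances were not limited to polyclonal WT cells. Over 13272 genes their mean distance was 31.0, against 31.3 in subclone 3 and 30.0 in subclone 5. The other subclones had 25.0 to 26.2 and WT5 had 26.3. The median SD of a gene in log2(TPM) was 0.181 and 0.180 in subclones 3 and 5, and 0.119 in polyclonal WT cells. It was between 0.0814 and 0.116 in WT5 and the other subclones. Read layout and batch stay open for the polyclonal spread. Were the spread due to replicates that hold different clones, the differentially expressed genes would vary between polyclonal replicates more than random genes matched on expression, and not between WT5 replicates. Their median SD of log2(TPM) was 0.254 against 0.201 for matched lists in polyclonal WT cells, but also 0.239 against 0.189 in WT5, at percentile 100 of the matched lists, and at percentile 99.99 to 100 in the subclones. As these genes varied more than matched ones in every group, the hypothesis cannot be told apart from a general excess of variation in them, and it stays open.

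Of 120 pairs of chromosome and comparison, 8 had a median log2 shift above 0.2 in size. Between WT5 and polyclonal WT cells, relative to the median of all genes, these were chromosomes 2 (0.38), 5 (0.38), 18 (0.35), 3 (-0.43) and X (-0.32). In subclone 4 against WT5 they were chromosomes 12 (0.32) and 6 (-0.27), and in subclone 5 chromosome 12 (-0.22). In subclone 4, 84.6% of the chromosome 12 genes went the same way, and in subclone 5 78.0%. A GC content trend is argued against, as at least 70.1% of each shift was left without it, as are shared reads (at least 90.7% left among genes without shared stretches) and, for the subclones, a batch difference from WT5 (at least 115% left against the other 4 subclones). For the 7 shifts other than that of chromosome 6, with the genes of each chromosome divided in order into 4 equal parts, all 28 parts moved with the chromosome by at least 50% of its shift, which is consistent with a change in chromosome copy number. On chromosome 6 in subclone 4 only 2 of the 4 parts did. They moved by -0.122, -0.104, -0.523 and -0.294, against a shift of -0.275. By the 50% cut this argues against a copy number change of the whole chromosome. The cut matters, as all 4 parts moved the same way. Chromosome 18 passed it narrowly, with parts of 0.193 and 0.175 against a shift of 0.348. Copy number remains a hypothesis, found and tested on the same data. For WT5 and polyclonal WT cells the batch stays open. The karyograms that the paper reports as similar in Supplementary Fig. S4 are of monoclonal WT lines, WT5 among them, and of Pkd1 KO lines, and not of the subclones or of polyclonal WT cells.

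The hypothesis that the same genes vary whenever cells are cloned was tested on the 89 genes differentially expressed between any pair of subclones. Of the 71 of them tested in both, 21 were also differentially expressed between WT5 and polyclonal WT cells, or 29.6% against 4.83% of the other genes (one-sided Fisher's exact test, p = 1.58e-11), where matched random lists held 8.35 on average (permutation p = 0.0002). These genes may be ones whose expression differs readily between clones. Genes with low or poorly quantified expression stay open as an explanation, as matching was on the mean alone.

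Genes that the paper studies as proteins in other experiments were also measured. Pkd1 had 8.66 ± 0.698 TPM (SD, n = 4) in WT5 and 2.57 ± 0.371 TPM in polyclonal WT cells, a z-score difference of 0.492 (adjusted p = 4.00e-06, limma with Benjamini-Hochberg adjustment), under the required size of 1. With a log2 difference above 1 it was differentially expressed (1.76). Mean TPM in WT5 and polyclonal WT cells was 36.1 and 36.2 for Pkd2, 55.0 and 54.7 for Yap1, 39.6 and 37.7 for Prkaa1, and 4.78 and 2.75 for Prkaa2. It was 40.8 and 26.4 for Eif2ak3, 44.6 and 77.2 for Camk2d, and 2184 and 2184 for Actb. None of them was differentially expressed by both criteria, as the required size is about 8.56-fold. By the adjusted p-value of limma alone, Camk2d (4.13e-06), Eif2ak3 (0.000275) and Prkaa2 (0.000355) passed, with libraries that do not overlap between the groups. Yap1 (0.00121) and Actb (0.00689) passed too, but not without z-scores (0.842 and 0.978). Pkd2 (0.0412) and Prkaa1 (0.117) did not pass.

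Protein-coding genes of at least 300 exon bases without shared stretches were examined. Few of them were listed at 0 in all libraries of a subclone and at 1 TPM or more in all of WT5. These were Prrg1 in subclones 1 and 5 (2.98 ± 0.907 TPM in WT5, SD, n = 4), Cdcp1 in subclone 2 (31.4 ± 0.406 TPM), Zfp518b in subclone 4 (1.72 ± 0.544 TPM) and Aplp1 in subclone 5 (6.73 ± 0.462 TPM), each chosen after its values were seen.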
